# Establishment of sex-specific liver transcriptomes and H3K9me3 profiles during sexual maturity: the impact of maternal obesity

**DOI:** 10.1186/s13293-025-00767-8

**Published:** 2025-10-21

**Authors:** Ajay K. Yadav, Arianna Harris-Kawano, Romil Saxena, Guanglong Jiang, Jia Ji, Hongyu Gao, Kok Lim Kua, Núria Morral

**Keywords:** Cellular differentiation, Liver, Heterochromatin, Histone methylation, Sex dimorphism, Maternal obesity, Western-style diet

## Abstract

**Background:**

The escalating prevalence of metabolic dysfunction-associated steatotic liver disease (MASLD) is closely linked to rising obesity rates. Maternal obesity (MO) is associated with increased susceptibility to metabolic disorders, including MASLD, in the offspring. This elevated risk could be a consequence of epigenetic modifications established during fetal development, a period highly sensitive to the maternal diet. H3K9me3, a hallmark of heterochromatin, plays a vital role in development by silencing gene programs dispensable for differentiated cell types. This study investigated how MO influences gene expression and chromatin architecture in male and female offspring liver, in early postnatal live and upon sexual maturity.

**Methods:**

Female mice were fed a Western-style diet or a control diet before and throughout pregnancy and lactation. The offspring were weaned at 3 weeks and subsequently transitioned to a standard chow diet for 5 weeks.

**Results:**

At 3 weeks, the liver transcriptomes of control offspring were similar between sexes. However, MO disrupted hepatic gene expression in both sexes, leading to the dysregulation of hundreds of genes and alterations in H3K9me3 binding patterns. By 8 weeks, as the mice reached sexual maturity, control offspring showed considerable sex-based gene expression divergence, with over 1,800 genes showing differential expression. These genes were predominantly involved in immune response regulation, cell adhesion and extracellular matrix organization, xenobiotic and glutathione-mediated detoxification, cholesterol metabolism, and lipid partitioning. Furthermore, thousands of differentially bound H3K9me3 peaks were observed between the 3- and 8-week time points. A significant fraction of these peaks were located on the X chromosome in females, suggesting a role in X inactivation. Remarkably, MO offspring displayed incomplete normalization of gene expression, H3K9me3 profiles, and hepatic lipid classes by week 8, underscoring the long-term impact of maternal diet on the genomic and metabolic landscape.

**Conclusions:**

Collectively, this study highlights inherent sex differences in liver gene expression, and suggests that H3K9me3 plays a role in establishing sex-specific liver function during sexual maturation. Moreover, MO disrupts these patterns, which are not fully corrected by 5 weeks of postnatal dietary normalization.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-025-00767-8.

## Highlights

• Hepatic gene expression is similar in males and females in early postnatal life (3 weeks).

• Maternal obesity similarly disrupts the liver’s lipid, gene expression, and H3K9me3 profiles in male and female offspring during early postnatal life.

• A 5-week control diet post-weaning fails to fully reverse maternal obesity-induced abnormalities.

• Upon the onset of sexual maturity (8 weeks), >1,800 genes exhibit sex-specific differential expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-025-00767-8.

## Abstract (plain language summary)

The escalating prevalence of metabolic dysfunction-associated steatotic liver disease (MASLD) is linked to the rising global rates of obesity. Maternal obesity (MO) increases the offspring’s susceptibility to severe metabolic disorders, including MASLD. This increased vulnerability may be due to changes in epigenetic modifications –changes in how genes are “packaged”, which affects their activity (expression). H3K9me3, a critical epigenetic modification, plays a vital role in proper development by silencing non-essential gene programs. Our study investigated how MO influences the gene expression and H3K9me3 patterns in male and female offspring livers. Female mice consumed a Western-style diet or a control chow diet before and throughout pregnancy/lactation. Offspring were weaned at 3 weeks, then transitioned to chow for 5 weeks. At 3 weeks, control offspring liver gene expression was largely similar across sexes. However, MO profoundly disrupted gene expression in both sexes, dysregulating hundreds of genes and significantly altering H3K9me3 patterns. By 8 weeks, upon reaching sexual maturity, control offspring exhibited substantial sex-based divergence in liver gene expression, impacting over 1,800 genes crucial for immune function, lipid metabolism, and detoxification. Notably, at 8 weeks, MO offspring displayed an incomplete recovery. Even after 5 weeks on a healthy diet, their liver gene expression, H3K9me3 profiles, and fat profiles remained partially abnormal. This highlights the impact of a mother’s diet on her offspring’s genomic and metabolic programming, with consequences that are not easily reversed.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-025-00767-8.

## Background

Metabolic dysfunction-associated steatotic liver disease (MASLD, previously known as non-alcoholic fatty liver disease) affects 25–30% of adults [1] and is a risk factor for type 2 diabetes and cardiovascular disease [2, 3]. The increasing prevalence of MASLD is primarily driven by rising obesity rates, promoted by sedentary lifestyles and overnutrition. The presence of obesity among women of reproductive age has important implications for fetal health. Maternal obesity is associated with adverse outcomes in the offspring, including higher risk of developing MASLD [4].

The liver is a vital organ that plays a central role in multiple aspects of physiology, including the regulation of carbohydrate and lipid metabolism, protein and bile synthesis, innate immunity, and detoxification. Hormonal signals are key regulators of liver metabolism. Insulin, glucagon, cortisol, growth and thyroid hormones, influence various metabolic pathways to support the liver’s functions and maintain whole body energy homeostasis [5]. In addition, sex hormones have profound effects on liver metabolism. Estrogens enhance insulin sensitivity, reduce *de novo* lipogenesis, and inhibit inflammation, protecting pre-menopausal women against MASLD [6]. Androgens also have strong effects on liver metabolism. Alterations in testosterone levels are associated with MASLD [6]. Thus, the liver exhibits sex hormone-specific responses to nutritional stressors.

Recent studies suggest that exposure to the maternal nutrient milieu during fetal development may influence gene expression via epigenetic alterations that remain after birth, thereby affecting gene expression and risk of metabolic disease [7]. Histone modifications are key regulators of chromatin structure and gene expression that can be influenced by various factors, including diet and hormonal signals [8]. Histone H3 lysine 9 trimethylation (H3K9me3) is a hallmark of heterochromatin, and is written by methyltransferases SUV39H1/H2, SETDB1/2, G9A, and G9A-like protein. H3K9me3 is read by heterochromatin protein 1 (HP1), which recruits other proteins that mediate transcriptional repression [9]. H3K9me3 is found in centromere and telomere repeats, as well as transposable elements (TEs) such as long and short interspersed nuclear elements (LINEs and SINEs, respectively), silencing them and thereby maintaining genomic stability [10]. H3K9me3 has also been associated with euchromatic regions, repressing the expression of genes by binding to their promoters [11, 12]. This histone modification plays a key role in development, regulating tissue-specific gene expression and silencing gene programs not necessary for differentiated cells [9]. Recent studies have revealed dynamic changes in H3K9me3 patterns in response to environmental stimuli. Aberrant H3K9me3 distribution patterns can disrupt normal gene expression programs, contributing to disease initiation and progression. In fact, the dysregulation of H3K9me3 profiles has been linked to cancer [13, 14], neurodevelopmental disorders [15], MASLD [16, 17], and the aging process [18].

Despite well-documented sexual dimorphism in liver function, the mechanistic basis for these sex differences remains incompletely understood. Key outstanding questions include: (1) whether sex-specific transcriptional programs are established during fetal development or emerge postnatally; (2) whether epigenetic remodeling of heterochromatin —specifically through the H3K9me3 histone modification—contributes to sex-specific changes of the liver transcriptome upon sexual maturity; and (3) how maternal obesity differentially influences hepatic gene expression and epigenetic modifications in male and female offspring across developmental stages. To address these gaps, we analyzed sex-specific gene expression and H3K9me3 profiles in both male and female offspring at 3 weeks and 8 weeks of age, and examined the impact of maternal obesity across these same time points. Our data show that in 3-week-old mice, the liver transcriptomes of male and female offspring from control diet-fed dams are nearly identical. However, maternal obesity markedly altered the liver transcriptome of both sexes. Between 3 and 8 weeks of age, gene expression and H3K9me3 profiles underwent substantial changes, affecting cell adhesion, cytoskeleton organization and innate immune response pathways. This study provides novel insight into how maternal obesity shapes the developing liver epigenome and transcriptome and potentially influences long-term metabolic health in the offspring.

## Methods

### Animals

All animal procedures were conducted in accordance with the National Institutes of Health guidelines and were approved by the Indiana University School of Medicine Institutional Animal Care and Use Committee. A standard 12 h light/12 h dark cycle (7 AM/7 PM) was maintained throughout the experiments. Mice were housed in a BSL1 room and had free access to food and water. Experimental animals included littermate control mice derived from an in-house *Reg3g*^fl/fl^ colony (see Supplemental Methods for breeding details). Female dams (Fig. 1A) were fed (i) a Western-style diet (TD.88137, Inotiv, IN: 42 kcal% fat, 15.2% protein, 42.7% carbohydrate; contains 341.46 g/kg sucrose, as well as 1.5 g/kg cholesterol), or (ii) a chow diet (2018SX, Envigo, IN: 18 kcal% fat, 24% protein, 58% carbohydrate), as described [19, 20]. Mice were analyzed on postnatal day 21 (3 weeks), prior to weaning. Additional cohorts were analyzed at 8 weeks of age, after receiving regular chow diet for 5 weeks following weaning [19]. Male and female offspring were included in the studies (*n* = 4/group). Mice were euthanized under fed (*ad libitum*) conditions. The liver was collected and snap-frozen in liquid nitrogen, embedded in optimal cutting temperature (OCT) compound and frozen in liquid nitrogen, or fixed in 10% buffered formalin for histological analysis.

**Fig. 1:**
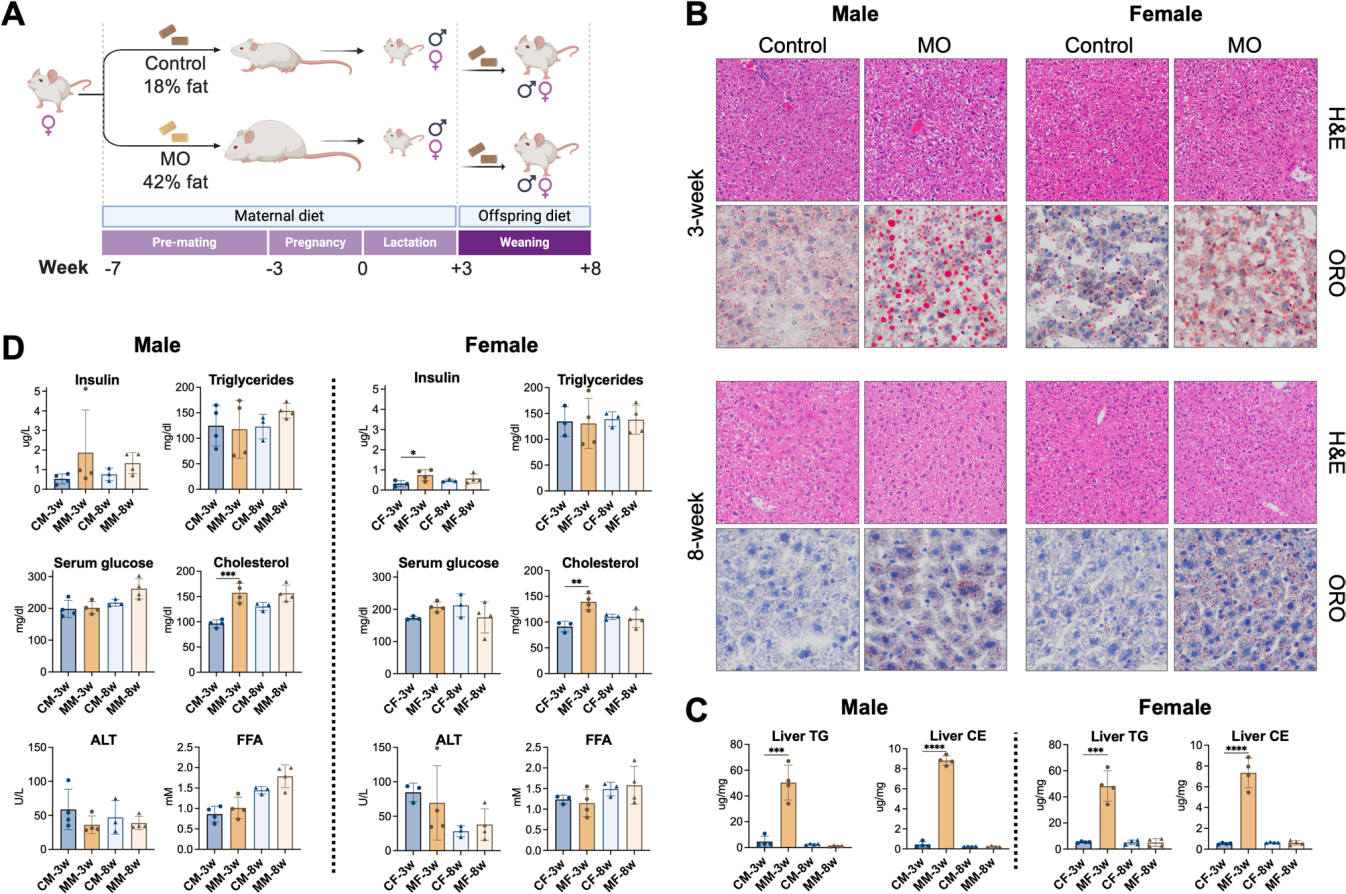
Experimental design and phenotypic characterization. (**A**) Experimental design. Female dams were fed a control or a Western-style diet, as described in the Methods section. Male and female offspring of control or obese dams were analyzed on postnatal day 21 (3 weeks), prior to weaning and the onset of puberty (*n* = 4/group). After weaning, male and female mice received a regular chow diet for 5 weeks (8-week time point; *n* = 4/group). MO, maternal obesity; (**B**) Hematoxylin/eosin and Oil Red O staining of liver sections (*n* = 3–4/group). Hematoxylin/eosin, 100x; Oil Red O, 200x; (**C**) Quantification of liver triglycerides (TG) and cholesterol esters (CE) (*n* = 4/group); (**D**) Serum biochemistries (*n* = 3–4/group). Bars represent standard deviation, *p < 0.05, **p < 0.01, ***p < 0.001

### Tissue histology

Liver tissue was fixed for 24 h in 10% buffered formalin and transferred to 70% ethanol. Specimens were dehydrated through a graded series of ethanols (45 min per step), cleared in two changes of xylenes (45 min each) and infiltrated through four changes of melted paraffin (~ 60 °C; 45 min each). For general histological examination, four-micron (4 μm) sections were cut using a rotary microtome equipped with disposable steel knives, floated onto microscope slides, dried, and stained with hematoxylin and eosin. For lipid visualization, liver tissue snap-frozen in optimal cutting temperature (OCT) compound was sectioned and stained with Oil-Red-O. Processing and staining were performed by the Histology Services Core at Indiana University School of Medicine.

### Serum biochemistries

All serum biochemistries were analyzed by the Center for Diabetes and Metabolic Diseases Translational Core at Indiana University School of Medicine. Insulin was analyzed using a mouse insulin ELISA kit (#10–1247-10, Mercodia, Uppsala, Sweden). Alanine aminotransferase (ALT), glucose, triglycerides, and total cholesterol were measured using a Roche Integra 400 plus analyzer (#20764957322, #04404483190, #20767107322, #03039773190, respectively; Roche Diagnostics, Mannheim, Germany). Free fatty acids (FFA) were measured using a Randox Daytona Clinical Chemistry Analyzer (#FA115; Randox Laboratories, Crumlin, UK).

### Liver tissue lipids

Liver triglycerides and cholesterol ester profiles were analyzed by the Hormone Assay & Analytical Services Core at the National Mouse Metabolic Phenotyping Centers, Vanderbilt University. Briefly, lipids were extracted from ~ 100 mg of tissue using the method of Folch-Lees [21]. Individual lipid classes were separated by thin layer chromatography. Triglycerides and cholesteryl esters were scraped from the plates and methylated using BF_3_/methanol as described [22]. The methylated fatty acids were extracted and analyzed by gas chromatography. Gas chromatographic analyses were carried out on an Agilent 7890 A gas chromatograph equipped with flame ionization detectors and a capillary column (SP2380, 0.25 mm x 30 m, 0.20 μm film, Supelco, Bellefonte, PA). Helium was used as the carrier gas.

### RNAseq

Total RNA was extracted using a RNeasy Midi kit (Qiagen, Valencia, CA, USA) following the manufacturer’s protocol (*n* = 4/group). RNA integrity was evaluated by RNA ScreenTape analysis (Agilent Technologies, Santa Clara, CA, USA). RNA library construction and sequencing were performed by the Center for Medical Genomics at Indiana University School of Medicine. Briefly, mRNA libraries were generated from 100 ng RNA using the KAPA mRNA Hyperprep kit (Roche, Indianapolis, IN, USA) for 3-week time point samples and the Illumina Stranded mRNA Prep, Ligation kit (lllumina) for 8-week time point samples. Paired-end 100-bp reads (3-week) or 150-bp (8-week) were generated using the Illumina NovaSeq 6000 platform (~ 40 million reads/sample). Approximately 85% of reads were uniquely mapped to the mouse genome reference mm10 using Spliced Transcripts Alignment to a Reference (STAR) [23]. To evaluate the quality of the RNAseq data, the number of reads that fell into different annotated regions [exonic, intronic, splicing junction, intergenic, promoter, untranslated region (UTR), etc.] of the reference genes was determined using bamUtils [24]. Low-quality mapped reads (including reads mapped to multiple positions) were excluded, and featureCounts [25] was used to quantify gene expression. The data were filtered using a counts per million (cpm) cutoff with each gene of at least 15 raw reads in at least four of the samples, normalized using TMM (trimmed mean of M values) method, and subjected to differential expression analysis using edgeR [26]. Differentially expressed genes between the groups were analyzed separately for 3-week and 8-week time points. False discovery rate (FDR) was computed from p-values using the Benjamini-Hochberg procedure. For gene clustering, Ingenuity Pathway Analysis (IPA) [27] was used, with statistical significance determined by Fisher’s Exact Test p-value (Benjamini-Hochberg corrected, *p* < 0.05).

### ChIPseq

Chromatin immunoprecipitation was carried out as previously described [8]. Frozen liver tissue (50 to 100 mg) from four biological replicates per group was used to isolate chromatin using the MAGnify Chromatin Immunoprecipitation System kit (Invitrogen, Carlsbad, CA). Tissue was minced in cold D-PBS and chromatin was immediately crosslinked with 1% methanol-free formaldehyde for 5 min. Crosslinking was stopped with glycine to a final concentration of 0.125 M. Tissue was homogenized at 4 °C in 1-mL syringes by passing ~ 20 times through 18G followed by 21G needles. After addition of lysis buffer, cells were sonicated using Bioruptor UCD-300 (30 cycles of 30 s ON, 30 s OFF) to generate DNA fragments of an average size of 100–400 bp. Sonicated chromatin was immunoprecipitated overnight at 4 °C with an antibody specific to H3K9me3 (#17–625, Millipore, Burlington, MA). The shearing quality of DNA was assessed by D5000 ScreenTape Assay (Agilent Technologies Inc., Santa Clara, CA).

Purified ChIP and input DNA samples were used for library preparation using Illumina TruSeq Nano DNA LT Library Prep Kit (Cat# FC-121–4001), including end-repair, dA-tailing, indexed adaptor ligation and amplification. Each resulting indexed library was quantified and its quality accessed by Qubit and Agilent Bioanalyzer. Multiple libraries were pooled in equal molarity. The pooled libraries were then denatured and neutralized, before loading onto an Illumina NovaSeq 6000 for 75-bp paired-end sequencing (Illumina, Inc.). Approximately 20 million reads per library were generated. To identify consensus peaks across different experimental conditions, the raw sequencing reads (fastq files) were aligned to the mouse reference genome (mm10/GRCm38, GENCODE M25) using the Burrows-Wheeler Aligner [28]. Broad peaks were then identified with MACS2 and peaks in ENCODE blacklist regions were subsequently removed. Consensus peaks across different experimental conditions were defined as those present in at least three replicates. Subsequently, the consensus peak-sets from each condition were merged to pinpoint overlapping peaks, treating male and female samples separately. Peaks exceeding 500 bp were divided into bins of 500 bp each. Sequence reads in the consensus peaks were counted using featureCounts (v1.6.2) [25]. Differential binding analysis was conducted with edgeR (v4.3.3) using exact test [26]. The peaks were annotated in terms of genomic features using ChIPseeker [29], including those located in the transcription start site (TSS), exon, 5’ UTR, 3’ UTR, intronic or intergenic. To visualize peaks and the alignment to the mouse genome bigWig files were uploaded onto the IGV genome browser (v2.18.2) [30].

Ingenuity Pathway Analysis [27] was employed to cluster differentially bound (DB) H3K9me3 peaks between the 3-week and 8-week time points. For this analysis, DB peaks with an FDR < 0.05 (3-week versus 8-week comparisons) or p-value < 0.001 (MO versus control diet comparisons) were included. The fold change was not considered for the pathway analysis (i.e., no z-scores were generated). Statistical significance of canonical pathways was determined by Fisher’s Exact Test p-value (Benjamini-Hochberg corrected, *p* < 0.05).

### Statistical analysis and data graphing

For RNAseq and ChIPseq analysis, four biological replicates per group were selected, consistent with previous studies in mouse models, where this number has been shown to provide sufficient statistical power to detect biologically meaningful differences [8, 31]. Data visualization and graphing were prepared using SRplot [32], R, and GraphPad Prism v10.3.1. GraphPad Prism was used to calculate p-values by one-way ANOVA with Šídák’s correction for multiple comparisons. A p-value < 0.05 was considered statistically significant. Data are presented as the arithmetic mean ± standard deviation (SD).

## Results

To investigate the influence of diet on the offspring during embryo development, dams were fed a Western-style or a control diet for 4 weeks prior to mating, throughout gestation, and during the 3 week lactation period (Fig. 1A), as previously described [20]. Male and female mice born of obese dams developed hepatic steatosis compared to those from dams fed a control diet (Fig. 1B). However, no inflammation, necrosis or fibrosis was observed. To evaluate long-term effects, after weaning, a group of offspring from both MO and control diet dams were switched to a chow diet for 5 weeks (8-week time point, Fig. 1A). Interestingly, both male and female offspring of MO dams exhibited slightly higher density of lipid droplets in hepatocytes compared to offspring of dams fed a control diet (Fig. 1B). While liver triglycerides and cholesterol esters (the main neutral lipids), had reverted to normal levels in MO offspring relative to control offspring (Fig. 1C), the fatty acid composition remained altered (Supplemental Fig. 1). This alteration was particularly notable in triglycerides, with enrichment of saturated fatty acids at the expense of polyunsaturated fats, suggesting that 5 weeks of a control diet is insufficient to fully reverse the effects of developmental and early-life exposure to maternal obesity. Furthermore, in females, serum insulin, triglycerides, cholesterol and free fatty acids were indistinguishable between groups at the 8-week time point (Fig. 1D). Males, however, exhibited a tendency towards having higher serum insulin and lipids in MO offspring (serum cholesterol and glucose showed significant differences when the 3-week and 8-week datasets were analyzed separately).

### Maternal obesity (MO) has a large impact on liver transcriptome profiles

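Liver mRNA was sequenced from 4 mice in each of 4 groups at each age, 32 libraries in all. The groups are males and females of dams on chow (CM and CF) and males and females of obese dams (MM and MF). The 3-week livers were taken before weaning, and the 8-week livers after 5 weeks on chow. Libraries of the 2 ages were made with different kits, so each age was analysed alone. As the paper describes, reads were aligned to mm10 with STAR, reads mapping to multiple positions were left out, and the rest were counted per gene with featureCounts. Those raw counts are the values used here. Libraries at 3 weeks hold 34,340,804 to 43,618,875 (median 38,517,695) in CM, 34,950,732 to 45,825,607 (median 39,402,181) in MM, 31,550,883 to 48,333,728 (median 37,787,354.5) in CF and 40,973,501 to 46,346,593 (median 42,182,668) in MF counted reads. At 8 weeks the totals are 26,765,492 to 32,893,589 (median 32,401,088) in CM, 26,726,861 to 40,062,768 (median 29,413,176.5) in MM, 30,121,183 to 33,540,873 (median 32,142,717.5) in CF and 25,689,193 to 42,574,926 (median 35,144,190.5) in MF. The 10 most abundant genes hold 17.7% to 24.7% of the counts of a library.

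The paper filters genes by a CPM cutoff tied to 15 or more raw reads in 4 or more samples. It scales libraries with TMM, tests with edgeR and adjusts by Benjamini-Hochberg. From the counts onward a filter of 15 raw reads in 4 libraries and the same scaling were applied to the 16 libraries of each age. Genes were then tested with the quasi-likelihood F test of edgeR, with group as the only term, and a gene with FDR < 0.05 is called here. Means with ± are CPM and SD over 4 mice, log2 fold changes carry a standard error (SE), and a library is named by its group and replicate number. Counts of called genes and values of named genes were repeated with the likelihood ratio, exact and DESeq2 tests, other scalings and filters, and each library left out in turn, wherever the setting gives a value. The 8 libraries of a comparison were also divided in all 35 ways into 4 and 4, the true division counted among the 35. With no difference between groups, 2.86% of genes would separate 4 and 4 libraries without overlap. Because multi-mapped reads are absent, genes with near-identical copies have too few counts, so single members of the *Gsta*, *Gstm*, *Gstp*, *Serpina1*, *Sult2a*, *Sult3a*, *Cyp2*, *Cyp3*, *Ugt1* and *Gbp* families are uncertain. *Xist* was at 717 to 1,150 CPM in the 3-week libraries named female and at most 0.381 CPM in those named male, and at 486 to 903 against at most 0.325 CPM at 8 weeks.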

To determine whether MO affects gene expression, transcriptomic analysis was performed using RNA-seq (mRNA) across all groups. A total of 15,142 genes were found to be expressed in the liver at week 3, and 14,242 at week 8 (Supplemental Tables 1 and 2). 

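Of the listed genes, 13,455 at 3 weeks and 12,704 at 8 weeks are protein coding, and 13,917 are listed at both ages. A further 1,225 are listed only at 3 weeks and 325 only at 8 weeks. Applying the read filter of the paper to the counts kept 15,097 and 14,195 genes and left 45 and 47 of the listed genes untested. At both ages 13,873 genes were tested. A stricter filter of 1 CPM in 4 libraries kept 13,056 and 12,683 genes. The kit differs between the ages, so the difference in gene number was not attributed to age.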

Principal component analysis (PCA) was used to examine relationships among groups (Fig. 2A). Remarkably, at 3 weeks, control male and female offspring clustered together, and separately from MO offspring. This suggests that at week 3 the liver gene expression profiles between males and females are similar, and the exposure to MO affects both sexes in a similar manner. 

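On log2 CPM of the 15,097 tested genes, centred and scaled, PC1 of the 16 libraries held 21.8% of the variance. MO libraries scored 52.1 ± 20.5 (21.9 to 83.9) and control libraries -52.1 ± 21 (-90.1 to -35.1) on PC1, with all 8 MO libraries above all 8 control libraries (exact permutation test, two-sided, n = 8 per diet, p = 0.000155). Without any 1 library the same test gave p = 0.000155 in all 16 repeats, by exact permutation. The share of PC1 moved most with the genes used, to 36.9% on unscaled values and 57.7% on the 500 most variable genes, and diet stayed on PC1 in both.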

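The paper proposes similar profiles of males and females from the clustering. Scores on PC1 were 1.44 ± 44.5 in males and -1.44 ± 71.2 in females (exact permutation test, n = 8 per sex, p = 0.915). PC2 held 12.5% of the variance and separated neither sex (exact permutation p = 0.632, n = 8) nor diet (p = 0.889). On the 500 most variable genes, PC2 separated the sexes (exact permutation p = 0.000155, n = 8). Log2 fold changes of MO against control in males and in females, which share no library, correlated with rho 0.536 over 15,097 genes. Of 2,359 genes called in either sex, 91.2% changed in the same direction, and all 405 genes called in both did. Leaving out single libraries moved rho from 0.478 (without MF 4) to 0.581 (without CF 5). An interaction test called 2 genes whose MO effect differs between the sexes, *Sqle* among them, with 1,321 genes at an unadjusted p below 0.05. No other of the 100 regroupings with the labels changed reached 2 calls, and with the replicate number as a block 0 were called. By the likelihood ratio test 18 genes were called, a count that 14 of the 100 regroupings reached, the true one included, with up to 374.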

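Between CM and CF at 3 weeks, 9 of 15,097 genes were called by the quasi-likelihood test, 7 higher and 2 lower in males, and 1,533 had an unadjusted p below 0.05. Of the 9 genes, 7 lie on X or Y, and of the other 2 *Bcl6* was higher in males (2.46, FDR 0.0205, 36.8 ± 12.7 against 6.71 ± 2.52 CPM). The choice of test moved this count most, with 81 genes by the likelihood ratio test, 77 by the exact test and 143 by DESeq2. With single libraries left out, 7 to 23 genes were called, the most without CM 3. Of the 35 splits of the 8 control libraries into 4 and 4, only the split by sex reached 9. Sex chromosome genes give that split 7 of its 9 calls by design, so the splits say little of the other 2. MM against MF also called 9 genes, 7 of them on X or Y, with 1,191 at an unadjusted p below 0.05. There 1 other split of the 35 reached more, with 199.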

Consistently, few genes were found differentially expressed between male and female offspring from control dams at week 3 (81 genes at FDR < 0.05, Fig. 2B). 

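In a list of 20 cholesterol synthesis genes fixed beforehand, the median log2 fold change of CM against CF at 3 weeks was 0.56 and 1 gene was called over all genes. Adjusted over the list alone, 15 of 20 were called (camera FDR 3.26e-19). A list of 10 fatty acid synthesis genes had a median of 1.01, with 0 called over all genes and 8 over the list alone (camera FDR 8.06e-07). *Mvd* was at 32.3 ± 11.9 CPM in CM and 12.5 ± 3.66 CPM in CF, *Sqle* at 163 ± 39.8 against 92.8 ± 15.1 CPM and *Lss* at 120 ± 31.1 against 69.2 ± 17.9 CPM. The log2 fold changes were 1.38 (SE 0.28, FDR 0.14) for *Mvd*, 0.81 (SE 0.16, FDR 0.132) for *Sqle*, 0.80 (SE 0.21, FDR 0.222) for *Lss* and 0.57 (SE 0.14, FDR 0.22) for *Fdft1*. All 4 CM libraries lay above all 4 CF libraries for these 4 genes and for *Idi1* and *Hsd17b7*, with *Srebf2* overlapping. The cholesterol median stayed between 0.46 and 0.68 without any 1 library, and the fatty acid synthesis median fell to 0.60 without CM 1. A camera p as small arose in 3 of the 35 splits of the control libraries for the cholesterol list and in 4 for fatty acid synthesis. Of the 155 tests of such lists in all comparisons, camera called 74 with a preset correlation of 0.01, of which 21 also held by the rotation test fry and 0 with the correlation estimated from the data.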

Multiple genes clustered in cholesterol and fatty acid biosynthesis pathways, and were expressed at higher level in males than females (Fig. 2C). Ten of these genes are sex chromosome-encoded, including *Uty*, *Ddx3y*, *Eif2s3y*,* Kdm5d*, and *Gm29650* (Y chromosome), and *Xist*, *Acsl4*, *Kdm5c*, *Eif2s3x*, *Kdm6a* (X chromosome). 

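Of the 10 genes, 7 were called between CM and CF and all 10 were separated, with no overlap of the 4 and 4 libraries. On Y, the mean CPM in CM was 81.6 ± 4.59 for *Ddx3y*, 50 ± 8.75 for *Eif2s3y*, 23.8 ± 1.9 for *Kdm5d*, 16.8 ± 2.03 for *Uty* and 0.582 ± 0.205 for *Gm29650*. CF libraries held at most 3 reads of *Ddx3y*, *Uty* or *Gm29650*, so their differences are at least 810-fold, 167-fold and 5.78-fold. *Xist* was at 0.19 ± 0.136 CPM in CM and 852 ± 81.7 CPM in CF. Among X genes, the log2 fold changes were -0.56 (SE 0.08, FDR 0.00422) for *Eif2s3x*, -0.60 (SE 0.11, FDR 0.108) for *Kdm6a*, -0.40 (SE 0.09, FDR 0.183) for *Kdm5c* and 0.68 (SE 0.14, FDR 0.15) for *Acsl4*. The last, at 103 ± 14.7 CPM in CM and 64.2 ± 5.44 CPM in CF, is higher in males, and CF 6 (72.3 CPM) lies far above the other CF libraries (60.5 to 62.1 CPM). *Acsl4*, *Kdm5c* and *Kdm6a* were called by the likelihood ratio test (FDR 0.00811, 0.0444 and 0.00287). Each of the 8 fits without 1 library called the same number, 7, and scaling by total count called 8.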

The estrogen receptor alpha (*Esr1*, major isoform in liver) was not different between males and females at week 3 (Supplemental Fig. 2 A).

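*Esr1* (chromosome 10, 4,611,593 to 5,005,614) was at 44.5 ± 15.2 CPM in CM and 42.2 ± 12.2 CPM in CF at 3 weeks, with overlapping libraries and a log2 fold change of 0.08 (SE 0.27, FDR 0.959). Its sign turned without CF 5 (-0.11) or CM 1 (-0.12).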

**Fig. 2:**
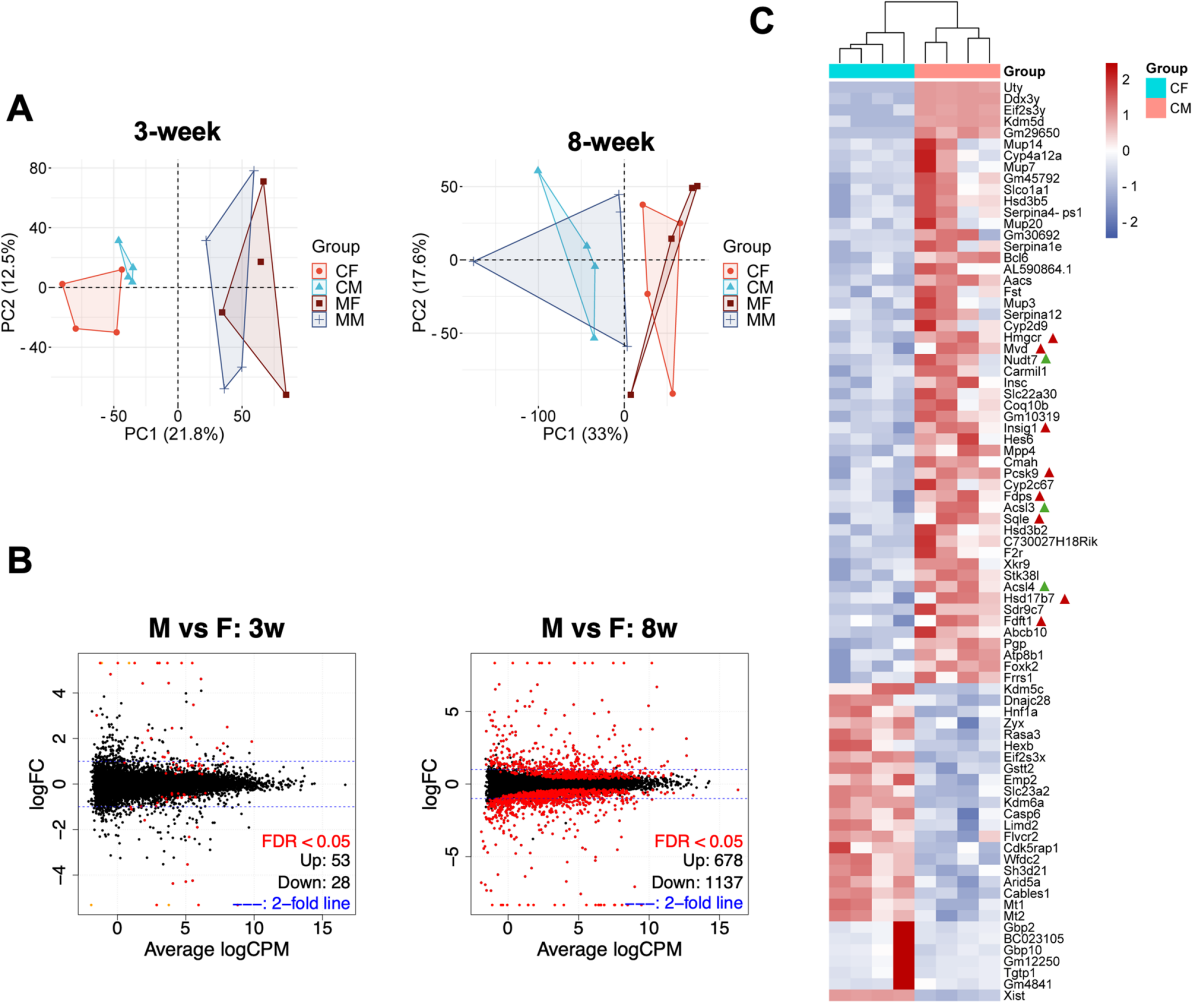
Differences in gene expression between male and female liver at weeks 3 and 8. (**A**) Principal component analysis (PCA) between treatment groups at 3 weeks and 8 weeks; (**B**) Volcano plot of DEGs between males and females at 3 and 8 weeks (*n* = 4/group). Mice were offspring of dams fed a control diet; (**C**) Heatmap of gene expression (log2CPM) differences between control male (CM) and control female (CF) at week 3 (*n* = 4/group). The red triangles highlight cholesterol biosynthesis genes, while the green underscore fatty acid metabolism genes

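With the quasi-likelihood test, 584 genes were called between MM and CM (251 higher and 333 lower in MM) and 2,180 between MF and CF (1,049 higher and 1,131 lower in MF). At an unadjusted p below 0.05 there were 2,702 and 4,714 genes, and 197 and 487 of the called genes changed at least 2-fold. DESeq2 moved the male count most among the tests, to 1,062, and called 2,884 in females, while the likelihood ratio test called 723 and 2,302. Leaving out 1 library called 263 (without MM 3) to 797 (without MM 1) in males and 1,088 (without CF 3) to 1,977 (without MF 3) in females. Without scaling beyond the total count, the median of all genes shifted by 0.109 between MM and CM, and the share of higher genes rose from 43.0% to 71.9% of 734 called. The same share in females rose from 48.1% to 64.9% of 1,982. Of the 35 splits of each 8 libraries, only the split by diet reached these counts, and the largest other counts were 94 in males and 0 in females. The largest changes were in *Hamp*, at 0.397 ± 0.472 CPM in MM and 279 ± 142 CPM in CM and 0.117 ± 0.146 CPM in MF and 385 ± 132 CPM in CF.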

Relative to control offspring, exposure to MO resulted in hundreds of differentially expressed genes (DEGs) in male and female mice (724 and 2,304, respectively, FDR < 0.05; Fig. 3A). Gene clustering and biological theme enrichment were conducted using Ingenuity Pathway Analysis [27] (Fig. 3B, Supplemental Fig. 2B, Supplemental Table 3). Protein translation/elongation emerged as the most significant clusters in female offspring of MO dams (primarily involving ribosomal genes, *Rpl*, *Rps*), and were downregulated, suggesting a decrease in protein biosynthesis pathways. 

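The paper proposes a decrease in protein biosynthesis from these clusters. In a list of 77 ribosomal protein genes fixed beforehand, the median log2 fold change of MF against CF was -0.34, with 76 genes lower and 57 called, or 71 over the list alone (camera FDR 1.79e-23). *Rpl10* was at 316 ± 24.9 CPM in MF and 405 ± 39.8 CPM in CF, *Rpl12* at 105 ± 18.6 against 148 ± 10.9 CPM and *Rpl39* at 32.8 ± 5.14 against 48.8 ± 6.05 CPM. Their log2 fold changes were -0.35 (SE 0.09, FDR 0.0178) for *Rpl10*, -0.49 (SE 0.11, FDR 0.0114) for *Rpl12* and -0.57 (SE 0.14, FDR 0.0155) for *Rpl39*. The direction held under every scaling, with medians of -0.33 by RLE, -0.28 by total count and -0.24 with the trend over gene length removed. The number called fell to 50, 19 and 19, and to 1 with the clock index as a covariate, chosen after seeing the data (median -0.31). Medians ran from -0.40 to -0.29 with single libraries left out, with 9 (without CF 4) to 56 genes called. A camera p as small arose in 6 of the 35 splits of the female libraries. Ribosomal protein genes have many processed pseudogenes, so reads mapping to several of them are missing from the counts.

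**Figure D1:**
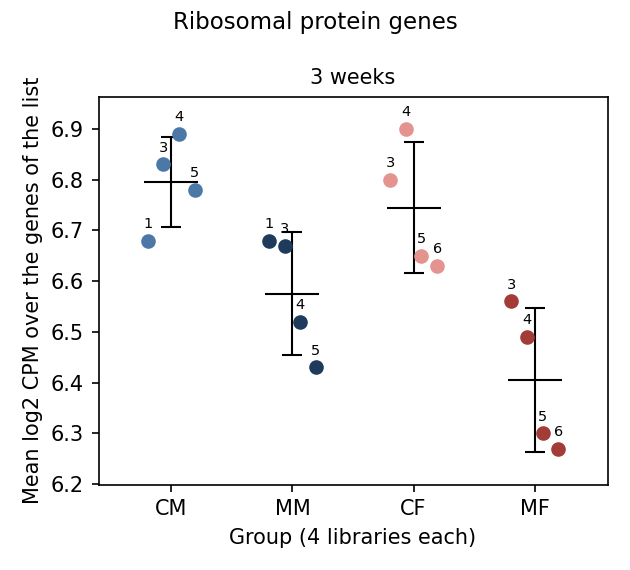
Mean log2 CPM over 77 ribosomal protein genes in each 3-week library. Points carry the replicate number, the line is the group mean and the bar 1 SD.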

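In MM against CM at 3 weeks the same 77 *Rpl* and *Rps* genes had a median log2 fold change of -0.23, with 75 lower, 1 called over all genes and 15 over the list alone (camera FDR 1.49e-18). Means were 343 ± 29.1 CPM in MM and 425 ± 24.3 CPM in CM for *Rpl10*, with 126 ± 12.1 against 163 ± 13.6 CPM for *Rpl12* and 38.3 ± 6.17 against 50.2 ± 6.3 CPM for *Rpl39*. None of the 3 was called, at -0.31 (SE 0.09, FDR 0.0681) for *Rpl10*, -0.37 (SE 0.11, FDR 0.0862) for *Rpl12* and -0.39 (SE 0.14, FDR 0.144) for *Rpl39*, although all 4 MM libraries lay below all 4 CM libraries for each. The median was -0.13 under total count and -0.16 with the length trend removed, and -0.27 to -0.18 without any 1 library, with 0 to 2 genes called. As in females, 6 of the 35 splits gave a camera p as small. An interaction of sex and diet was called for 0 of the 77 genes.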

Although several of these clusters were not significant in MO males, multiple ribosomal genes were similarly downregulated in male offspring (Fig. 3B). Immune-related gene clusters, including ‘Acute phase response signaling’ and ‘Regulation of Toll-Like Receptors (TLR) by endogenous ligand’ (*C3*, *Serpina1*, *Fga/b/d1*), were mostly downregulated in both sexes, with the exception of *Tlr12* and *Tlr5*, which were upregulated 1.7 to 3-fold in both sexes. However, other immune pathways showed sex-specific regulation: ‘interferon alpha/beta signaling’ (*Irf1/3/6/7*, *Isg15*), ’interferon gamma signaling’ (*Gbp2/4/6/7*, *Trim2/35/68*, *Ciita*), were distinctly affected between males and females, with the majority of these genes being unaffected in males and downregulated in females. 

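The paper names *C3*, *Serpina1*, *Fga*, *Fgb* and *Fgd1* under acute phase and Toll-like receptor clusters. With 5 *Serpina1* genes these are 9 genes, of which *Fgd1* was taken as written there. All 9 were lower in both sexes, with 5 called in males and 8 in females. The list was chosen by the paper on these samples, so the calls are not independent evidence. In males, log2 fold changes were -0.52 (SE 0.14, FDR 0.0493) for *C3*, -0.49 (SE 0.10, FDR 0.0127) for *Fga*, -0.46 (SE 0.10, FDR 0.0189) for *Fgb* and -0.55 (SE 0.13, FDR 0.0275) for *Serpina1c*. In females they were -0.63 (SE 0.14, FDR 0.00942) for *C3*, -0.64 (SE 0.10, FDR 0.00133) for *Fga*, -0.58 (SE 0.10, FDR 0.00278) for *Fgb* and -0.63 (SE 0.13, FDR 0.00615) for *Serpina1c*. *Serpina1e* changed most, at 123 ± 82.1 CPM in MM and 759 ± 582 CPM in CM and 30.8 ± 18.9 CPM in MF and 134 ± 35.8 CPM in CF. *Fgd1* was at -0.68 (SE 0.18, FDR 0.0513) in males and -0.58 (SE 0.18, FDR 0.0433) in females, and *Serpina1b* was called in neither sex (FDR 0.34 and 0.0598). Without MM 3 none of the 9 was called in males, and without CF 3 there were 5 in females. A list of 20 acute phase and complement genes, which may share members with the 9, was also tested. It had medians of -0.38 in males and -0.21 in females. Of its genes 5 and 7 were called, or 8 and 8 over the list alone (camera FDR 3.39e-05 and 0.00328). The male median was -0.10 without CM 4, which had 833 CPM of *Saa1* against 8.93 to 14.1 in the other CM libraries. Camera p values as small arose in 6 and 4 of the 35 splits.

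*Tlr12* (chromosome 4, 128,615,443 to 128,618,619) was at 21.7 ± 6.44 CPM in MM and 6.77 ± 1.49 CPM in CM, and at 21.2 ± 2.36 CPM in MF and 7.48 ± 0.893 CPM in CF, with log2 fold changes of 1.68 (SE 0.21, FDR 0.000323) and 1.50 (SE 0.21, FDR 0.000708). *Tlr5* (chromosome 1, 182,954,788 to 182,976,044) was at 14.2 ± 4.96 CPM in MM and 8.14 ± 0.818 CPM in CM and at 14.6 ± 3.8 CPM in MF and 8.01 ± 1.71 CPM in CF, with 0.80 (SE 0.25, FDR 0.0958) and 0.87 (SE 0.25, FDR 0.0338). MM 1 lies far below the other MM libraries for both, with 12.1 and 6.89 CPM against 23.9 to 26.4 and 15.7 to 17.7 CPM.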

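Of the 12 genes given here, 8 were called in females, all lower, and 0 in males. Log2 fold changes in females were -1.65 (SE 0.50, FDR 0.04) for *Irf1*, -0.34 (SE 0.06, FDR 0.00424) for *Irf3* and -1.10 (SE 0.33, FDR 0.0393) for *Irf7*, and -3.13 (SE 0.96, FDR 0.042) for *Gbp2*, -3.36 (SE 0.98, FDR 0.0341) for *Gbp6* and -2.47 (SE 0.78, FDR 0.0465) for *Gbp7*. *Gbp4*, *Ciita*, *Isg15* and *Trim35* were not called in females (FDR 0.0663, 0.0721, 0.0777 and 0.0509), and *Trim35* was higher in MF (8.02 ± 1.87 against 5.72 ± 0.64 CPM). *Trim2* and *Trim68* were at -0.55 (SE 0.17, FDR 0.0399) and -0.64 (SE 0.18, FDR 0.0306) in females. In males *Irf1* was at 32.4 ± 4.54 CPM in MM and 31.1 ± 5.5 CPM in CM, and *Gbp2* at 13 ± 3.46 against 9.09 ± 1.7 CPM. For *Irf1* and the *Gbp* genes the SD of CF exceeds its mean, with 105 ± 189 CPM for *Gbp2* and 90 ± 104 CPM for *Irf1*. The library CF 5 carries this spread, with a mean log2 CPM of 7.22 over 30 interferon response genes against 3.88 to 4.21 in the other CF libraries. Without it the list moved from a median of -1.76 with 12 genes called (25 over the list alone, camera FDR 6.91e-05) to -0.14 with 0 called, the 12 genes fell from 8 called to 3, and *Gbp2* moved from -3.13 to 0.14. In males the list had a median of 0.31 (0.20 without MM 4) and 0 called (camera FDR 0.091). The interaction of sex and diet was called for none of the 12 genes, with 8 at an unadjusted p below 0.05, and its median over the list was 1.99, or 0.47 without CF 5. Camera p values as small arose in 30 of the 35 splits of the female libraries and in 9 of the 100 regroupings for the interaction.

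**Figure D2:**
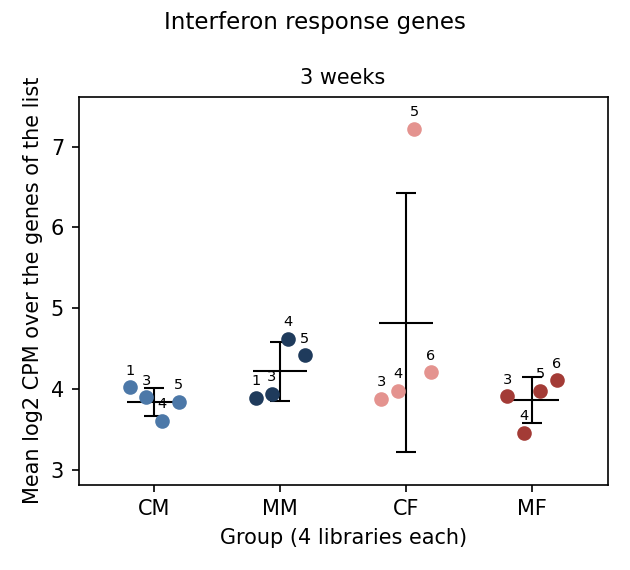
Mean log2 CPM over 30 interferon response genes in each 3-week library. Points carry the replicate number, the line is the group mean and the bar 1 SD.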

Remarkably, expression of *Irf2bp2*, was downregulated more than 2-fold in both sexes, consistent with previous reports in mice and humans with MASLD [33].

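*Irf2bp2* (chromosome 8, 126,588,296 to 126,593,986) was at 21.7 ± 12.8 CPM in MM and 56.1 ± 22.1 CPM in CM and at 17.1 ± 5.92 CPM in MF and 41.6 ± 9.35 CPM in CF, or 2.58-fold and 2.43-fold lower in MO. Log2 fold changes were -1.37 (SE 0.37, FDR 0.0536) in males, where the libraries overlap, and -1.28 (SE 0.37, FDR 0.0342) in females, where all 4 MF libraries lie below all 4 CF libraries. The male difference was called by the likelihood ratio test (FDR 0.00936). Of the 8 fits without 1 library, 2 called it in each sex.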

**Fig. 3:**
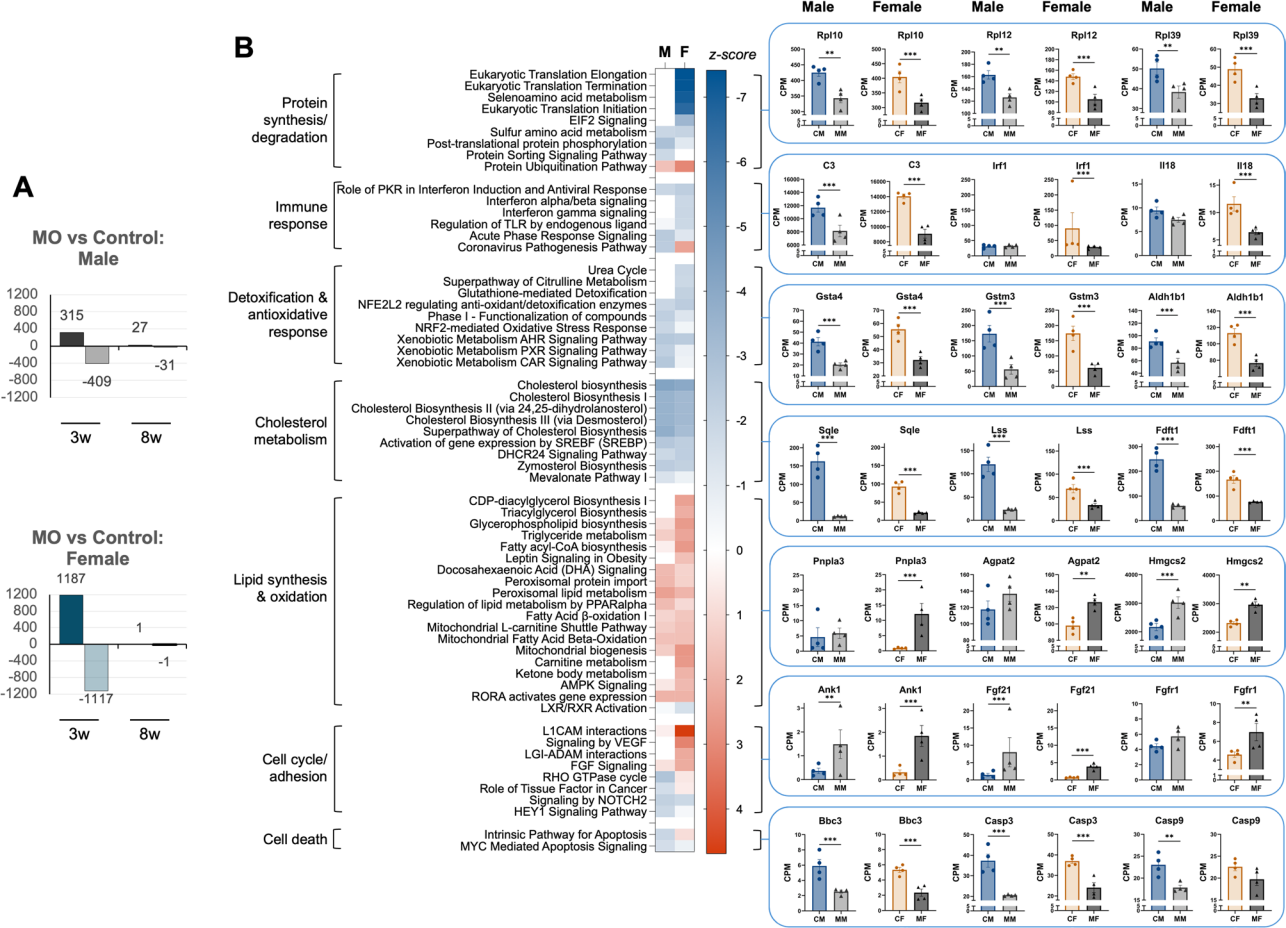
Pathway analysis of DEGs at week 3. (**A**) DEGs between control and MO offspring (*n* = 4/group); (**B**) Heatmap illustrating differences between MO and control diet offspring (males and females). Genes with significant differential expression (FDR < 0.05) between MO and control diet offspring were subjected to pathway analysis. The heatmap displays categories with a Benjamini-Hochberg corrected p-value < 0.05, considered statistically significant. Only categories with z-scores > 1.5 (red, activated) or <−1.5 (blue, inhibited) at least in one of the two sexes, are shown. Examples of genes from different categories are shown (in CPM), along with their corresponding RNAseq p-value. *p < 0.05, **p < 0.01, ***p < 0.001

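At 3 weeks *Sqle* (chromosome 15, 59,315,077 to 59,331,192) was at 12.1 ± 1.23 CPM in MM and 163 ± 39.8 CPM in CM, and at 20.6 ± 2.93 CPM in MF and 92.8 ± 15.1 CPM in CF. *Lss* was at 22.8 ± 3.65 against 120 ± 31.1 CPM in males and 33.6 ± 7.51 against 69.2 ± 17.9 CPM in females, and *Fdft1* at 59.9 ± 8.06 against 248 ± 43.7 CPM and 76.4 ± 3.09 against 167 ± 30.1 CPM. For MM against CM the log2 fold changes were -3.75 (SE 0.18, FDR 2.6e-08) for *Sqle*, -2.40 (SE 0.22, FDR 1.73e-05) for *Lss* and -2.05 (SE 0.15, FDR 1.12e-06) for *Fdft1*, and for MF against CF they were -2.17 (SE 0.17, FDR 6.21e-06) for *Sqle*, -1.04 (SE 0.21, FDR 0.0062) for *Lss* and -1.13 (SE 0.14, FDR 0.000422) for *Fdft1*. All 3 genes were called in both sexes in every fit without 1 library and under every scaling. In the list of 20 cholesterol synthesis genes, all 20 were called lower in MM (median -2.35, camera FDR 5.31e-56) and 18 in MF (median -1.32, camera FDR 7.21e-21). Without any 1 library the medians ran from -2.46 to -2.22 and from -1.53 to -1.20, and of the 35 splits of either sex only the split by diet gave a camera p as small. The interaction, the MO effect in males less that in females, had a median of -0.95 and 16 of 20 genes called over the list alone (camera FDR 3.45e-24, 1 of 100 regroupings as small). Of *Sqle*, *Lss* and *Fdft1* it was called over all genes for *Sqle* (-1.57, SE 0.23, FDR 0.0477), which held in 2 of the 16 fits without 1 library and was lost with the replicate number as a block (-1.57, FDR 0.26), where 0 interactions were called.

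**Figure D3:**
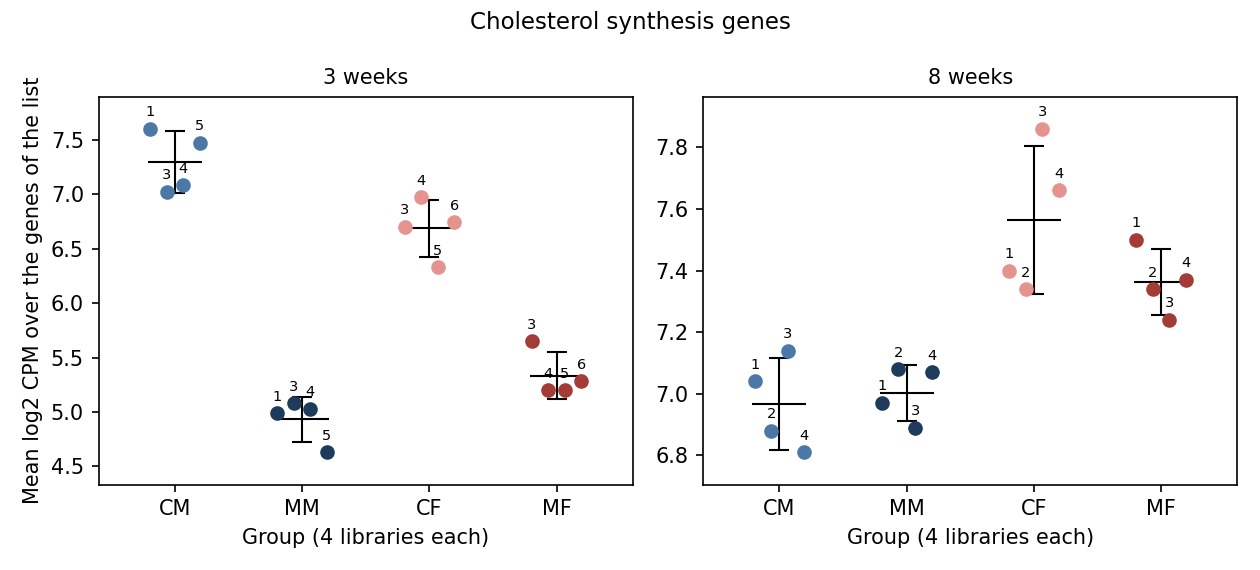
Mean log2 CPM over 20 cholesterol synthesis genes in each library at 3 weeks and at 8 weeks. Points carry the replicate number, the line is the group mean and the bar 1 SD.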

MO also decreased multiple genes in the cholesterol biosynthesis pathways in both sexes (*Sqle*, *Lss*, *Fdft1*). Instead, fatty acid oxidation (mitochondrial and peroxisomal) and ketogenesis genes were significantly upregulated in males and females (*Hadha/b*, *Decr1*, *Eci2*, *Hmgcs2*). 

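*Eci2* was at 285 ± 34.5 CPM in MM and 192 ± 12.3 CPM in CM, and at 264 ± 11.7 CPM in MF and 190 ± 7.8 CPM in CF, and *Hadha* at 531 ± 27.7 against 438 ± 42.7 CPM in males and 510 ± 16.2 against 426 ± 29.2 CPM in females. Log2 fold changes in males were 0.28 (SE 0.08, FDR 0.0591) for *Hadha*, 0.47 (SE 0.09, FDR 0.0106) for *Hadhb*, 0.43 (SE 0.10, FDR 0.0283) for *Decr1* and 0.57 (SE 0.08, FDR 0.00133) for *Eci2*. In females they were 0.26 (SE 0.08, FDR 0.0358) for *Hadha*, 0.50 (SE 0.09, FDR 0.00398) for *Hadhb*, 0.47 (SE 0.10, FDR 0.00784) for *Decr1* and 0.47 (SE 0.08, FDR 0.00294) for *Eci2*. All 4 MO libraries lay above all 4 control libraries for each of these 4 genes in both sexes. *Hadhb* and *Eci2* were called in all 8 leave-one-out fits of either sex, *Decr1* in 3 of 8 in males and 8 in females, and *Hadha* in 1 of 8 in each sex. In a list of 23 oxidation and ketogenesis genes, 22 were higher and 11 called in males (median 0.39, 19 over the list alone, camera FDR 1.55e-15), and 20 and 12 in females (median 0.27, 14 over the list alone, camera FDR 5.27e-08). Total count scaling called 18 and 13, and camera p values as small arose in 2 and 3 of the 35 splits.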

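Of *Pnpla3*, *Gpat4*, *Agpat1*, *Agpat2*, *Elovl2* and *Elovl6* at 3 weeks, 5 were called higher in MF than CF and 0 between MM and CM, where 3 were called over the 6 alone. In females log2 fold changes were 3.84 (SE 0.82, FDR 0.0077) for *Pnpla3*, 0.40 (SE 0.11, FDR 0.028) for *Gpat4* and 0.85 (SE 0.16, FDR 0.00445) for *Agpat1*, and 0.37 (SE 0.12, FDR 0.0507) for *Agpat2*, 0.76 (SE 0.14, FDR 0.00358) for *Elovl2* and 1.55 (SE 0.43, FDR 0.0289) for *Elovl6*. In males they were 0.34 (SE 0.71, FDR 0.847) for *Pnpla3*, 0.32 (SE 0.11, FDR 0.137) for *Gpat4* and 0.43 (SE 0.16, FDR 0.169) for *Agpat1*, and 0.22 (SE 0.12, FDR 0.373) for *Agpat2*, 0.44 (SE 0.14, FDR 0.103) for *Elovl2* and -0.40 (SE 0.42, FDR 0.682) for *Elovl6*. *Pnpla3* was at 12 ± 6.94 CPM in MF and 0.836 ± 0.262 CPM in CF, and at 5.83 ± 3.42 CPM in MM and 4.58 ± 6.14 CPM in CM, and *Elovl6* at 243 ± 77.6 against 83 ± 17.2 CPM and 176 ± 93.7 against 232 ± 151 CPM. The male sign turned without MM 4 for *Pnpla3* (-0.09) and without CM 1 for *Elovl6* (0.13). No interaction of sex and diet was called for the 6 genes (lowest FDR 0.486), with 2 at an unadjusted p below 0.05. The 10 fatty acid synthesis genes had medians of -0.29 in males with 1 called (-0.55 without MM 4, 0.11 without CM 1) and 1.15 in females with 6 called (camera FDR 1.41e-05). Their interaction had a median of -1.54 (-0.96 without CM 1), 0 genes called over all genes and 7 over the list alone (camera FDR 6.16e-09). As small a camera p arose in 2 of the 35 female splits and in 2 of the 100 regroupings for the interaction.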

Triacylglycerol biosynthesis emerged as a significantly enriched cluster in females only (*Pnpla3*, *Gpat4*, *Agpat1/2*,* Elovl2/6*, among others). Nevertheless, the expression of key genes implicated in lipid droplet formation, including *Cidec* and *Fitm2*, and the fatty acid transporter *CD36*, were significantly upregulated in both sexes (1.7 to 10-fold). 

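*Cidec* (chromosome 6, 113,424,634 to 113,435,760) was at 5.03 ± 2.59 CPM in MM and 0.483 ± 0.148 CPM in CM, and at 5.04 ± 2.11 CPM in MF and 0.771 ± 0.968 CPM in CF. *Fitm2* was at 85 ± 17.5 against 51.4 ± 4.66 CPM in males and 84.1 ± 6.29 against 47.5 ± 5.21 CPM in females, and *Cd36* at 130 ± 30.9 against 43.3 ± 9.44 CPM and 154 ± 32.2 against 31.9 ± 11 CPM. In males log2 fold changes were 3.37 (SE 0.69, FDR 0.0132) for *Cidec*, 0.72 (SE 0.13, FDR 0.00542) for *Fitm2* and 1.58 (SE 0.25, FDR 0.00207) for *Cd36*, and in females 2.77 (SE 0.66, FDR 0.0142) for *Cidec*, 0.82 (SE 0.13, FDR 0.00147) for *Fitm2* and 2.28 (SE 0.25, FDR 0.000141) for *Cd36*. Folds ran from 1.65 to 10.4 in males and from 1.77 to 6.8 in females, with all 4 MO libraries above all 4 control libraries throughout. Leave-one-out fits called all 3 in females and 2 (without CM 4) or 3 in males, and in *Cidec* MF 4 (8.19 CPM) lies far above the other MF libraries (3.81 to 4.31 CPM).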

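*Gsta2*, *Gsta3*, *Gsta4*, *Gstm1*, *Gstm2*, *Gstm3*, *Gstm4* and *Gstp1* were all lower in MO at 3 weeks, with 6 called in males and 7 in females, and 8 in each sex over the 8 genes alone. In males log2 fold changes were -1.92 (SE 0.49, FDR 0.0418) for *Gsta2*, -0.82 (SE 0.12, FDR 0.00167) for *Gsta3* and -1.02 (SE 0.16, FDR 0.00207) for *Gsta4*, and -0.69 (SE 0.18, FDR 0.0499) for *Gstm2*, -1.63 (SE 0.37, FDR 0.0238) for *Gstm3*, -0.86 (SE 0.23, FDR 0.0452) for *Gstm4* and -1.27 (SE 0.36, FDR 0.0654) for *Gstp1*, and *Gstm1* was 2-fold lower (SE 0.28 on the log2 scale, FDR 0.0597). In females they were -2.29 (SE 0.49, FDR 0.00777) for *Gsta2*, -0.64 (SE 0.12, FDR 0.00441) for *Gsta3*, -0.79 (SE 0.16, FDR 0.00526) for *Gsta4* and -1.08 (SE 0.28, FDR 0.02) for *Gstm1*, and -0.58 (SE 0.18, FDR 0.0449) for *Gstm2*, -1.52 (SE 0.37, FDR 0.0152) for *Gstm3*, -0.92 (SE 0.23, FDR 0.0159) for *Gstm4* and -1.09 (SE 0.36, FDR 0.0548) for *Gstp1*. The most abundant, *Gstm1* and *Gsta3*, were at 1,020 ± 434 CPM in MM and 2,030 ± 294 CPM in CM and at 910 ± 61.2 CPM in MM and 1,610 ± 218 CPM in CM, with 923 ± 237 against 1,960 ± 493 CPM and 968 ± 103 against 1,510 ± 249 CPM in females. The interaction of sex and diet was called for none of the 8 (lowest FDR 0.781), with 0 at an unadjusted p below 0.05. A list of 16 glutathione detoxification genes holds the 8 genes above, so its test is not independent of them. Its medians were -0.86 and -0.95, with 8 and 10 called (12 and 13 over the list alone, camera FDR 7e-11 and 5.27e-07). The median interaction of the list was -0.03, which turned to 0.02 under total count scaling. With a library left out, 3 (without CM 4) to 7 of the 16 were called in males and 5 (without CF 3) to 10 in females. Camera p values as small arose in 1 and 4 of the 35 splits.

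Of the xenobiotic genes, *Aldh1b1* and *Aldh7a1* were called lower (-0.68 (SE 0.15, FDR 0.0201) and -0.37 (SE 0.09, FDR 0.0416) in males, -0.56 (SE 0.15, FDR 0.0218) and -0.49 (SE 0.09, FDR 0.00459) in females). *Aldh3a2* was called higher, at 539 ± 51.3 CPM in MM and 321 ± 77.7 CPM in CM and 625 ± 71.9 CPM in MF and 354 ± 47.1 CPM in CF (0.75 (SE 0.15, FDR 0.0107) and 0.82 (SE 0.15, FDR 0.00322)). *Nqo1* was lower without a call (-1.10 (SE 0.35, FDR 0.0997) and -1.07 (SE 0.35, FDR 0.0511)). Fits without MM 3 called 1 of the 4 in males.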

Glutathione-mediated detoxification (*Gsta2/3/4*, *Gstm1/2/3/4*, *Gstp1*) and xenobiotic metabolism (*Nqo1*, *Aldh1b1/3a2/7a1*) pathways were consistently downregulated in both sexes, with a more pronounced decrease in males. 

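Among *Ank1*, *Ank3*, *Cntnap1* and *Alcam* at 3 weeks, 3 were called in each sex. Log2 fold changes in males were 2.18 (SE 0.73, FDR 0.118) for *Ank1*, -0.72 (SE 0.17, FDR 0.0296) for *Ank3*, 2.47 (SE 0.41, FDR 0.00355) for *Cntnap1* and -0.34 (SE 0.07, FDR 0.00962) for *Alcam*. In females they were 2.68 (SE 0.74, FDR 0.0271) for *Ank1*, -0.27 (SE 0.17, FDR 0.288) for *Ank3*, 2.24 (SE 0.41, FDR 0.00341) for *Cntnap1* and -0.22 (SE 0.07, FDR 0.0398) for *Alcam*. *Cntnap1* was at 9.36 ± 4.69 CPM in MM and 1.68 ± 0.542 CPM in CM and at 9.37 ± 5.15 CPM in MF and 1.98 ± 0.449 CPM in CF, and *Alcam* at 70 ± 4.43 against 89 ± 6.13 CPM and 74.1 ± 2.53 against 86.3 ± 3.73 CPM. Total count scaling called 1 of the 4 in males, and fits without CF 3 called 1 in females.

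Of *Casp9*, *Bbc3* and *Max*, 2 were called in males, at -0.37 (SE 0.10, FDR 0.0603) for *Casp9*, -1.24 (SE 0.26, FDR 0.0174) for *Bbc3* and 0.46 (SE 0.11, FDR 0.0333) for *Max*. In females *Bbc3* alone of these was called, at -0.19 (SE 0.10, FDR 0.21) for *Casp9*, -1.20 (SE 0.26, FDR 0.00919) for *Bbc3* and 0.33 (SE 0.11, FDR 0.0599) for *Max*. *Bbc3* was at 2.47 ± 0.39 CPM in MM and 5.84 ± 1.67 CPM in CM and at 2.3 ± 0.944 CPM in MF and 5.28 ± 0.665 CPM in CF. With a library left out, *Bbc3* was called in 7 of 8 fits in males (not without MM 4) and 8 of 8 in females, and *Max* in 2 of 8 in each sex. *Fgf21*, which the paper plots, was higher in both sexes (2.50 (SE 0.59, FDR 0.0294) and 2.48 (SE 0.62, FDR 0.0172)), while *Il18* was called only in females (-0.34 (SE 0.16, FDR 0.291) and -0.86 (SE 0.16, FDR 0.00404)).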

Lastly, pathways associated with the cell cycle and cell adhesion molecules (*Ank1/3*, *Cntnap1*, *Alcam*), as well as cell death (*Casp3/9*, *Bbc3*, *Max*), were significantly affected in both males and females.

### Sex dimorphism in the liver transcriptome of sexually mature mice

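At 8 weeks, on log2 CPM of 14,195 genes, PC1 held 33.0% and PC2 17.7% of the variance. Dam diet separated on neither, with PC1 scores of -5.42 ± 82.1 in MO and 5.42 ± 56.9 in control libraries (exact permutation test, two-sided, n = 8 per diet, p = 0.768) and exact permutation p = 0.704 on PC2. Without any 1 library the diet p on PC1 ran from 0.177 (without MM 2) to 0.997, by exact permutation. The share of PC1 was 51.4% on unscaled values and 77.4% on the 500 most variable genes.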

Remarkably, PCA analysis in 8-week-old mice revealed distinct clustering compared to 3-week-old mice (Fig. 2A). 

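On PC1 at 8 weeks males scored 49.5 ± 60.5 (-3.36 to 176) and females -49.5 ± 28 (-84.9 to -7.52), with all 8 males above all 8 females (exact permutation test, n = 8 per sex, p = 0.000155). Without 1 library this p was 0.000155 to 0.000777 (without CM 2), by exact permutation. The paper concludes that sex signatures were established by this age. Over 13,461 genes off X and Y the sex difference at 3 weeks and at 8 weeks correlated with rho 0.246. In the 1,371 genes called at 8 weeks, rho was 0.576, 74.3% had the same sign at 3 weeks, and the median absolute log2 fold change was 0.22 at 3 weeks against 0.91 at 8 weeks. Scored in the 3-week libraries, the genes at least 4-fold higher in males at 8 weeks (102, of which 76 could be scored) were at 0.24 ± 0.70 in CM and -0.49 ± 0.09 in CF (mean z score, exact permutation test, n = 4, p = 0.0286, 0.152 adjusted). Those higher in females (114, of which 108 were scored) were at -0.32 ± 0.78 and 0.45 ± 0.26 (exact permutation p = 0.0571, n = 4). The 3-week library CM 4 carries much of both differences, with scores of 1.20 and -1.46. The other CM libraries lay at -0.32 to 0.34 and -0.14 to 0.24. Without CM 4 the differences between CM and CF went from 0.73 to 0.46 and from -0.77 to -0.45. At 8 weeks MM 2 at 176 and CM 2 at 100 lie far from the other males of their groups on PC1.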

Males and females clustered separately, irrespective of MO status, indicating that sex-specific gene expression signatures had already been established in the adult liver. A total of 1,815 genes were differentially expressed (FDR < 0.05) between male and female control offspring (Fig. 2B, and Supplemental Fig. 2 C). Among these was the estrogen receptor alpha (*Esr1*), which was not significantly different at week 3 (Supplemental Fig. 2 A). In contrast to the observations in 3-week-old mice, the number of DEGs between MO and control offspring was markedly lower at 8 weeks: 58 in males and 2 in females (FDR < 0.05, Fig. 4A). 

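Between CM and CF at 8 weeks, 1,456 of 14,195 genes were called, 567 higher and 889 lower in males, with 3,470 at an unadjusted p below 0.05. Of these 54 lie on X or Y and 659 changed at least 2-fold. DESeq2 called 1,914, the likelihood ratio test 1,811, the exact test 1,782 and the fit on the 2 groups alone 2,031. Between 943 (without CM 2) and 1,273 were called with a library left out, and of the 35 splits of the 8 control libraries only the split by sex reached the count, with 0 genes in all others. Between MM and MF there were 928 (425 higher and 503 lower in males), or 583 (without MF 4) to 1,510 (without MF 1). The largest differences were in *Cyp2b9* (at least 4,620-fold lower in CM, 0.0233 ± 0.029 CPM in CM and 567 ± 87.5 CPM in CF) and *Cyp2b13* (at least 1,450-fold, 0.0078 ± 0.0156 against 178 ± 61.7 CPM).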

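At 8 weeks *Esr1* was at 16 ± 3.84 CPM in CM and 65.2 ± 12.2 CPM in CF, 4.07-fold lower in males, with a log2 fold change of -2.03 (SE 0.28, FDR 0.000137). All 4 CM libraries lay below all 4 CF libraries, and each of the 8 fits without 1 library called the gene.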

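MM against CM at 8 weeks gave 4 called genes, all lower in MM, with 849 at an unadjusted p below 0.05. They are *Mbd1* at -1.29 (SE 0.16, FDR 0.00317), *Lpin1* at -1.73 (SE 0.23, FDR 0.00621), *Eif4ebp3* at -1.72 (SE 0.24, FDR 0.00751) and *Zbtb16* at -1.57 (SE 0.26, FDR 0.0403). *Lpin1* was at 195 ± 24.6 CPM in MM and 646 ± 211 CPM in CM, *Mbd1* at 57.4 ± 6.27 against 140 ± 34.9 CPM, *Eif4ebp3* at 8.64 ± 1.89 against 28.5 ± 5.16 CPM and *Zbtb16* at 13.6 ± 4.71 against 40.4 ± 14.4 CPM. MF against CF gave 0, with 316 at an unadjusted p below 0.05 and a lowest FDR of 0.533. The likelihood ratio test gave 58 and 2, the exact test 53 and 2, and DESeq2 66 and 2. By the likelihood ratio test, counting the split by diet, 3 of the 35 splits of the male libraries reached 58, with up to 176 genes, and 14 of the female libraries reached 2, with up to 242. By the likelihood ratio test the female genes are *Cd36* and *Atxn1*, at 70 ± 12 CPM in MF and 31.5 ± 8.27 CPM in CF and at 12.8 ± 2.08 against 27.1 ± 9.89 CPM (1.15 (SE 0.21, FDR 0.533) and -1.08 (SE 0.22, FDR 0.96) by the quasi-likelihood test). Leave-one-out counts were 2 to 13 in males (the most without CM 1) and 0 in females. Among the 35 splits of the male libraries 2 reached 4 genes, counting the split by diet, and the other splits of the female libraries gave up to 12. An interaction of sex and diet was called for 0 genes (386 at an unadjusted p below 0.05, lowest FDR 0.108).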

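No gene called by the quasi-likelihood test in males at 3 weeks (584) was among the 4 called at 8 weeks, with 0.162 expected by chance among 13,873 genes tested at both ages. By the likelihood ratio test 13 were shared (2.78 expected, Fisher exact p = 2.57e-06), 12 of them changing in the same direction, by DESeq2 19 (4.71 expected) and by the exact test 10. The 58 genes of 8 weeks behind the 13 are a count that 3 of the 35 splits of those libraries reached. The 13 include *Irf2bp2*, *Hspa1b*, *Cxcl1*, *Kyat3* and *Srebf1*, with quasi-likelihood values at 8 weeks of -0.89 (SE 0.16, FDR 0.082) for *Irf2bp2*, -1.42 (SE 0.25, FDR 0.0707) for *Hspa1b*, -2.15 (SE 0.40, FDR 0.082) for *Cxcl1*, -0.71 (SE 0.13, FDR 0.0949) for *Kyat3* and 0.81 (SE 0.19, FDR 0.211) for *Srebf1*. Adjusted over the 13 alone all were called, on the samples from which they were chosen. Log2 fold changes of MO against control at the 2 ages correlated with rho 0.045 in males (0.011 to 0.083 without any 1 library) and 0.132 in females (0.024 to 0.156). Of the 561 genes called in males at 3 weeks and tested at 8 weeks, 50.8% kept their sign, and of 2,106 in females 59.1%.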

In males, only 13 of the dysregulated genes overlapped with those identified at the 3-week time point (Fig. 4A), indicating that changes in gene expression become adjusted as development progresses and diet promotes changes towards normal physiology.

**Fig. 4:**
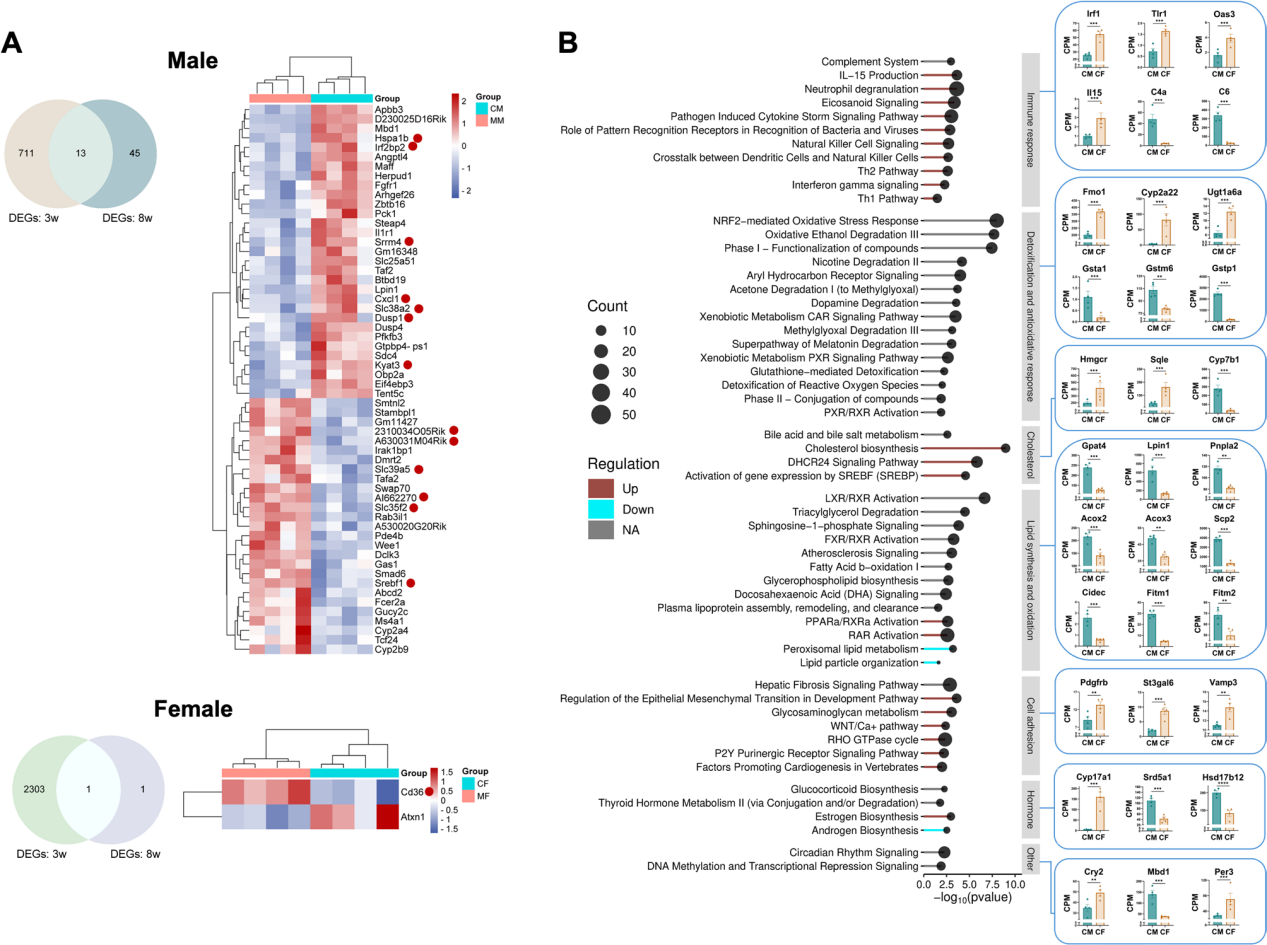
Pathway analysis of DEGs at week 8. (**A**) DEGs between MO and control diet offspring are shown (*n* = 4/group); the Venn diagram highlights genes that are commonly dysregulated at both 3 and 8 weeks; (**B**) Pathway enrichment analysis of genes differentially expressed (FDR < 0.05) between male and female offspring from the control diet group at 8 weeks. Following Benjamini-Hochberg correction, classifications with a p-value < 0.05 were considered significant. Bar colors indicate the z-score: red denotes activation in control females compared to control males, blue denotes inhibition, and gray indicates no directional change (NA; z-scores ≤ 2 or ≥−2). Examples of genes from different categories are shown (in CPM), along with their corresponding RNAseq p-value. *p < 0.05, **p < 0.01, ***p < 0.001

Pathway analysis revealed significant gene expression differences between 8-week-old males and females (Fig. 4B, and Supplemental Table 4). Immune response regulation emerged as the most significantly divergent category. 

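CM and CF means at 8 weeks were 1.56 ± 0.747 against 3.85 ± 1.06 CPM for *Oas3*, 25.5 ± 3.83 against 54.6 ± 7.65 CPM for *Irf1*, 1.12 ± 0.356 against 2.86 ± 0.76 CPM for *Trim5*, 114 ± 8.92 against 173 ± 20.9 CPM for *Hpgd* and 2.25 ± 0.823 against 6.91 ± 4.38 CPM for *Ptgds*. For pattern recognition they were 6,920 ± 716 against 11,800 ± 1,460 CPM for *C3*, 37.2 ± 2.55 against 54.5 ± 7.64 CPM for *Ifih1*, 10.6 ± 1.73 against 14.4 ± 1.38 CPM for *Nod1*, 0.658 ± 0.279 against 1.58 ± 0.195 CPM for *Tlr1* and 3.82 ± 0.872 against 6.4 ± 1.68 CPM for *Tlr3*, and for the interleukins 1.19 ± 0.498 against 2.67 ± 0.765 CPM for *Il33*, 2.38 ± 0.614 against 4.2 ± 0.451 CPM for *Il2rb* and 0.931 ± 0.202 against 2.88 ± 1.15 CPM for *Il15*. All 4 CM libraries lay below all 4 CF libraries for every one of the 13 genes except *Tlr3*.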

Notable pathways included ‘Interferon γ signaling’ (*Oas3*, *Irf1*, *Trim5*), ‘Eicosanoid signaling’ (*Hpgd*, *Ptgds*), ‘Role of pattern recognition receptors in recognition of bacteria and viruses’ (*C3*, *Ifih1*, *Nod1*, *Tlr1*, *Tlr3*), and ‘Interleukin signaling’ (*Il33*,* Il2rb*,* Il15*). These genes were strongly biased towards being expressed at higher levels in females than males (~ 1.2 to 3-fold). Conversely, several genes that clustered as ‘Complement system’ were expressed at higher levels in males than females (*C2*, *C4a*, *C8a/b*, *C9*; ~1.3 to 13-fold higher).

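All 13 genes were lower in CM, 12 were called and *Nod1* was not. Log2 fold changes of CM against CF were -1.29 (SE 0.32, FDR 0.0148) for *Oas3*, -1.10 (SE 0.13, FDR 2.98e-05) for *Irf1*, -1.37 (SE 0.30, FDR 0.00691) for *Trim5*, -0.61 (SE 0.13, FDR 0.00488) for *Hpgd* and -1.62 (SE 0.44, FDR 0.0239) for *Ptgds*. For the next 5 they were -0.77 (SE 0.14, FDR 0.0012) for *C3*, -0.55 (SE 0.14, FDR 0.019) for *Ifih1*, -0.44 (SE 0.14, FDR 0.0528) for *Nod1*, -1.24 (SE 0.38, FDR 0.0456) for *Tlr1* and -0.74 (SE 0.23, FDR 0.0482) for *Tlr3*, and for the interleukins -1.18 (SE 0.27, FDR 0.00792) for *Il33*, -0.81 (SE 0.24, FDR 0.0405) for *Il2rb* and -1.62 (SE 0.27, FDR 0.00086) for *Il15*. Folds ran from 1.36 to 3.07. Leaving out a library left 7 (without CF 4) to 10 of the 13 called. The 30 interferon response genes, fixed beforehand, had a median of -0.76 with 15 called (24 over the list alone, camera FDR 1.41e-12), or 9 (without CF 2) to 14 without 1 library. A camera p as small arose in 3 of the 35 splits.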

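*C4a* was at 47.8 ± 17.6 CPM in CM and 4.25 ± 0.625 CPM in CF, *C8a* at 804 ± 42.8 against 245 ± 68.2 CPM, *C8b* at 495 ± 85.4 against 171 ± 45.8 CPM, *C9* at 625 ± 118 against 216 ± 58.3 CPM and *C2* at 46.9 ± 9.07 against 33.3 ± 6.02 CPM. Log2 fold changes were 0.49 (SE 0.15, FDR 0.0456) for *C2*, 3.49 (SE 0.31, FDR 6.06e-07) for *C4a*, 1.72 (SE 0.30, FDR 0.00109) for *C8a*, 1.53 (SE 0.23, FDR 0.000233) for *C8b* and 1.54 (SE 0.22, FDR 0.000195) for *C9*, or 1.41-fold to 11.2-fold. *C6*, which the paper plots, was 13.1-fold higher (3.71 (SE 0.28, FDR 1.13e-07)). Libraries overlap for *C2* alone, and fits without 1 library called 4 or 5 of the 5. *C4a* shares sequence with its neighbour *C4b*, so its level is uncertain.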

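Between CM and CF at 8 weeks, genes called higher in females against higher in males were 12 and 6 of 36 *Cyp2* genes, 6 and 1 of 8 *Cyp3*, 4 and 4 of 14 *Cyp4*, 1 and 3 of 17 *Aldh*, 11 and 0 of 13 *Sult*, and 4 and 5 of 17 *Ugt*. Under total count scaling *Cyp2* became 13 and 6, *Cyp4* 4 and 3, *Aldh* 2 and 2, and *Ugt* 4 and 4. RLE size factors moved the balance the other way, with *Cyp4* at 3 and 5 and *Ugt* at 4 and 6. *Fmo1* was at 200 ± 19.6 CPM in CM and 370 ± 27.4 CPM in CF, *Cyp2a22* at 3.64 ± 0.757 against 81.9 ± 40.4 CPM and *Ugt1a6a* at 6.42 ± 1.34 against 12.4 ± 1.78 CPM, with log2 fold changes of -0.88 (SE 0.10, FDR 2.25e-05) for *Fmo1*, -4.49 (SE 0.44, FDR 2.11e-06) for *Cyp2a22* and -0.95 (SE 0.22, FDR 0.00889) for *Ugt1a6a*.

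The 6 *Sult2a* and *Sult3a* genes were near absent in CM. CF means were 161 ± 103 CPM for *Sult2a1*, 173 ± 86.2 CPM for *Sult2a2*, 1.14 ± 0.919 CPM for *Sult2a3*, 4.73 ± 3.71 CPM for *Sult2a5*, 100 ± 40.3 CPM for *Sult3a1* and 4.2 ± 1.84 CPM for *Sult3a2*. CM libraries held at most 3 reads of each, so the differences are at least 1,310-fold, 1,400-fold, 9.28-fold, 38.5-fold, 814-fold and 34.2-fold, in that order. FDRs ran from 1.52e-08 for *Sult3a1* to 0.0216 for *Sult2a3*, and only *Sult2a3* lost its call, without CF 2.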

Other categories that were significantly different between sexes included detoxification-related genes: ‘Nuclear factor erythroid 2-related factor 2 (NRF2)-mediated oxidative stress response’ (multiple *Cyp2/3/4* isoforms, *Sod3*, *Fmo1*), ‘Ethanol degradation’ (multiple *Aldh* and *Cyp2* isoforms), ‘Xenobiotic metabolism Constitutive Androstane Receptor (CAR) signaling pathway’ (multiple *Cyp2/3*, *Sult*, and *Ugt* isoforms), showed a tendency to be more often upregulated in females than males, and some of them (*Sult2a1/2a2/2a3/2a5/3a1/3a2*) were expressed in female liver only (several involved in cholesterol and bile acid secretion). Instead, a few ‘Glutathione-mediated detoxification’ genes (*Gsta1*, *Gstm6*, *Gsr*, *Gstp1/2*; ~1.2 to 13-fold) were lower in females than males, although most enzymes involved in glutathione synthesis (*Gclc*, *Gss*, *Ggt*, *Gpx1/3/4/6/7/8*) showed no significant sex differences. Similarly, a few genes involved in ‘Detoxification of reactive oxygen species’ (*Nox4*,* Prdx5*) were lower in females, while others were expressed at higher levels (*Ncf1*, *Ncf4*, *Cybb*, *Sod3*; ~1.3 to 2-fold).

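*Gstp1* was at 2,490 ± 298 CPM in CM and 182 ± 48.8 CPM in CF, and *Gsta1* at 1.04 ± 0.515 against 0.128 ± 0.156 CPM. Log2 fold changes of CM against CF were 2.96 (SE 0.68, FDR 0.00914) for *Gsta1*, 0.45 (SE 0.12, FDR 0.0292) for *Gstm6*, 0.36 (SE 0.11, FDR 0.0452) for *Gsr*, 3.77 (SE 0.30, FDR 1.7e-07) for *Gstp1* and 2.29 (SE 0.46, FDR 0.00373) for *Gstp2*, or 1.28-fold to 13.6-fold, and all 4 CM libraries lay above all 4 CF libraries for each. Fits without CF 2 called 3 of the 5. For synthesis and peroxidase genes, 0 of 8 were called, at 0.29 for *Gclc* (FDR 0.319), 0.21 for *Gss* (FDR 0.506), 0.23 for *Gpx1* (FDR 0.461), -0.04 for *Gpx3* (FDR 0.92), 0.38 for *Gpx4* (FDR 0.31), -0.69 for *Gpx6* (FDR 0.203), -0.30 for *Gpx7* (FDR 0.403) and -0.58 for *Gpx8* (FDR 0.285). *Gpx3* turned sign without CF 2 (0.01), CM 1 (0.08) or CM 3 (0.08), and *Gpx1* with the length trend removed (-0.00). The list of 16 glutathione genes, which holds the 5 genes higher in males, had a median of 0.38 with 6 called (8 over the list alone, camera FDR 0.000328). A camera p as small arose in 3 of the 35 splits.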

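*Nox4* was at 47.7 ± 3.19 CPM in CM and 9.49 ± 2.58 CPM in CF and *Prdx5* at 253 ± 15.6 against 152 ± 20.9 CPM, with log2 fold changes of 2.33 (SE 0.37, FDR 0.000478) for *Nox4* and 0.74 (SE 0.22, FDR 0.0456) for *Prdx5*. Lower in males were -0.69 (SE 0.19, FDR 0.0308) for *Ncf1*, -1.06 (SE 0.27, FDR 0.0174) for *Ncf4*, -0.96 (SE 0.24, FDR 0.0151) for *Cybb* and -0.47 (SE 0.14, FDR 0.0418) for *Sod3*, at 3.86 ± 1.05 against 6.24 ± 0.58 CPM for *Ncf1*, 0.874 ± 0.269 against 1.85 ± 0.226 CPM for *Ncf4*, 10.3 ± 3.37 against 20.2 ± 3.38 CPM for *Cybb* and 23.5 ± 2.83 against 32.5 ± 7.19 CPM for *Sod3*, or 1.38-fold to 2.09-fold. Every one of the 6 was separated without overlap. No fit without 1 library called *Prdx5*, and without CM 2 none of the 4 female-higher genes was called.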

Notably, genes related to cholesterol metabolism (*Hmgcr*,* Sqle*,* Mvd*,* Idi1*, *Hsd17b7*, *Srebf2*) were expressed at higher level in females (∼1.4 to 2.0-fold), in contrast to what was observed at week 3 (Fig. 2C). 

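At 8 weeks *Sqle* was at 120 ± 6.53 CPM in CM and 181 ± 36 CPM in CF and *Mvd* at 27.7 ± 4.66 against 59.2 ± 14.1 CPM. Log2 fold changes of CM against CF were -0.60 (SE 0.14, FDR 0.011) for *Sqle* and -1.10 (SE 0.20, FDR 0.00139) for *Mvd*, and -0.85 (SE 0.22, FDR 0.0187) for *Idi1*, -0.64 (SE 0.19, FDR 0.0386) for *Hsd17b7* and -0.56 (SE 0.15, FDR 0.0213) for *Srebf2*, or 1.47-fold to 2.14-fold higher in females. With a library left out, *Sqle* and *Mvd* were called in 8 of 8 fits, *Idi1* in 5, *Srebf2* in 3 and *Hsd17b7* in 0. At 3 weeks *Idi1*, *Hsd17b7* and *Srebf2* had been higher in CM than CF, by 0.72, 0.67 and 0.12. The list of 20 had a median of -0.59 at 8 weeks with 12 called (16 over the list alone, camera FDR 1.39e-08), 6 (without CF 3) to 12 without 1 library. A camera p as small arose in 5 of the 35 splits of the control libraries at this age.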

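Of the bile acid genes at 8 weeks, *Cyp7b1* was at 278 ± 80.3 CPM in CM and 32.7 ± 15.5 CPM in CF, *Cyp8b1* at 512 ± 32 against 206 ± 66.7 CPM, *Akr1d1* at 147 ± 19.4 against 297 ± 60.4 CPM, *Cyp7a1* at 171 ± 31 against 295 ± 102 CPM and *Cyp27a1* at 602 ± 58.2 against 560 ± 57.1 CPM. Log2 fold changes of CM against CF were 1.31 (SE 0.19, FDR 0.000243) for *Cyp8b1*, 3.09 (SE 0.42, FDR 9.88e-05) for *Cyp7b1*, -1.01 (SE 0.19, FDR 0.00172) for *Akr1d1*, -0.79 (SE 0.37, FDR 0.198) for *Cyp7a1* and 0.10 (SE 0.15, FDR 0.715) for *Cyp27a1*. The first 3 genes were called in every fit without 1 library and the last 2 in none. With the length trend removed *Cyp27a1* was at -0.02.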

Two key bile acid biosynthesis genes were lower in females than males (*Cyp8b1*,* Cyp7b1*; 2.5 to 8.5-fold), although *Akr1d1* was 2-fold higher in females, and the initiating enzymes in the classical and alternative pathways, *Cyp7a1* and *Cyp27a1*, were not significantly different between sexes. In contrast, ‘Peroxisomal lipid metabolism’ genes, such as *Acox2/3*, *Amarc*, enzymes involved in fatty acid oxidation, were slightly higher in males (1.3 to 1.5-fold). 

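*Acox2* was at 215 ± 21.1 CPM in CM and 141 ± 21.9 CPM in CF, *Acox3* at 48.6 ± 2.28 against 37.5 ± 3.19 CPM and *Amacr*, spelled *Amarc* in the paper, at 160 ± 11.9 against 123 ± 3.92 CPM. Log2 fold changes were 0.61 (SE 0.13, FDR 0.00633) for *Acox2*, 0.37 (SE 0.09, FDR 0.0172) for *Acox3* and 0.38 (SE 0.12, FDR 0.0483) for *Amacr*, or 1.29-fold to 1.53-fold. *Scp2*, which the paper plots, was at 3,870 ± 262 against 1,320 ± 223 CPM (1.55 (SE 0.14, FDR 1.1e-06)). Fits without CF 2 called 2 of these 4 genes, as did total count scaling.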

Genes implicated in ‘Lipid particle organization’, including *Cidec*, *Fitm1*, *Fitm2*, which play an important role in lipid droplet formation/size, were clearly expressed at higher level in males (4.7, 6.0, and 1.4-fold, respectively). These genes were not significantly different between sexes at week 3, suggesting adult males may be more prone to accumulate large lipid droplets, as seen in previous studies in adult mice fed a high-fat diet [31].

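*Cidec* was at 2.5 ± 0.626 CPM in CM and 0.533 ± 0.147 CPM in CF, *Fitm1* at 29.4 ± 3.52 against 4.88 ± 0.59 CPM and *Fitm2* at 68.3 ± 7 against 49.5 ± 7.71 CPM, or 4.65, 6.03 and 1.38-fold. Log2 fold changes were 2.22 (SE 0.41, FDR 0.00178) for *Cidec*, 2.59 (SE 0.25, FDR 1.83e-06) for *Fitm1* and 0.46 (SE 0.13, FDR 0.0329) for *Fitm2*, with all 4 CM libraries above all 4 CF libraries. CF 4 had 0.314 CPM of *Cidec* against 0.587 to 0.629 in the other CF libraries. *Fitm2* was called in 3 of the 8 fits without 1 library, the other 2 genes in all. In MO offspring *Cidec* was at 3.35 ± 1.43 CPM in MM and 1.12 ± 0.629 CPM in MF (1.54 (SE 0.38, FDR 0.0188), or 1.51 (FDR 0.0543) with the replicate number as a block).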

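At 3 weeks CM and CF overlapped for all 3 genes, at 0.483 ± 0.148 against 0.771 ± 0.968 CPM for *Cidec*, 2.81 ± 0.852 against 2.55 ± 0.524 CPM for *Fitm1* and 51.4 ± 4.66 against 47.5 ± 5.21 CPM for *Fitm2*. The log2 fold changes were -0.61 (SE 0.70, FDR 0.832) for *Cidec*, 0.15 (SE 0.36, FDR 0.937) for *Fitm1* and 0.11 (SE 0.13, FDR 0.825) for *Fitm2*. Signs turned without CF 3 for *Cidec* (0.75) and without CM 5 for *Fitm1* (-0.04). From the change between ages the paper proposes that adult males accumulate large droplets more readily. The ages were sequenced with different kits, so no test compared the sex difference at 3 weeks with that at 8 weeks.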

Differences in the expression of genes involved in cell adhesion were apparent between the sexes. Female mice had higher expression of ‘Glycosaminoglycan metabolism’ genes (*Sdc1/3*,* CD44*,* St3Gal6*), ‘Rho GTPase cycle’ (*Dock2/10*, *Pak1*, *Vamp3*), ‘WNT/Ca + pathway’ (*Fzd1/4/7/8*, *Wnt5a*,* Apc2*), ranging from 1.5 to 4-fold higher expression. 

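All 14 genes were lower in CM than CF and separated without overlap, and 10 were called, or 14 over the 14 alone. For the first group log2 fold changes were -0.50 (SE 0.12, FDR 0.0157) for *Sdc1*, -0.67 (SE 0.24, FDR 0.084) for *Sdc3*, -0.70 (SE 0.21, FDR 0.0428) for *Cd44* and -2.11 (SE 0.27, FDR 5.27e-05) for *St3gal6*, and for the second -0.86 (SE 0.28, FDR 0.057) for *Dock2*, -1.04 (SE 0.27, FDR 0.0213) for *Dock10*, -0.90 (SE 0.26, FDR 0.035) for *Pak1* and -0.42 (SE 0.13, FDR 0.0548) for *Vamp3*. In the third they were -0.59 (SE 0.18, FDR 0.047) for *Fzd1*, -0.92 (SE 0.19, FDR 0.00448) for *Fzd4* and -0.54 (SE 0.17, FDR 0.0545) for *Fzd7*, and -0.89 (SE 0.26, FDR 0.0353) for *Fzd8*, -1.69 (SE 0.34, FDR 0.00311) for *Wnt5a* and -1.63 (SE 0.37, FDR 0.00875) for *Apc2*. Means were 1.99 ± 0.447 against 8.61 ± 2.46 CPM for *St3gal6*, 172 ± 17.2 against 244 ± 30.9 CPM for *Sdc1*, 26.9 ± 0.393 against 51 ± 12.9 CPM for *Fzd4* and 0.408 ± 0.168 against 1.3 ± 0.356 CPM for *Wnt5a*. Folds ran from 1.34 to 4.3. The likelihood ratio test called all 14 and DESeq2 13, and fits without 1 library called 4 (without CM 2) to 9.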

Multiple genes regulating transcription (*Foxa1/2*, *Mbd1/4*) and circadian rhythm signaling (*Cry2*, *Per2/3*) showed significant sex-based differences in expression. 

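*Foxa1* (0.97 (SE 0.18, FDR 0.00199)) and *Mbd1* (1.88 (SE 0.16, FDR 3.2e-07)) were higher in CM, at 34.4 ± 4.54 against 17.5 ± 2.31 CPM and 140 ± 34.9 against 38.2 ± 3.58 CPM. *Mbd4* was lower (-0.73 (SE 0.21, FDR 0.0347)), and *Foxa2* was not called (0.38 (SE 0.18, FDR 0.215)). Lower in CM were *Cry2* (-0.50 (SE 0.14, FDR 0.0289)) and *Per3* (-1.31 (SE 0.22, FDR 0.000818), 28.7 ± 3.63 against 70.9 ± 30.3 CPM), while *Per2* was not called (-0.58 (SE 0.22, FDR 0.103)). *Foxa2* and *Per2* were called neither by the likelihood ratio test (FDR 0.208 and 0.0684) nor by DESeq2. Fits without 1 library called 3 to 5 of the 7 genes.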

Hormone metabolism pathways showed clear sex-based differences in gene expression. The ‘androgen biosynthesis’ pathway included genes that were expressed at higher levels in males (*Srd5a1*, *Hsd3b2*), while the ‘estrogen biosynthesis’ pathway included genes with higher expression in females (*Esr1*, *Hsd17b7*); other genes displayed significant differences between sexes. For instance, *Cyp17a1*, which is involved in the synthesis of progestins, mineralocorticoids, glucocorticoids, androgens, and estrogens, was expressed 32-fold higher in females than in males. 

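*Srd5a1* was at 109 ± 16.4 CPM in CM and 42.3 ± 13.6 CPM in CF (1.36 (SE 0.18, FDR 9.88e-05)) and *Hsd3b2* at 56 ± 3.78 against 30.1 ± 1.59 CPM (0.89 (SE 0.14, FDR 0.000431)). Both were called without any 1 library. *Hsd17b12*, which the paper plots, was higher in males (200 ± 11.8 against 142 ± 16.3 CPM, 0.50 (SE 0.12, FDR 0.00919)). Of the genes higher in females, *Hsd17b7* was at 67.9 ± 7.66 against 106 ± 12.9 CPM and was called in no fit without 1 library.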

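*Cyp17a1* (chromosome 19, 46,667,165 to 46,673,172) was at 4.91 ± 1.21 CPM in CM and 160 ± 47.5 CPM in CF, 32.6-fold higher in females (-5.03 (SE 0.38, FDR 1e-07)), and was called in all 8 fits without 1 library.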

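*Dio1* (chromosome 4, 107,291,465 to 107,307,169) at 8 weeks was at 156 ± 17.1 CPM in CM and 221 ± 23.7 CPM in CF, 1.41-fold lower in males, with all 4 CM libraries below all 4 CF libraries (-0.50 (SE 0.16, FDR 0.0555)). It was called by the likelihood ratio test (FDR 0.0346) and under total count scaling. Of 4 *Sult1* genes, 3 were called higher in females (*Sult1a1*, *Sult1c2* and *Sult1d1*, 1.95 to 2.19-fold) and 0 in males. Of 7 *Ugt1* genes, 3 were higher in females (*Ugt1a1*, *Ugt1a5* and *Ugt1a6a*, 1.57 to 4.5-fold) and 1, *Ugt1a6b*, in males, or 3 and 0 under total count scaling. *Ugt1* genes share their last exons, so reads there cannot be assigned to one member.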

Finally, the category ‘thyroid hormone metabolism II’ (*Dio1*, *Sult1*, *Ugt1*; 1.4 to 2-fold) included genes that were significantly higher in females. Analysis of upstream regulators indicated that estrogen is a key driver of these sex-specific gene expression differences at week 8 (Supplemental Fig. 2D).

### H3K9me3 signatures are associated with changes in liver function

The repressive histone modification H3K9me3 has been linked to the establishment of heterochromatin and cell identity [9]. Thus, we questioned whether this post-translational modification (PTM) has a role in defining sex-specific heterochromatin regions in the liver upon sexual maturity. Comparing H3K9me3 profiles between the 3-week and 8-week time points, a large number of differentially bound (DB) peaks were identified: 6,527 in males (3,583 up and 2,944 down at 8 weeks relative to 3 weeks, FDR < 0.05) and 3,285 in females (1,802 up and 1,483 down at 8 weeks, FDR < 0.05; Supplemental Fig. 3), suggesting that sex hormones influence chromatin structure through this histone PTM.

To map heterochromatic regions across the genome, we analyzed the H3K9me3 distribution in chromosomes. Peaks that did not show significant differences (FDR >0.05) between weeks 3 and 8 were similarly distributed across autosomes in both males and females (Fig. 5). Notably, in females, the X chromosome exhibited proportionally higher representation of H3K9me3 peaks compared to males (4.7% versus 0.5%). Furthermore, approximately 28% of the DB peaks (FDR < 0.05) in females were located on the X chromosome, whereas only 1.5% of DB peaks were found in this chromosome in males (Fig. 5). X chromosome inactivation (XCI) is an important epigenetic process to balance gene dosage between males (XY) and females (XX), with H3K9me3 deposition occurring early in this process [34, 35]. Our data suggest that the lower enrichment of H3K9me3 on the male X chromosome, compared to the female X chromosomes or male autosomes of similar length (e.g., chromosome 2), is likely a consequence of the absence of X inactivation in males.

**Fig. 5:**
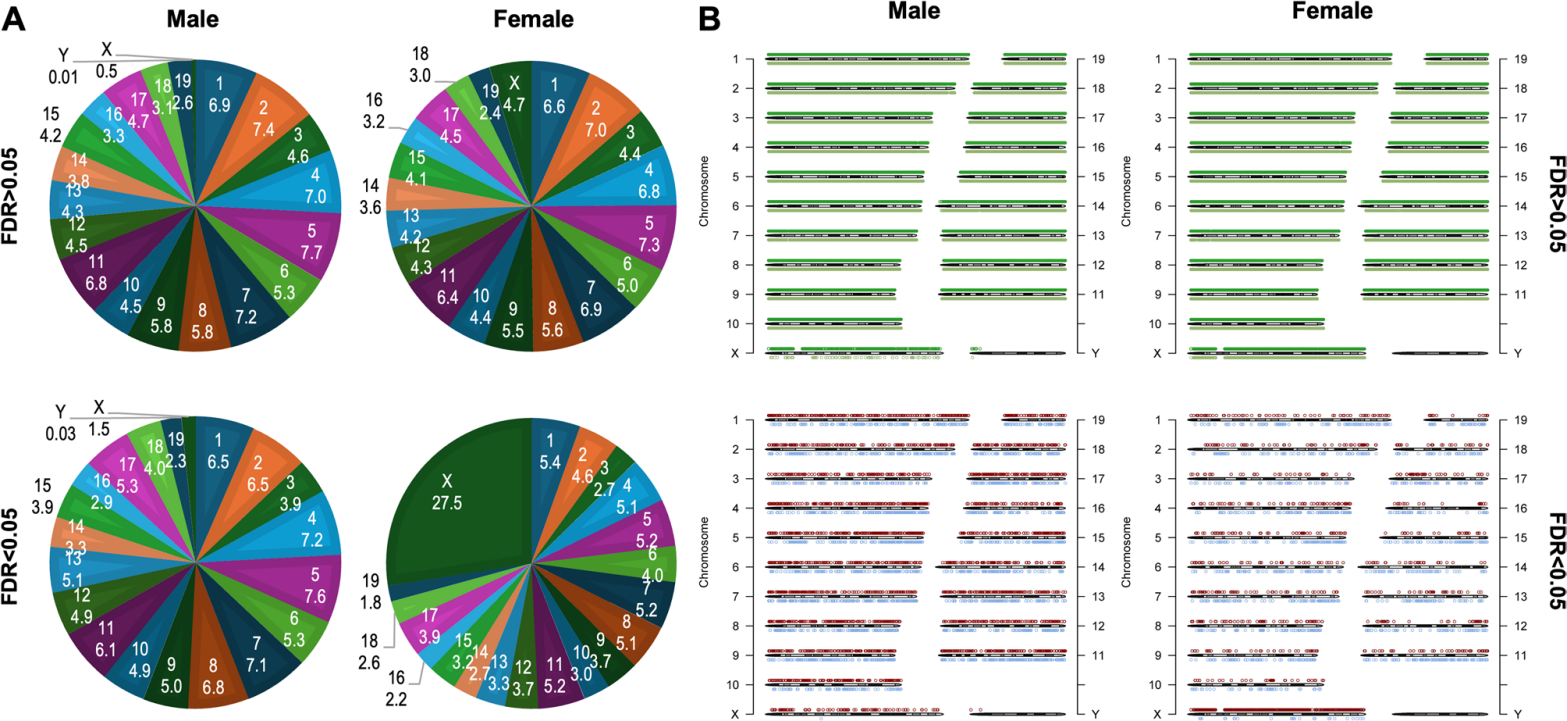
H3K9me3 distribution of peaks in control diet offspring. (**A**) Percentage of H3K9me3 peaks in each chromosome. Numbers indicate the chromosome (top) and the percentage of peaks located within each chromosome (bottom). The distribution of significantly (FDR < 0.05) and non-significantly (FDR > 0.05) DB peaks is shown; (**B**) Distribution of H3K9me3 along each chromosome. Peaks that increased at 8 weeks are shown above each chromosome, while those that decreased are shown below. *N* = 4/group

To determine how H3K9me3 contributes to regulate gene silencing, we examined its distribution in promoters, gene bodies and distal intergenic loci. Approximately 20–26% of peaks were located in promoters and 35–43% in gene bodies (Fig. 6A), while 37–38% were found in distal intergenic regions. Remarkably, the distribution on the X chromosome was distinct, with a much larger fraction of peaks found in intergenic regions (55–68%), and a lower representation in gene bodies (16–22%) (Fig. 6A). This pattern likely reflects the higher abundance of LINE-1 (L1) elements on the X chromosome [36], which are enriched in intergenic regions and are known targets of H3K9me3-mediated silencing [9, 37]. Indeed, H3K9me3 peaks were frequently located at the promoter region of L1 elements (Fig. 6B and C).

**Fig. 6:**
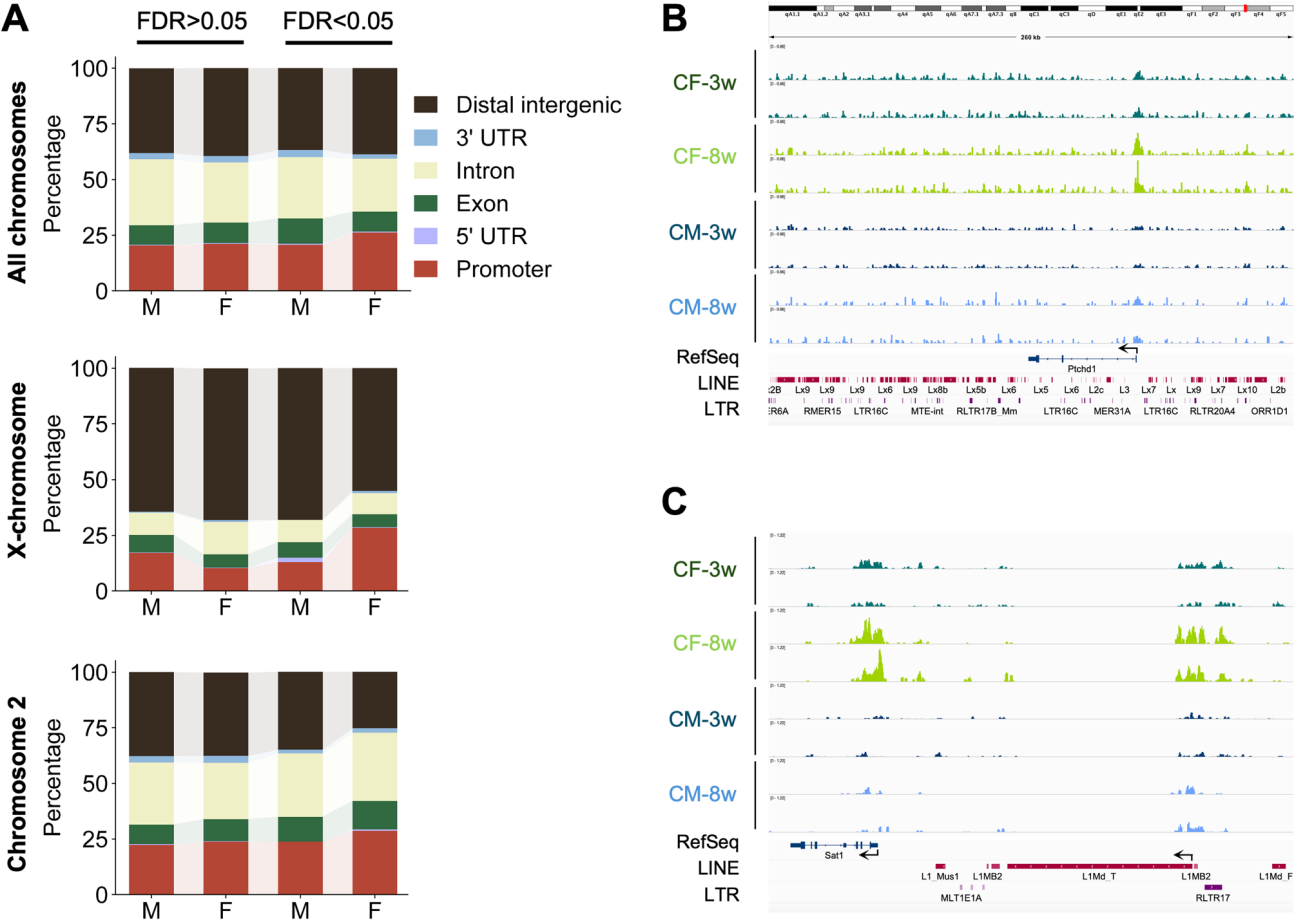
H3K9me3 Distribution in Promoter, Gene Body, and Distal Intergenic Regions. (**A**) H3K9me3 distribution in promoters (± 3 kb from TSS), gene bodies, and intergenic regions, including all chromosomes, or only peaks located on the X chromosome and chromosome 2 (*n* = 4/group). When considering all chromosomes, over 60% of peaks are located within promoters and gene bodies, while approximately 40% are found in intergenic regions. However, this distribution shifts when analyzing the X chromosome alone; (**B**) LINEs are abundant in intergenic regions, particularly in the X chromosome. This is exemplified by a 266 kb region encompassing the *Ptchd1* gene, which is not expressed in liver tissue; (**C**) H3K9me3 enrichment at the promoter region of the *Sat1* gene, as well as in adjacent LINE elements located on the X chromosome

Ingenuity Pathway Analysis was performed on H3K9me3 peaks located within promoter regions and gene bodies. Distal intergenic peaks were excluded from the analysis, as they are predominantly bound to repetitive elements, and their roles in regulating nearby genes is poorly understood. A significant fraction of differentially bound H3K9me3 peaks mapped to genes that clustered within common biological pathways in males and females (Fig. 7, Supplemental Fig. 4, Supplemental Table 5). These pathways included (i) cell adhesion (L1CAM, integrins), cell junction, cytoskeleton organization (actin, Rho GTPase signaling, extracellular matrix), cell proliferation (WNT signaling, Hepatocyte Growth Factor (HGF) signaling), collagen biosynthesis, hepatic fibrosis; (ii) metabolism-related pathways such as cAMP (cyclic Adenosine Monophosphate)-mediated signaling, G-protein coupled receptor signaling, and circadian rhythm signaling; (iii) xenobiotic signaling; (iv) estrogen and androgen signaling. However, several clusters were found to be significantly enriched only in males, including: (i) chemokine signaling, Fc signaling, IL3/8/12/15 signaling, necroptosis signaling; (ii) glycosaminoglycan metabolism and glycerophospholipid biosynthesis. In contrast, other clusters were only significantly enriched in females: (i) histone modification signaling; (ii) Peroxisome Proliferator-Activated Receptor alpha/Retinoid X Receptor alpha (PPARα/RXRα) activation, fatty acid β-oxidation; (iii) Insulin-like growth factor 1 (IGF-1) signaling, pentose phosphate pathway, putrescine degradation. Several female-specific categories included genes located in the X chromosome, and the gene enrichment is likely attributable to H3K9me3 changes associated with X inactivation, rather than inherent sex-based differences. Overall, these data suggest that H3K9me3 plays a role in establishing both tissue- and sex-specific patterns of heterochromatin in the liver upon reaching sexual maturity.

**Fig. 7:**
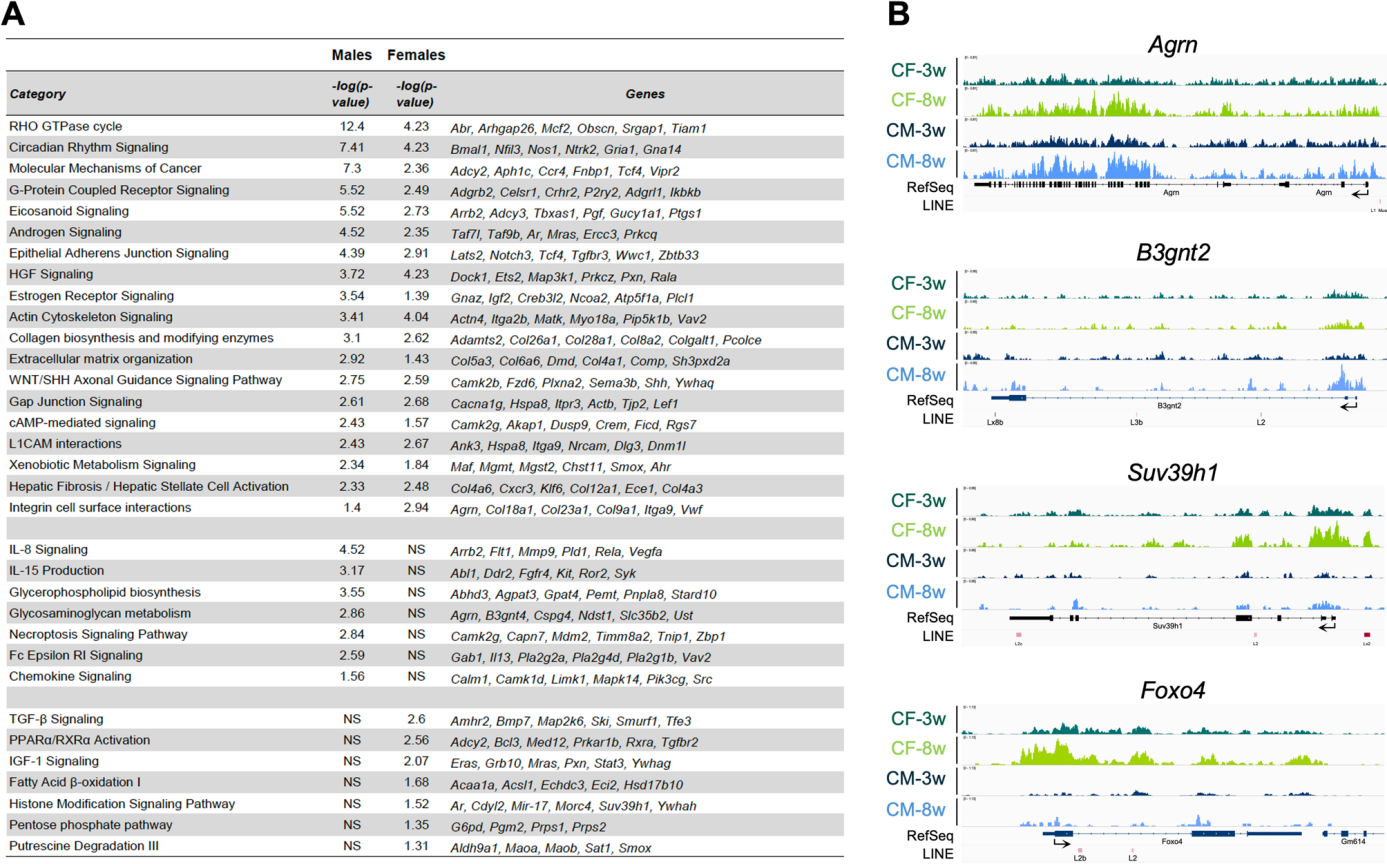
Ingenuity Pathway Analysis of differentially bound (DB) H3K9me3 peaks between 3-week and 8-week time points. DB H3K9me3 peaks (FDR < 0.05) located within promoters and gene bodies were included in the analysis. (**A**) The Table displays significantly enriched Canonical Pathways (Benjamini-Hochberg p-value < 0.05). (**B**) Examples of DB H3K9me3 in promoter or gene bodies are shown

### MO influences H3K9me3 signatures

Feeding a high-fat diet induces reprogramming of chromatin dynamics, leading to changes in gene expression [8, 31]. Thus, we questioned whether the offspring of MO dams would exhibit altered H3K9me3 profiles and whether these aberrant profiles persist after switching to a control diet. Compared to control dams, 3-week-old male and female offspring of MO dams exhibited 443 and 296 DB peaks, respectively (*p* < 0.001, with no peaks found DB at FDR < 0.05), suggesting that diet influences H3K9me3 binding (Supplemental Figs. 5 and 6). The chromosomal distribution of these DB peaks was similar throughout chromosomes (Supplemental Fig. 5B). Most DB peaks were associated with genes involved in transcription regulation, cell differentiation, and cell adhesion (Supplemental Table 6). After five weeks on a chow diet, the number of DB peaks was reduced to 116 in males and 188 in females (Supplemental Figs. 5 and 6), indicating that some aberrant H3K9me3 binding persists, as observed with the gene expression profiles. Remarkably, most DB peaks were found in different loci/genes to those seen at 3 weeks, as observed with gene expression (Fig. 4A). Examination of the top 40 DB peaks (20 upregulated and 20 downregulated) located within promoters or gene bodies, revealed no clear correlation with changes in gene expression: most of the corresponding genes were either not differentially expressed between MO and control animals, or not expressed in liver (Supplemental Table 7). 

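Of the genes that the paper lists at these peaks at 3 weeks, 31 of 41 in females and 31 of 44 in males were tested, and 9 and 13 are not among the genes counted as expressed. In females 4 of the 31 were called between MF and CF, against 14.4% of the other genes (12.9%, Fisher exact p = 1). They are *Celf2* (0.82, FDR 0.00387), *Lingo1* (4.12, FDR 0.0309), *Them4* (0.51, FDR 0.00419) and *Stk24* (-0.29, FDR 0.0292). *Lingo1* was near absent in CF, at 0.108 ± 0.0612 CPM. The library MF 4 holds transcripts of brain, and whether these bear on *Lingo1* was not tested. In males 0 of 31 were called between MM and CM against 3.88% of the other genes (Fisher exact p = 0.633). Fits without 1 library called 2 (without CF 3) to 4 in females and 0 to 1 in males. DESeq2 called 2 in males.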

In males, most genes had a very low level of expression (low raw values, Supplemental Table 7). However, in females, most of these marks were in genes expressed at high level (high raw values, Supplemental Table 7).

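In CM libraries the median level of the 31 tested genes of the male list was 2.09 CPM, against 10.6 CPM over all tested genes, and 9 of the 31 lay above that median. They ran from 0.0627 to 437 CPM, with 13 further genes not among those counted as expressed.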

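In CF libraries the median of the 31 tested genes of the female list was 11.7 CPM, against 10.7 CPM over all tested genes, and 17 of the 31 lay above that median. The range was 0 to 1,020 CPM, and 1 further gene was listed below the read filter.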

## Discussion

To advance the development of sex- and age-specific therapeutic treatments, there is growing interest in understanding how sex hormones regulate gene expression and contribute to sexual dimorphism. In this study, we analyzed the liver transcriptome of male and female mice shortly after birth and at sexual maturity. Additionally, we examined whether gene expression in the offspring of obese mothers differs from that in the offspring of dams fed a control diet. Our data shows that male and female 3-week-old offspring of control dams exhibited very similar transcriptome profiles, suggesting minimal sex-specific gene expression at this early stage. However, MO had a strong impact on the liver transcriptome, inducing widespread gene dysregulation, with largely similar transcriptional changes in both sexes, including downregulation of pathways involved in protein synthesis, immune response, detoxification/antioxidant response and cholesterol biosynthesis, along with upregulation of fatty acid oxidation and ketogenesis pathways. Some sex-specific dysregulation was observed, mainly affecting genes involved in the cell cycle, proliferation and cell adhesion.

In contrast, transcriptome profiles at 8 weeks, when sexual maturity was reached, were clearly distinct between males and females. Hundreds of genes were differentially expressed between sexes, affecting predominantly immune response genes, detoxification and antioxidant responses, cholesterol and fatty acid metabolism, cell adhesion, and hormone signaling. Females expressed higher levels of genes involved in various immune-related functions, including interleukins, interferon response genes, and toll-like receptors, consistent with studies in humans showing stronger innate and adaptive immune responses in females [38]. Multiple genes associated with cell adhesion, integrin signaling, and cell migration/proliferation were expressed at higher levels in females compared to males. These include *Grb7*, multiple members of the Frizzled (*Fzd*) and WNT families, as well as genes involved in glycosaminoglycan metabolism. Glycosaminoglycans are polysaccharides that play key roles in cell growth and proliferation, promoting cell adhesion, tissue repair, and coagulation, through interaction with growth factors such as vascular endothelial growth factor (VEGF), fibroblast growth factor (FGF1/2), HGF, and platelet-derived growth factor, among others [39]. Although the precise mechanism through which these sex-based differences influence liver organization is unknown, variations in cell adhesion and extracellular matrix composition influence tissue architecture and/or organization [40, 41]. Furthermore, gene expression differences in glycosaminoglycan genes may have implications for immune regulation, given their role in modulating immunity [42].

Females also showed higher expression of genes associated with liver detoxification processes, particularly Constitutive Androstane Receptor/Pregnane X Receptor (CAR/PXR) xenobiotic metabolism and aryl hydrocarbon receptor signaling, critical pathways that sense toxic byproducts of cellular metabolism and exogenous compounds. These pathways also contribute to the detoxification of oxidized cholesterol and the conversion of cholesterol into bile acids [43].

Additional sex-specific differences involved lipid metabolism. Overall, males showed increased expression of genes implicated in triglyceride synthesis and degradation, as well as lipid particle organization. These included key genes such as *Lpin1*, which mediates the dephosphorylation of phosphatidic acid (PA) to form diacylglycerol (DAG) [44], as well as *Fitm1*, *Fitm2*, and *Cidec*, which participate in the partition of triglyceride towards lipid droplets (*Fitm*) [45] and the transfer of small lipid droplets to larger, more stable droplets (*Cidec*) [46]. These genes were upregulated in adult mice fed a high-fat diet [31]. Notably, increased expression of *Cidec* has also been reported in patients with MASLD [47], and its expression is approximately 10-fold higher in aged male mice (though not in females) compared to younger animals [31]. Taken together, these sex-based differences in gene expression may explain why male mice are more susceptible to developing steatosis and forming large lipid droplets when fed a high-fat diet, while females appear resistant to these metabolic abnormalities [31].

H3K9me3 plays a vital role in maintaining the structure and function of heterochromatin. This histone mark is essential for lineage specification and the maintenance of cellular identity during development, silencing genes not required for a particular cell type [9]. It is well established that hormones regulate transcription and the establishment of sex-specific transcriptional programs via modification of histone PTMs [48]. A number of histone methyltransferase (HMT) and histone demethylase (HDM) enzymes have been identified as regulators of estrogen receptor (ER) signaling [49], including the H3K9me3 demethylase enzyme KDM4B, which is required for appropriate ER target gene expression [50]. Thus, we questioned whether H3K9me3 plays a role in the establishment of sex-specific heterochromatin patterns. Our data show that H3K9me3 profiles undergo significant changes during the transition from early postnatal development to sexual maturity. Changes in H3K9me3 were observed in genes associated with tissue organization pathways, including cell adhesion, cell junction formation, cytoskeletal organization, and collagen synthesis. These pathways also showed significant sex-specific differences in gene expression at the 8-week time point, as discussed above. In addition, changes in H3K9me3 took place in genes involved in metabolism, xenobiotic signaling, circadian rhythm regulation, and hormone signaling. Notably, male-specific pathway enrichment included immune responses and metabolic pathways related to glycosaminoglycan and glycerophospholipid biosynthesis, both of which exhibited sex differences in gene expression at 8 weeks. In contrast, enrichment in females primarily involved metabolism-related pathways, including fatty acid β-oxidation, IGF-1 signaling, the pentose phosphate pathway, and putrescine degradation.

The role of H3K9me3 in silencing TEs and maintaining chromatin stability is well established. However, its function in regulating protein-coding gene expression remains less clear [51]. We observed that approximately 60% of the DB H3K9me3 peaks were located at promoters or within gene bodies, where they may contribute to suppress gene expression by recruiting components of the silencing machinery, or influence expression through other mechanisms. Interestingly, the presence of H3K9me3 within gene bodies has been associated with active transcription in *Drosophila*, and even necessary for appropriate expression [51]. This raises the possibility that a similar regulatory mechanism may exist in mammals, and warrants future research. A recent study examining the effects of maternal obesity (MO) in male offspring demonstrated increased H3K9me3 levels in the liver of MO offspring compared to controls, that persisted even after two weeks on a control diet [52]. The study also reported H3K9me3 enrichment at gene promoters, and in some cases, an association with changes in gene expression [52]. Although our data do not suggest a direct correlation between H3K9me3 and gene expression, it is possible that differential H3K9me3 binding in offspring of MO mice primes the chromatin for aberrant transcription machinery recruitment, altering gene expression under conditions of fasting (mice in this study were *ad libitum* fed). Alternatively, changes in H3K9me3 induced by MO may affect other cellular processes regulated by this modification, including expression of transposable elements, or the DNA damage repair response [53].

In distal intergenic regions, H3K9me3 was predominantly associated with repetitive elements. Transposable elements were historically regarded as parasitic sequences. However, recent studies have shown that they have important biological functions [54], particularly in regulating gene expression during development [10, 37]. For example, H3K9me3-mediated regulation of L1Md (young L1 elements) is essential for maintaining hematopoietic stem cell identity in mice [55]. In addition, H3K9me3 plays a crucial role in X-chromosome inactivation (Xi) by promoting the establishment of heterochromatin [34], and regulating facultative heterochromatin on the Xi [35, 56]. During X inactivation, most genes become transcriptionally repressed, with the exception of a subset known as ‘escapee’ genes, which are not completely silenced and remain partly active —in humans, at >10% of the level seen in the same gene in the active X chromosome [57]. In mice, approximately 3–6% of genes escape X-inactivation, compared to 15–20% in humans [58]. Furthermore, ~ 10–32% of genes exhibit variable X-inactivation status across tissues and/or individuals [59–61]. Escapee genes are important drivers of sexual dimorphism, as several of them encode proteins with broad regulatory effects on autosomes, including histone-modifying enzymes (e.g., *Kdm6a*,* Kdm5c*), helicases (e.g., *Ddx3x*) or eukaryotic translation initiation factors (e.g., *Eif2s3x*) [62]. The mechanism by which X-inactivation spreads along the X-chromosome without affecting escapee genes, is becoming increasingly understood. LINE-1 (L1) elements constitute approximately 20% of the human and mouse autosomes, while accounting for up to 35% of the X chromosome [36, 63]. This enrichment was proposed to function as ‘way stations’ that facilitate the spread of X-inactivation [64]. More recent studies have shown that LINEs promote silencing of the regions of the X-chromosome that become inactive by creating heterochromatic nuclear compartments induced by the initiator of X inactivation, the lncRNA *Xist*. Simultaneously, transcriptionally active young LINEs help repress regions around genes that escape inactivation [65, 66]. Our study suggests that H3K9me3 plays a role in this process, possibly reinforcing sex-specific gene expression patterns established at sexual maturity on X-inactivation.

Lastly, our data indicate that five weeks of a control diet was insufficient to fully reverse the effects of maternal obesity (MO) in offspring. In previous work, we reported increased adiposity at 3- and 8-week time points in male and female offspring of obese dams, despite no significant change in body weight relative to control offspring. At 3 weeks, we observed impaired glucose tolerance in male MO offspring and a trend towards glucose intolerance in females [20]. By week 8, glucose tolerance had normalized in female offspring but remained impaired in males [20]. Likewise, in this study, gene expression improved in both sexes by week 8. However, fewer genes remained dysregulated in females than males, possibly due to estrogen’s protective effects [67]. In line with our findings, recent studies have demonstrated that female offspring of MO dams are protected against MASLD when challenged with a high-fat diet for six months post-weaning, whereas males display steatosis and inflammation [68]. This inflammatory response in males is likely driven by aberrant developmental programming of Kupffer cells (liver macrophages) that persists into adulthood [69].

Consistent with these persistent metabolic and transcriptional changes, MO-induced H3K9me3 alterations at week 3 were not fully resolved by week 8. Furthermore, we observed that MO offspring had a higher density of small lipid droplets, and the fatty acid profiles in triglycerides and cholesterol esters remained altered, even though overall levels of these lipids were undistinguishable between groups. These data suggest that lipid droplet degradation may be a slow process, and that prolonged dietary changes may be required to correct fatty acid profiles. Furthermore, our data raise questions about the impact of elevated saturated and reduced polyunsaturated fatty acid levels on liver physiology, and whether a subsequent Western-style diet challenge in these adult mice would elicit accelerated and/or more severe pathophysiology. Collectively, these results suggest that long-term dietary interventions may be necessary to mitigate the effects of early-life exposure to a Western-style diet.

## Conclusions

In this study we show that the liver transcriptomes of male and female offspring from control diet-fed dams are nearly identical at early post-natal stages (Fig. 8). Maternal obesity markedly altered the liver transcriptome of both sexes in a similar manner. Gene expression and H3K9me3 profiles underwent substantial changes between weeks 3 and 8, affecting cell adhesion, cytoskeleton organization, lipid partitioning, and innate immune response pathways. Importantly, MO-induced alterations were not completely reverted to normal, despite five weeks of postnatal chow diet exposure. This research provides a foundation for understanding the interaction between MO and the establishment of sex-specific H3K9me3 patterns, potentially influencing long-term metabolic health in offspring.

**Fig. 8:**
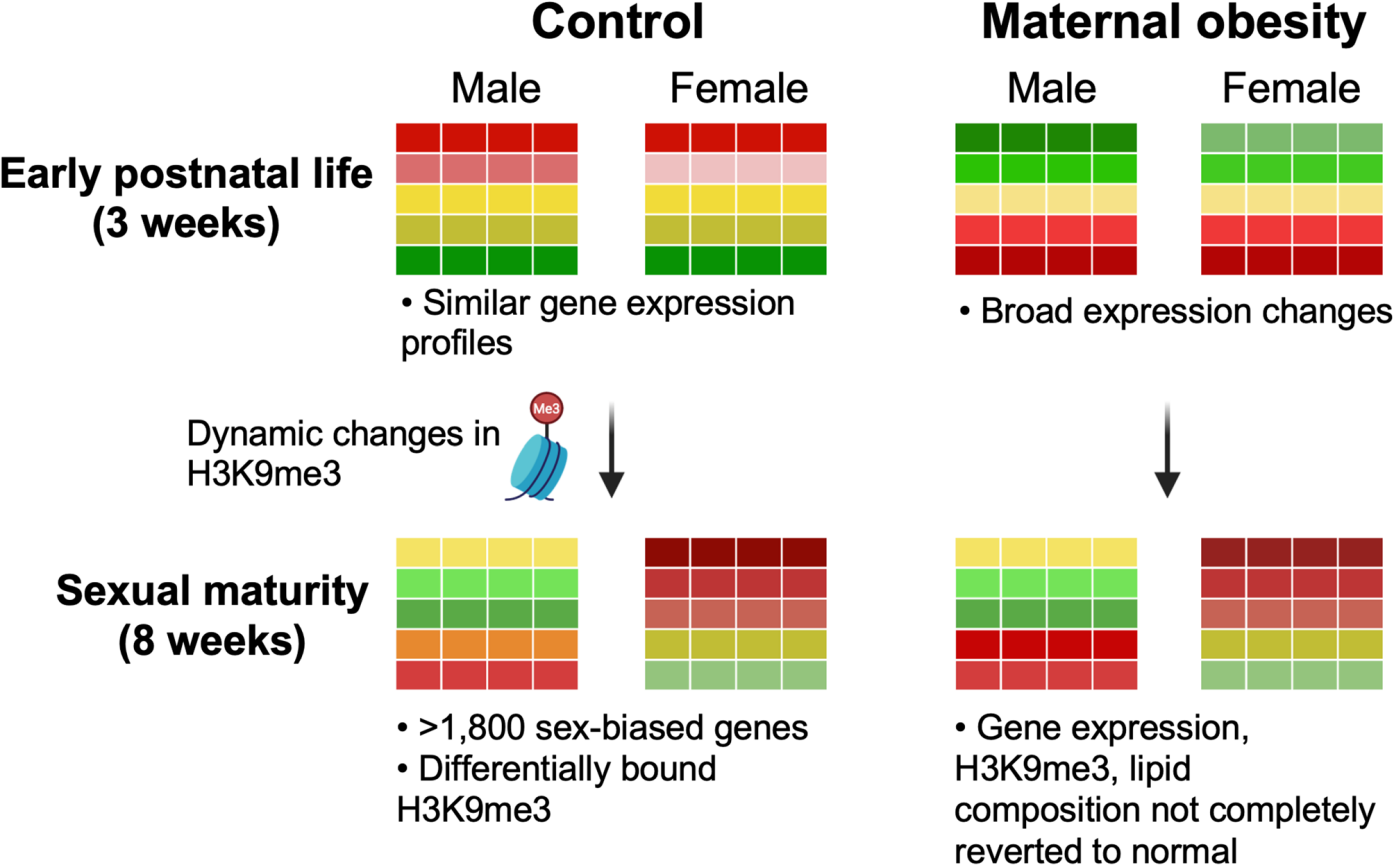
Schematic representation of gene expression changes between time points and diets. Early postnatal liver gene expression is similar between sexes in control offspring. Maternal obesity (MO) disrupts both sexes’ liver transcriptomes and H3K9me3 profiles. Significant sex-specific gene expression divergence occurs by week 8. MO-induced alterations persist despite a 5-week control diet, suggesting lasting impacts on metabolism

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

Supplementary Material 6.

Supplementary Material 7.

Supplementary Material 8.

## Data Availability

ChIPseq and RNAseq files are available from the GEO database (accession numbers GSE304112 and GSE304113).

# Supplementary material for: Establishment of sex-specific liver transcriptomes and H3K9me3 profiles during sexual maturity: the impact of maternal obesity
**Source:** Biol Sex Differ. 2025 Oct 21;16:81. doi: 10.1186/s13293-025-00767-8
**Supplement:** Supplementary file 8 — Supplementary Material 8.

## Triglycerides

|         | Male - 3 w   |              | p-value | Male - 8 w   |              | p-value |
|---------|--------------|--------------|---------|--------------|--------------|---------|
|         | CM           | MM           |         | CM           | MM           |         |
| 14:0    | 1.09 ± 0.15  | 2.16 ± 0.30  | ns      |              | 0.68 ± 0.79  |         |
| 16:0    | 25.75 ± 1.66 | 29.96 ± 0.19 | ns      | 32.53 ± 2.01 | 35.14 ± 0.71 | 0.0016  |
| 16:1    | 2.67 ± 1.06  | 4.97 ± 0.30  | ns      | 2.57 ± 0.27  | 2.06 ± 0.41  | ns      |
| 18:0    | 3.37 ± 0.96  | 2.36 ± 0.06  | ns      | 3.09 ± 0.38  | 4.85 ± 1.25  | ns      |
| 18:1w9  | 33.78 ± 7.79 | 51.29 ± 0.88 | <0.0001 | 29.10 ± 1.14 | 31.38 ± 1.81 | 0.009   |
| 18:1w7  | 3.10 ± 1.15  | 7.66 ± 0.50  | ns      | 2.05 ± 0.17  | 2.56 ± 0.68  | ns      |
| 18:2    | 24.61 ± 8.45 | 1.60 ± 0.23  | <0.0001 | 28.16 ± 1.63 | 22.96 ± 1.72 | <0.0001 |
| 18:3 w3 | 1.27 ± 0.51  | ND           |         | 0.57 ± 0.66  | ND           |         |
| 20:3w6  | 0.21 ± 0.42  | ND           |         | ND           | ND           |         |
| 20:4    | 2.62 ± 1.04  | ND           |         | 1.33 ± 0.89  | 0.37 ± 0.74  | ns      |
| 22:5w3  | 0.08 ± 0.15  | ND           |         | ND           | ND           |         |
| 22:6    | 1.46 ± 0.68  | ND           |         | 0.61 ± 0.70  | ND           |         |

  

|         | Female - 3 w |              | p-value | Female - 8 w |              | p-value |
|---------|--------------|--------------|---------|--------------|--------------|---------|
|         | CF           | MF           |         | CF           | MF           |         |
| 14:0    | 0.96 ± 0.10  | 2.26 ± 0.29  | 0.001   | 0.51 ± 0.35  | 0.62 ± 0.53  | ns      |
| 16:0    | 23.85 ± 0.59 | 29.72 ± 0.67 | <0.0001 | 25.77 ± 1.39 | 31.58 ± 2.57 | <0.0001 |
| 16:1    | 2.16 ± 0.19  | 5.28 ± 0.82  | <0.0001 | 1.78 ± 0.50  | 2.11 ± 0.65  | ns      |
| 18:0    | 2.53 ± 0.32  | 2.28 ± 0.22  | ns      | 3.26 ± 0.47  | 3.48 ± 0.71  | ns      |
| 18:1w9  | 30.49 ± 0.49 | 51.64 ± 1.20 | <0.0001 | 32.88 ± 1.34 | 33.62 ± 2.31 | ns      |
| 18:1w7  | 2.52 ± 0.11  | 6.97 ± 0.79  | <0.0001 | 2.30 ± 0.26  | 2.39 ± 0.63  | ns      |
| 18:2    | 30.12 ± 0.44 | 1.86 ± 0.42  | <0.0001 | 28.73 ± 2.21 | 23.52 ± 5.03 | <0.0001 |
| 18:3 w3 | 1.39 ± 0.09  | ND           |         | 1.06 ± 0.18  | 0.70 ± 0.48  | ns      |
| 20:3w6  | 1.25 ± 0.05  | ND           |         | 0.50 ± 0.60  | 0.18 ± 0.36  | ns      |
| 20:4    | 2.43 ± 0.19  | ND           |         | 1.79 ± 0.28  | 1.23 ± 0.21  | ns      |
| 22:5w3  | 0.51 ± 0.34  | ND           |         | ND           | ND           |         |
| 22:6    | 1.79 ± 0.24  | ND           |         | 1.42 ± 0.21  | 0.41 ± 0.52  | ns      |

## Cholesterol esters

|        | Male - 3 w   |              | p-value | Male - 8 w   |              | p-value |
|--------|--------------|--------------|---------|--------------|--------------|---------|
|        | CM           | MM           |         | CM           | MM           |         |
| 14:0   | ND           | 1.10 ± 0.09  |         | ND           | 0.88 ± 1.76  |         |
| 16:0   | 20.64 ± 3.08 | 19.62 ± 0.96 | ns      | 27.21 ± 2.39 | 23.46 ± 1.39 | 0.0102  |
| 16:1   | 6.72 ± 3.10  | 13.74 ± 0.68 | 0.0082  | 5.20 ± 0.52  | 5.76 ± 1.53  | ns      |
| 18:0   | 9.00 ± 2.92  | 3.85 ± 0.17  | ns      | 10.98 ± 1.54 | 11.07 ± 1.74 | ns      |
| 18:1w9 | 40.92 ± 7.62 | 55.73 ± 1.53 | <0.0001 | 30.97 ± 0.89 | 33.46 ± 3.42 | ns      |
| 18:1w7 | 2.37 ± 0.93  | 5.06 ± 0.36  | ns      | 2.11 ± 0.31  | 2.06 ± 0.52  | ns      |
| 18:2   | 18.47 ± 5.66 | 0.90 ± 0.10  | <0.0001 | 23.53 ± 2.29 | 23.31 ± 1.18 | ns      |
| 20:4   | 1.88 ± 2.60  | ND           |         |              |              |         |

  

|        | Female - 3 w |              | p-value | Female - 8 w |              | p-value |
|--------|--------------|--------------|---------|--------------|--------------|---------|
|        | CF           | MF           |         | CF           | MF           |         |
| 14:0   | ND           | 1.18 ± 0.13  |         | ND           | 1.05 ± 0.74  |         |
| 16:0   | 19.33 ± 2.80 | 20.02 ± 0.84 | ns      | 18.33 ± 2.10 | 17.27 ± 2.28 | ns      |
| 16:1   | 6.99 ± 0.89  | 14.76 ± 1.81 | <0.0001 | 5.38 ± 1.19  | 6.23 ± 1.22  | ns      |
| 18:0   | 6.92 ± 2.04  | 3.62 ± 0.32  | 0.0306  | 6.04 ± 0.75  | 6.33 ± 1.21  | ns      |
| 18:1w9 | 42.07 ± 3.22 | 54.88 ± 2.04 | <0.0001 | 41.53 ± 1.39 | 45.30 ± 3.65 | 0.0406  |
| 18:1w7 | 1.78 ± 0.18  | 4.49 ± 0.63  | ns      | 1.65 ± 0.23  | 2.11 ± 0.60  | ns      |
| 18:2   | 21.31 ± 1.51 | 1.05 ± 0.19  | <0.0001 | 21.79 ± 2.17 | 19.62 ± 3.41 | ns      |
| 20:4   | 1.60 ± 1.88  | ND           |         | 4.91 ± 0.41  | 2.07 ± 2.40  | ns      |

**Supplemental Figure 1. Fatty acid classes in liver triglycerides and cholesterol esters.** Statistical analysis was conducted using two-way ANOVA with correction for multiple comparisons. The 3-week and 8-week time points were analyzed separately. ND, not detected; CM, control male; MM, maternal obesity male; CF, control female; MF, maternal obesity female.

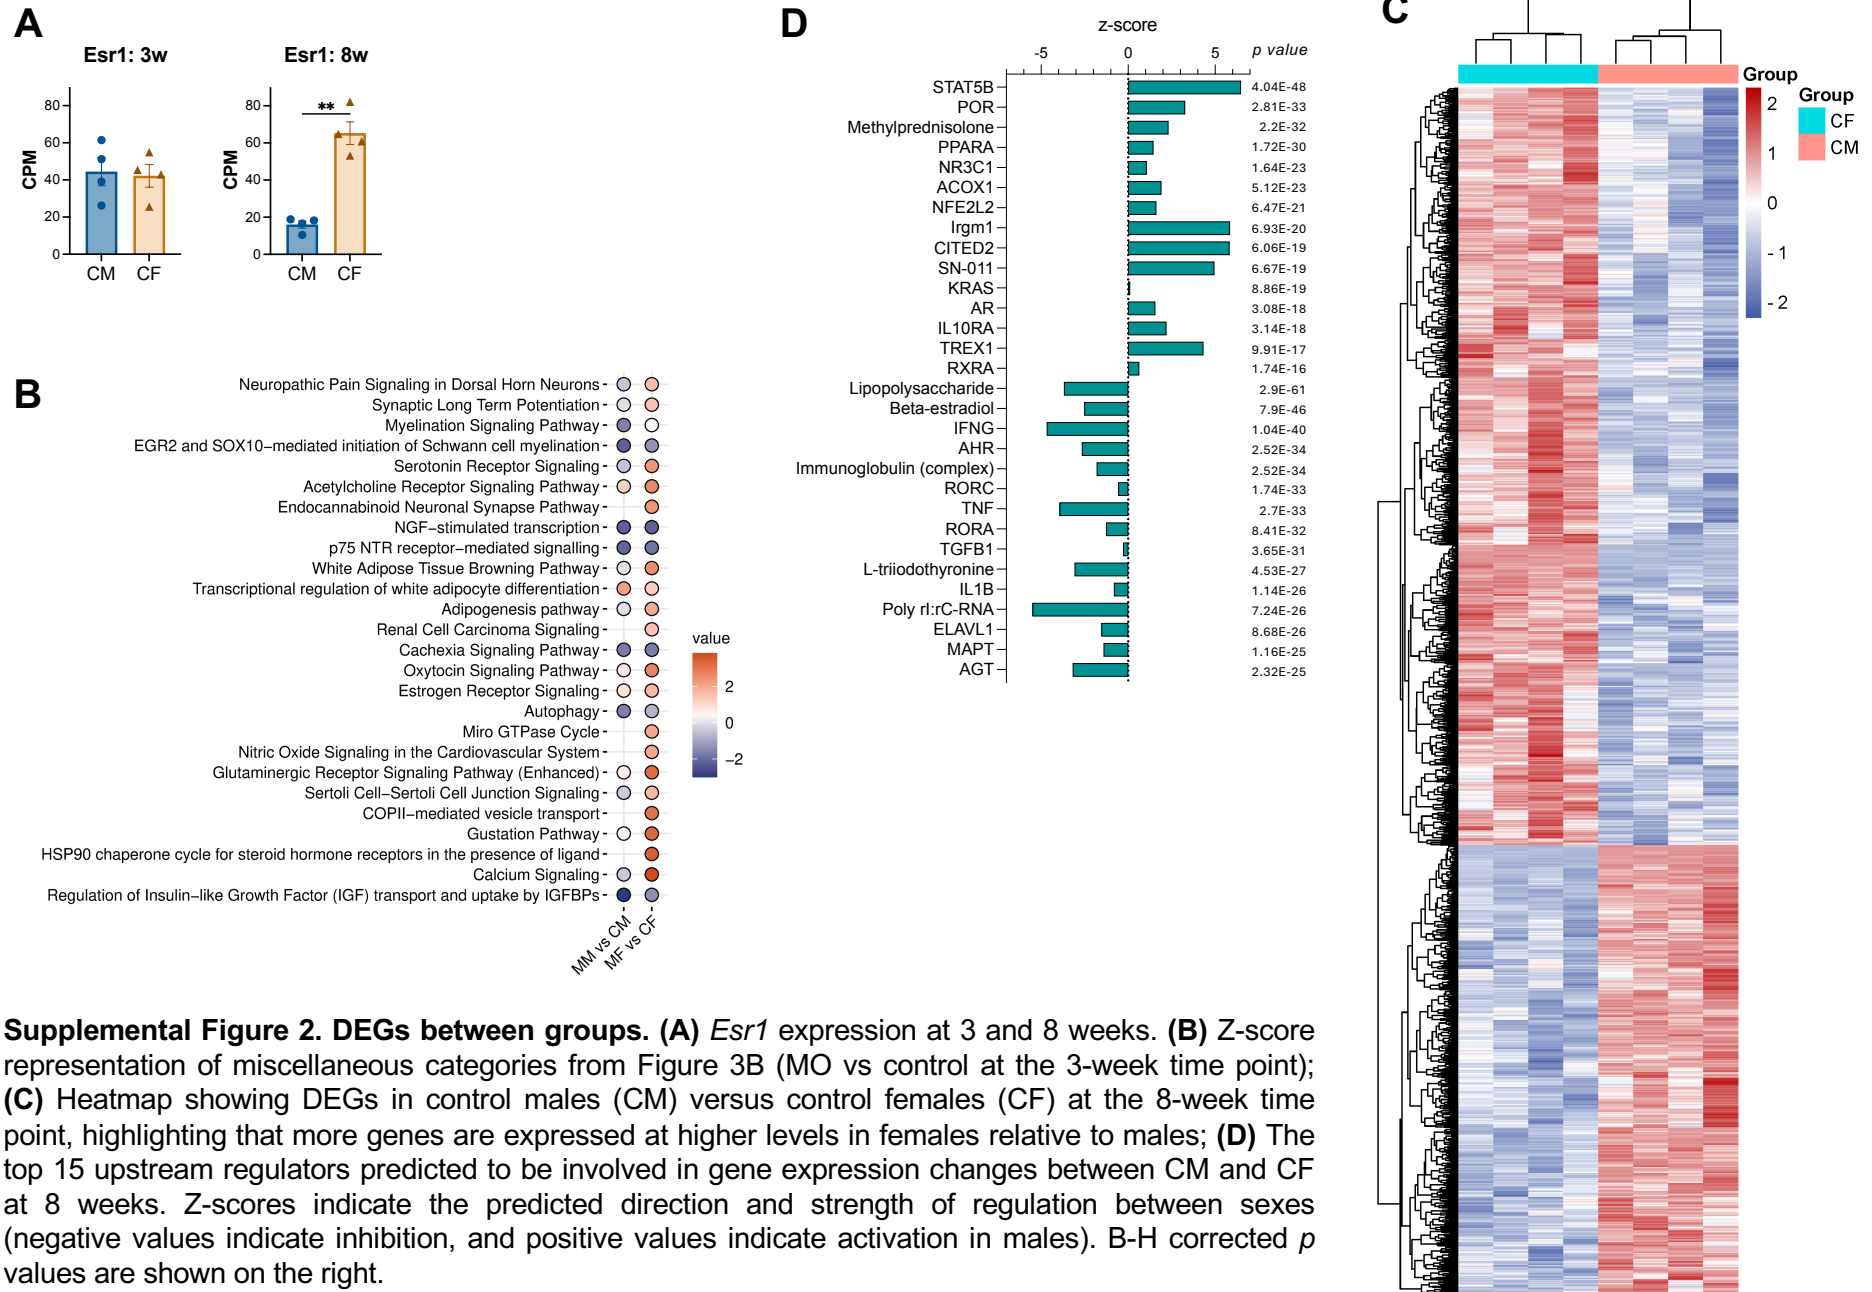

**Supplemental Figure 2. DEGs between groups. (A)** *Esr1* expression at 3 and 8 weeks. **(B)** Z-score representation of miscellaneous categories from Figure 3B (MO vs control at the 3-week time point); **(C)** Heatmap showing DEGs in control males (CM) versus control females (CF) at the 8-week time point, highlighting that more genes are expressed at higher levels in females relative to males; **(D)** The top 15 upstream regulators predicted to be involved in gene expression changes between CM and CF at 8 weeks. Z-scores indicate the predicted direction and strength of regulation between sexes (negative values indicate inhibition, and positive values indicate activation in males). B-H corrected *p* values are shown on the right.

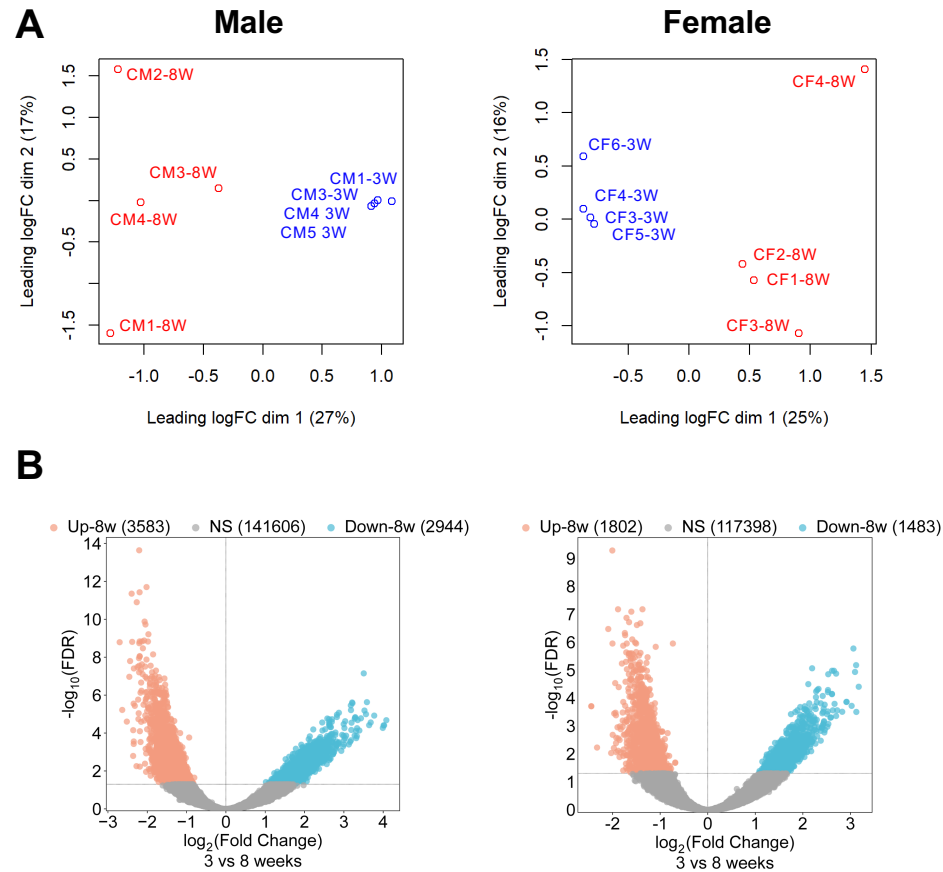

**Supplemental Figure 3. Differential H3K9me3 binding (DB) between 3 and 8 weeks. (A)** Multidimensional scaling (MDS) plot showing clustering of replicates, with distinct separation especially in the 3-week group. **(B)** Volcano plot depicting differential H3K9me3 binding at 3-weeks relative to 8-weeks, with a significance threshold of FDR<0.05.

## Male

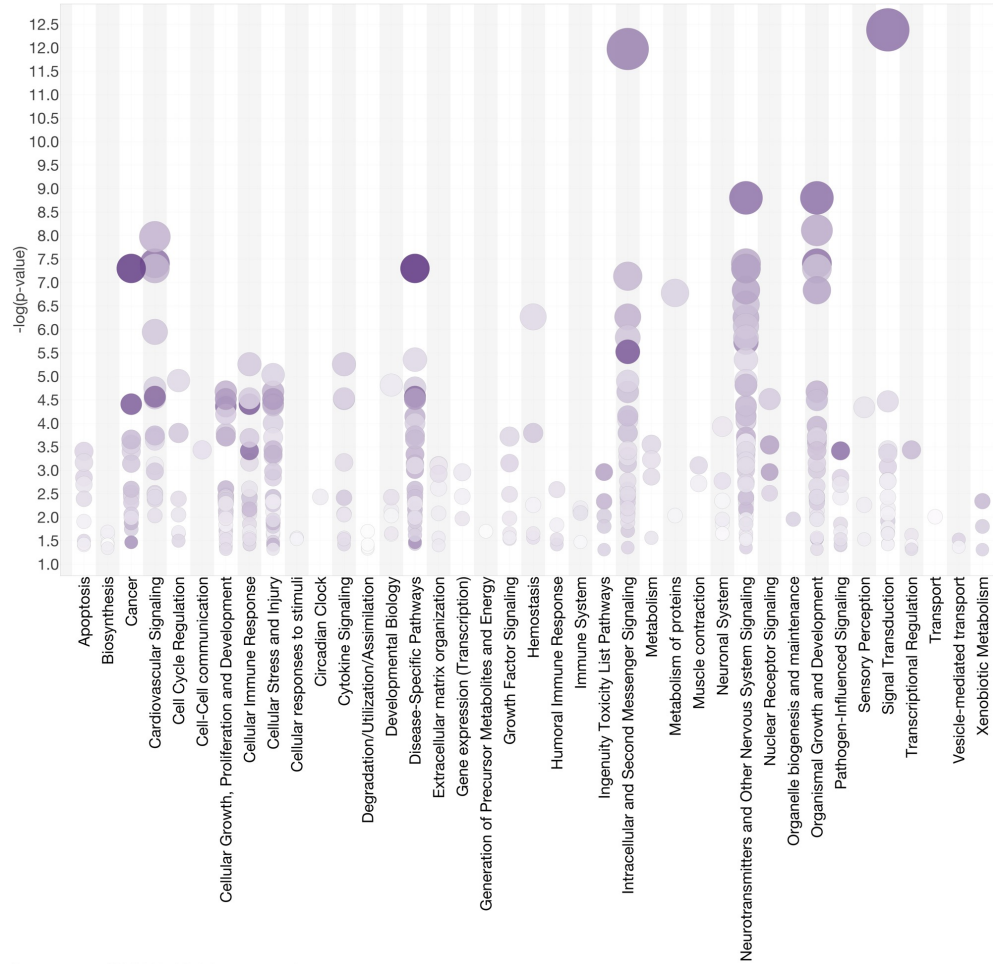

## Female

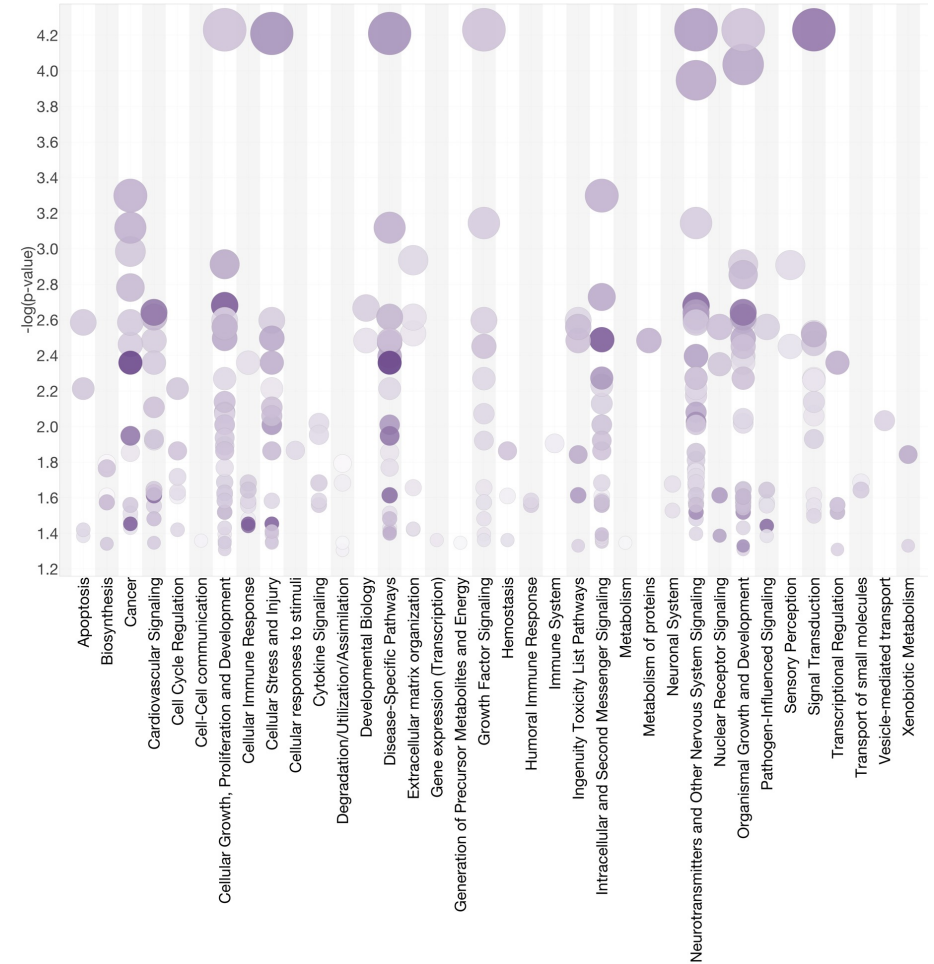

**Supplemental Figure 4. Ingenuity Pathway Analysis of differentially bound (DB) H3K9me3 peaks between 3-week and 8-week time points.** DB H3K9me3 peaks (FDR<0.05) located at promoters and gene bodies were used in the analysis. The bubble chart displays significantly enriched Canonical Pathway Categories (Fisher's test with B-H correction,  $p<0.05$ ).

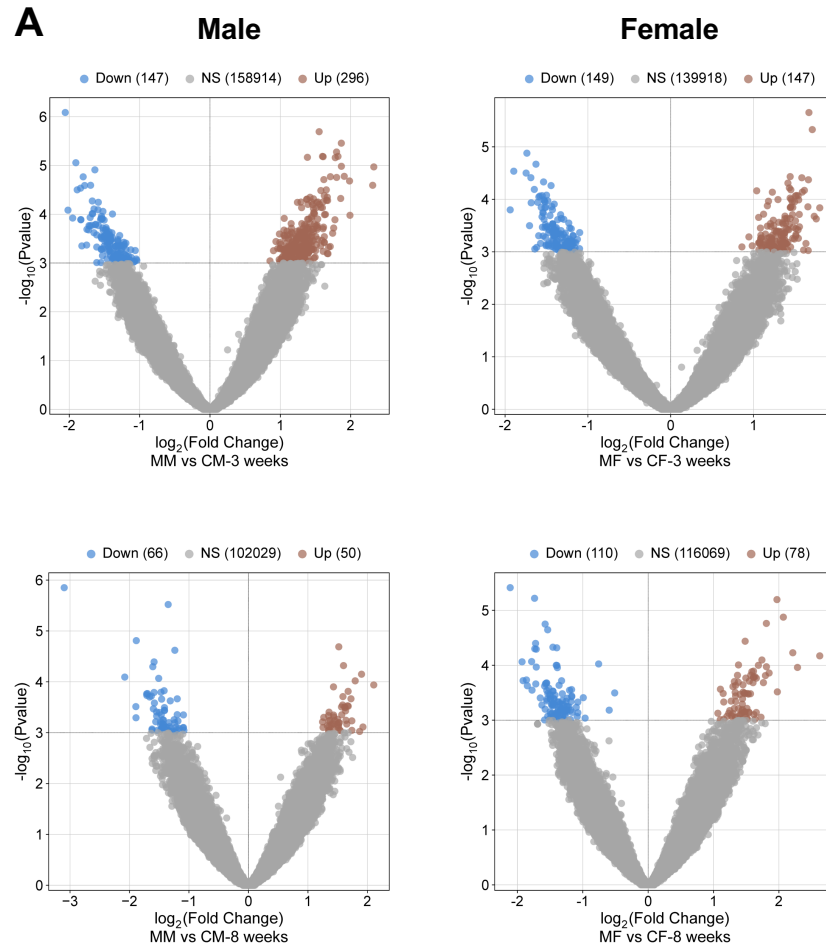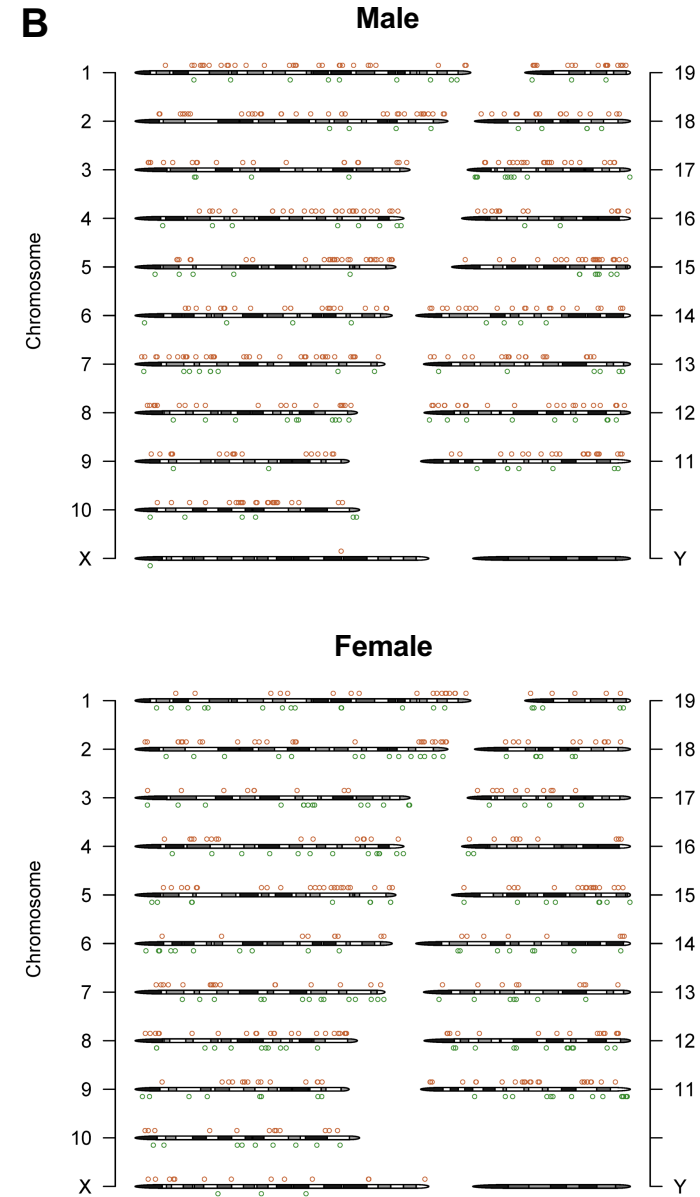

**Supplemental Figure 5. DB H3K9me3 peaks in MO relative to control diet ( $p < 0.001$ ). (A) Volcano plot of DB peaks,  $p < 0.001$ ; (B) Chromosomal distribution of DB H3K9me3 peaks; Red: DB peaks at week 3; Green: DB peaks at week 8. Females had more changes in H3K9me3 binding on the X chromosome than males.**

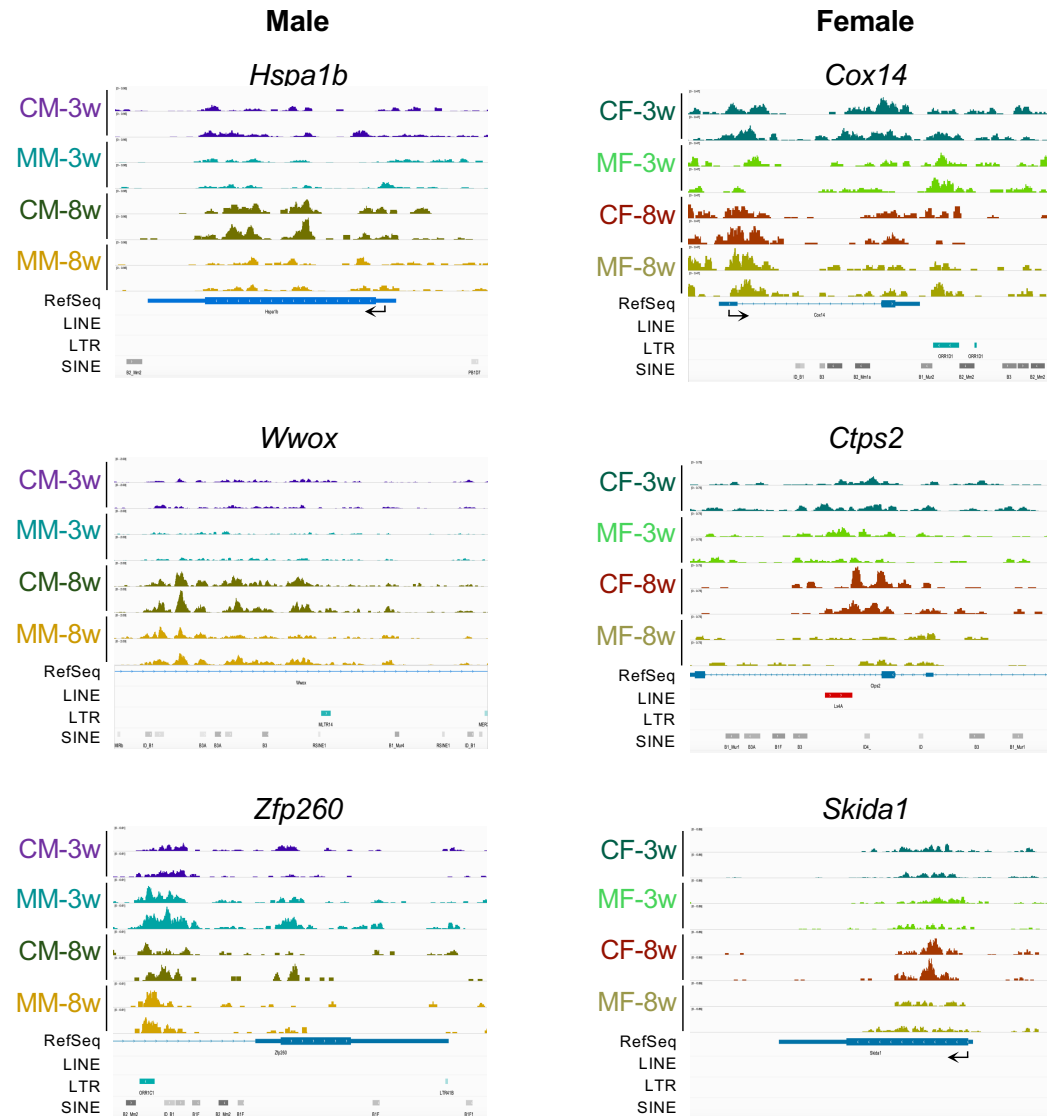

**Supplemental Figure 6. H3K9me3 DB between maternal obesity and control diet offspring.** Examples show differential deposition of H3K9me3 in promoter (*Skida1*), promoter and gene body (*Hspa1b* and *Cox14*), intron (*Zfp260*, *Wwox* and *Ctps2*).

# Establishment of sex-specific liver transcriptomes and H3K9me3 profiles during sexual maturity: the impact of maternal obesity

Ajay K. Yadav et al.

## Supplemental Methods

**Animal breeding.** Mice were housed in a BSL1 room and had free access to food and water. Experimental animals included *floxed* littermate controls derived from an in-house *Reg3g<sup>fl/fl</sup>* colony maintained on a C57BL/6J background. At 5-6 weeks old, female dams (Fig. 1A) were randomized to receive either (i) a Western-style diet (TD.88137, Inotiv, IN), or (ii) a standard chow diet (2018SX, Envigo, IN), as described [19, 20]. After four weeks on the assigned diet, dams were mated with healthy wild-type C57BL/6J males (purchased from The Jackson Laboratory, Bar Harbor, ME). Dams remained on their respective diet throughout pregnancy and lactation. At birth, litters were culled to maximum of 6 pups per dam. Male and female offspring (*Reg3g-fl/+* or *Reg3g-fl/fl*) were analyzed on postnatal day 21 (3 weeks), prior to weaning and onset of puberty. Additional cohorts were analyzed at the 8 weeks of age after receiving regular chow diet for five weeks following weaning.

How the deposited data were processed for this re-analysis (not part of the article)

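Liver mRNA of mouse offspring was sequenced in 32 libraries, from 4 animals in each of 4 groups at 3 weeks and again at 8 weeks. The groups are control males (CM), control females (CF), and males (MM) and females (MF) of dams kept on the Western-style diet. Each library is one animal, and none was pooled or left out. Conditions and replicate numbers were taken from the sample titles of the deposit. The paper does not state how the animals of a group relate to litters, so litter is not in any model. The paper does not say what the replicate numbers stand for. Libraries of MM and MF with the same number deviated together from their group means, with correlations of 0.102 to 0.222 in the 3 pairs at 3 weeks and 0.107 to 0.497 in the 4 pairs at 8 weeks, and in no other comparison did each pair exceed 0.1.

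The authors aligned paired reads to mm10 with STAR, of which they state that about 85% mapped uniquely, discarded multi-mapped and low-quality reads, and counted the rest per gene with featureCounts. The deposited counts are raw whole-number read counts per gene and library, already limited to the genes the authors kept. The authors scaled the libraries by TMM, and the deposited log2 values are log2 CPM on those scaled library sizes and the log2 fold changes of their edgeR comparisons. Recomputing log2 CPM from the counts with a prior count of 2 gave the deposited values with no difference at either age. The authors also deposited a signed linear fold change for each comparison, listed here as a score, in which a decrease is written as minus the inverse ratio. The deposited p-values and FDR values come from the edgeR comparisons of the authors, with Benjamini-Hochberg adjustment, and the paper does not name the test used for RNA-seq. The p-values of the authors' deposited table rank almost as those of the edgeR likelihood ratio test on the counts do (rho 0.99999 to 1.00000 over 10 comparisons), and less closely as those of the quasi-likelihood test (rho 0.994 to 0.998). The likelihood ratio test called all 81 genes that the authors' deposited table calls between CM and CF at 3 weeks and all 58 between MM and CM at 8 weeks, of which the quasi-likelihood test called 9 and 4. Gene length in base pairs is listed as well. The H3K9me3 ChIP-seq, the histology and the blood measurements were not re-analysed, since only the RNA-seq tables were at hand. Beyond this comparison the deposited fold changes, scores and p-values entered no result given here.

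All values in the passages were computed from the raw counts, in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 2 ages were prepared with different library kits and were never fitted together. At each age, genes with at least 15 reads in at least 4 of the 16 libraries were kept, library sizes were scaled by TMM, and a quasi-likelihood negative binomial model (glmQLFit and glmQLFTest) was fitted with one mean per group over the 16 libraries. The comparisons were MM against CM, MF against CF, CM against CF, MM against MF, and the interaction, which is the effect of maternal obesity in males less that in females. A gene is called when its Benjamini-Hochberg FDR is below 0.05 over all genes tested at that age. Where a set of genes was also adjusted on its own, the text says so. Standard errors of log2 fold changes come from the fitted coefficient and its quasi-likelihood F statistic. Per-gene levels are CPM on TMM-scaled library sizes, as mean and SD over 4 animals. Where all libraries of a group hold at most 3 reads of a gene, the fold is given as a lower bound against 3 reads.

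Principal components were computed on log2 CPM with a prior count of 2, with each gene centred and scaled to unit variance. Scores of 8 against 8 libraries were compared by exact permutation over all divisions, two-sided. Genes at least 4-fold different between CM and CF at 8 weeks were scored in the 3-week libraries as the mean z score, with exact permutation of 4 against 4 libraries, for which 0.0286 is the smallest p possible. Sets of genes were tested with camera at a preset inter-gene correlation of 0.01, adjusted over all 155 tests of sets. The sets are ribosomal proteins, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation and ketogenesis, interferon response, acute phase and complement, glutathione detoxification, circadian clock, immediate early, heat shock, B cells, T and NK cells, macrophages, neutrophils, red cell precursors and brain. Several of these sets, among them cholesterol synthesis, interferon response and glutathione detoxification, hold genes that the paper names from these same libraries. Tests of such sets are not independent of what the paper reports. A list of pancreas genes was also written, and it was left out because too few of its genes are expressed. Targets of BMP-SMAD signalling, targets of hypoxia, genes of iron uptake and genes of the fetal liver were used as further lists in tests of single explanations. The shared genes of 2 ages were compared with Fisher's exact test.

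Genes named in the text are those that the paper names or plots for an RNA-seq comparison and, in each comparison, the 5 called genes with the largest absolute log2 fold change whose 4 libraries in one group all lie above the 4 of the other. Where a comparison called 5 genes or fewer, all of them count as named. The results for some genes are not reported here. Genes of the iron, brain, Y chromosome and fetal liver lists, and those named for single libraries, were chosen after values were seen.

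The alternatives set before the data were examined are the edgeR likelihood ratio test, the edgeR exact test, DESeq2 with its own size factors and Wald test, RLE size factors, scaling by total count only, no filter beyond 1 read, a filter of 1 CPM in 4 libraries, robust estimation, the replicate number as a block, fits on the 2 groups compared alone, each library left out in turn, for principal components unscaled values, a prior count of 0.5 and the 500 most variable genes, a 2-fold list of sex genes, and for sets the rotation test fry and camera with the correlation estimated from the data. The mean level of brain transcripts as a covariate, an index of clock genes as a covariate, and removal of the trend of each library over gene length were added after seeing the data. Every comparison of 4 against 4 libraries was also repeated for all 35 divisions of the 8 libraries, and the interaction for 100 regroupings drawn with a fixed seed.

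The tests were tested on simulated data of the same size and dispersion, with each gene drawn independently. In these data 200 genes were changed, all 2-fold or 4-fold and with more reads on average than the filter asks. At 3 weeks the quasi-likelihood test recovered 93% of these, and 97.1% of those changed 4-fold, with 11 false calls among 197, over 14,988 genes. At 8 weeks it recovered 89.5%, and 99% of those changed 4-fold, with 4 false calls among 183, over 14,075 genes. With no gene changed it called 0 at either age, and the likelihood ratio test called 0 at 3 weeks and 6 at 8 weeks. Recovery of smaller changes was not simulated. Genes called at 3 weeks had median absolute log2 fold changes of 0.69 (MM against CM) and 0.56 (MF against CF), so their recovery is not known from it. Library totals run from 25,689,193 to 48,333,728 counted reads, at which the filter of 15 reads lies below 1 CPM in each library, and genes near it carry wide errors. The labels of sex were checked against *Xist* and genes of the Y chromosome in all 32 libraries.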

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

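The comparison of MM 1 with CM 1 and the lists of further BMP-SMAD targets and hypoxia targets were set before their values were seen. Alternatives that the processing summary lists as set before the data were examined also appear here. Every other test in this part was chosen after the result was seen.

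Library values were compared within 210 sets of 4 libraries, each the values of one group at one age for a gene whose level is reported, the mean of a gene list, the library total or the PC1 score. In 23 sets the gap of one library to the nearest of the others exceeded the share of the whole range that is Dixon's 95% critical value for 4 samples, where 10.5 sets would by chance. Of these, 4 concern MM 2 and 3 CM 2 at 8 weeks, 2 each MM 1, MF 5 and CF 5 at 3 weeks, and 2 MF 1 at 8 weeks.

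Some of these libraries differ in single genes. At 3 weeks *Acsl4* was at 72.3 CPM in CF 6 against 60.5 to 62.1 in the other CF libraries, and *Rpl39* at 29.2 CPM in MM 5 against 40.1 to 42.6 in the other MM libraries. *Cidec* at 8 weeks was at 0.314 CPM in CF 4 against 0.587 to 0.629 in the other CF libraries. Reads of the Y chromosome gene *Eif2s3y* appeared in CF 5 (0.345 CPM) and of *Kdm5d* in CF 3 (0.269 CPM), with 0 in the other CF libraries. At 8 weeks *Sult2a1* was at 0.0819 CPM in CM 2 and *Sult3a1* at 0.0312 CPM in CM 1, with 0 in the other CM libraries, which is at most 3 reads in each case. *Eif2s3y* and *Kdm5d* have relatives on X, and reads shared with those, or a trace of male RNA, were not tested as sources. No biological explanation was tested for these genes, and some of these libraries will be far from the others by chance alone.

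List means also set single libraries apart. At 3 weeks, oxidation and ketogenesis genes had a mean log2 CPM of 8.35 in CM 1 against 8.13 to 8.17 in the other CM libraries. In MF 5 acute phase and complement genes were at 9.44 against 8.92 to 8.96 and red cell precursor genes at 5.45 against 4.5 to 4.59. At 8 weeks acute phase and complement genes were at 9.69 in CF 1 against 9.36 to 9.4, and in MF 1 circadian clock genes were at 4.84 against 5.06 to 5.09 and brain genes at -0.41 against -0.2 to -0.17. Neither a technical nor a biological explanation was tested for these 6 values.

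*Tlr12* and *Tlr5* at 3 weeks were lowest in MM 1, at 12.1 CPM against 23.9 to 26.4 and 6.89 CPM against 15.7 to 17.7 in the other MM libraries. MM 1 is also the MO library whose clock genes lie at control levels, with an index of late against early clock genes of -2.34, against 3.8 or more in the other MM libraries and -3.11 to 2.42 in CM. Collection at another time of day could therefore have moved these 2 genes, which was not tested for them. Of the 2,180 genes called in females, 70.1% moved in the female direction in MM 1 against CM 1, the control library of the nearest clock phase. The other MM libraries gave 71.9%, 77.7% and 78.3% against CM 1, and CM 3, CM 4 and CM 5 gave 41.0%, 42.4% and 42.5%. MM 1 is a single library, so whether time of day explains the MO differences in males cannot be told from it. A linear effect of the index as their whole cause is argued against, since 345 of the 584 genes called between MM and CM stayed called with the index as a covariate. A response of these genes to diet that varies between animals stays open.

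In females the clock index was 4.12 to 6.06 in MF and -1.12 to 0.81 in CF, with no MF library inside the range of the controls. With the index as a covariate, chosen after seeing the data, 749 genes were called between MF and CF in place of 2,180. Over all genes, diet and time of day at collection cannot be told apart in females, because the index and the diet coincide in all 8 libraries.

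CF 5 at 3 weeks had a mean log2 CPM of 7.22 over the 30 interferon response genes, against 3.88 to 4.21 in the other CF libraries. The lower interferon genes of MF may therefore rest on this one library. Without it the median log2 fold change of the list moved from -1.76 to -0.14, and 30 of the 35 splits of the female libraries gave a camera p as small as the split by diet. For the interaction of sex and diet on this list, 9 of 100 regroupings gave one as small. Markers of T and NK cells (0.57), B cells (0.75) and macrophages (0.35) were also higher in CF 5 than in the other CF libraries, as median log2 differences. More immune cells in that liver are thus not excluded. As the whole source of the interferon excess (3.13) they are argued against, since their markers rose by far less. Of other lists, neutrophil genes exceeded the other CF libraries by 1.13 and brain genes by 2.57. An infection or other stimulus in that animal was not tested.

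MF 4 at 3 weeks had 8.19 CPM of *Cidec* against 3.81 to 4.31 in the other MF libraries. The same library holds transcripts of brain. Among 20 brain genes, 4 of which exceed 1 CPM in the median library, 17 had not been looked at when the list was written, and all 17 were highest in MF 4. *Camk2a* was at 78.1 CPM against at most 18.7 in the other libraries, *Snap25* at 50.1 against 16.6 and *Mbp* at 48.6 against 11.4. In all, 166 genes were more than 4-fold above every other library. RNA from brain tissue is a candidate explanation. Y chromosome genes were also present, at 2.7% of the male median for *Ddx3y*, 2.16% for *Eif2s3y*, 3.17% for *Kdm5d* and 1.53% for *Uty*, a median of 2.43%, against at most 1.08% for any of them in another female library. A trace of RNA from a male mouse is thus also a candidate explanation. A swapped label is argued against by *Xist* at 717 CPM. The count of genes called between MF and CF was 1,485 without MF 4 and 1,888 with the brain level as a covariate, and *Cidec* was called in females in each fit that left out 1 library. Whether brain RNA bears on *Cidec* was not tested, nor was a biological explanation.

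MM 2 at 8 weeks had a PC1 score of 176, against -3.36 to 6.25 in the other MM libraries, and mean log2 CPM of 8.02 against 6.95 to 7.11 for ribosomal protein genes, 8.67 against 8.32 to 8.37 for oxidation and ketogenesis genes and 6.62 against 6.08 to 6.17 for glutathione detoxification genes. PC1 loadings correlated with gene length (rho -0.459). With the trend of each library over gene length removed, the score of MM 2 fell from 176 to 140, with at most 101 in absolute size in any other library, and its gap within MM from 0.946 to 0.788 of the range. A bias towards short genes in that library and a true difference of the animal cannot be told apart, since the correction brings the gap below the critical value but leaves MM 2 the highest. Without MM 2 the genes called between MM and MF went from 928 to 707, and between MM and CM 4 were called, 3 of them among the 4 called with it.

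CM 2 at 8 weeks had a PC1 score of 100 against 34.1 to 43.4 in the other CM libraries, and a total of 26,765,492 counted reads against 31,917,907 to 32,893,589. Without it 943 genes were called between CM and CF in place of 1,456. Whether its depth explains its score was not tested, and no biological explanation was tested.

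The MO effect differed between the sexes at 3 weeks in 2 genes by the interaction test, among them *Sqle* (-1.57), which fell further in males. Of the 100 regroupings, 1, the true one, called as many genes, and 1 of the 100 gave a camera p as small for the list of 20 cholesterol synthesis genes. By the likelihood ratio test 18 interactions were called, a count that 14 of the 100 regroupings reached. With the replicate number as a block, which MM and MF may share, 0 interactions were called and *Sqle* was at -1.57 with an FDR of 0.26. Within males the median log2 difference of the list against CM 1 was -2.82 in MM 1 and -0.53 to -0.13 in the other CM libraries, which as the value of 1 library cannot tell time of day from diet. A linear effect of the clock index as the whole cause of the fall in males is argued against, since 20 of the 20 genes stayed called there with the index as a covariate. In females the median of the list went from -1.32 to -1.23 with that covariate, and 10 of the 20 genes were called in place of 18. For the 10 called genes this argues against a linear effect as the whole cause there, and for the rest of the list such an effect stays open. An effect of time of day of another form stays open for all 20 genes, as no MF library lies in the range of the controls. The interaction median of the list went from -0.95 to -0.99, and 0 interactions were called over all genes. Scaling as the cause of the fall in males is argued against, as the 20 genes were called there under each scaling, but 1 interaction was left under total count scaling and 1 with the brain covariate. The list was also higher in CM than in CF (median 0.56), so a difference between the controls contributes to the interaction. A different response of the sexes to the diet of the dam stays open and was not tested further.

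*Hamp*, which the paper does not discuss, fell by more than any other gene in both sexes, with log2 fold changes of -9.55 in males and -11.61 in females at 3 weeks. Each control male library held at least 97.4 CPM and each MM library at most 1.06 CPM. Log2 fold changes in fits without 1 library ran from -10.70 to -9.14 in males and from -12.92 to -11.23 in females. Reads shared with the paralog *Hamp2* are argued against, since *Hamp2* fell too (-8.28 in males). A linear effect of the clock index as the whole cause is argued against by log2 fold changes of -10.35 in males and -13.10 in females with the index as a covariate, and other forms of an effect of time of day stay open. A weaker acute phase response is argued against in females, where the lowest value among 20 acute phase genes was -0.64. Low iron stores acting through BMP-SMAD signalling are a candidate explanation. The median of 5 further targets of that pathway was -0.36 in males and -0.47 in females, with 1 and 2 called, and that of 4 targets seen before the list was written -1.58 and -2.05. The genes of iron uptake moved up, *Tfrc* by 1.92 and 3.15 and *Slc11a2* by 0.44 and 0.67. Low oxygen or anaemia cannot be told apart from this, since the hypoxia targets had medians of 0.16 in males and 0.33 in females over members that went both ways. At 8 weeks *Hamp* was at 0.48 (FDR 1) in males and -0.26 (FDR 1) in females. Iron was not measured in these livers.

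The paper does not report MM against MF. At 3 weeks 9 genes were called, with 2 of the 35 splits of the 8 libraries reaching that number and 199 in the other of the 2, so the count is not set apart from all other divisions. The split with 199 parts none of the 3 pairs of libraries with the same number. Of the 8 splits that part all 3, only the one by sex reached 9, with at most 2 genes in the others. As 7 of these 9 genes lie on X or Y, the split by sex was bound to call most of them. At 8 weeks 928 genes were called and only 1 split, the one by sex, reached that number, with 516 in the next, which parts 2 of the 4 pairs of that age, and 0 in each other split that parts all 4. Sex is the biological explanation that the design names, and MM 2 is the technical one that was weighed, with 707 genes without it.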

How the results depend on the processing

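The alternatives are those of the processing summary, of which the clock and brain covariates and the removed length trend were chosen after seeing the data, and no test of an explanation is given in this part. Where a value changed, the cause was not tested unless a reason is given.

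The test moved several counts of called genes. For MM against CM at 3 weeks, 584 genes became 1,062 with DESeq2. For CM against CF at 3 weeks, 9 became 81 with the likelihood ratio test, 77 with the exact test and 143 with DESeq2, and for MM against MF at 3 weeks 9 became 32, 27 and 57. At 8 weeks MM against CM went from 4 to 58, 53 and 66 in the same order, MF against CF from 0 to 2, 2 and 2, and MM against MF from 928 to 1,412 with DESeq2. The interaction went from 2 to 18 with the likelihood ratio test and 35 with DESeq2 at 3 weeks, and from 0 to 4 and 3 at 8 weeks. The genes of males shared between ages went from 0 to 13 with the likelihood ratio test, 10 with the exact test and 19 with DESeq2, and the genes at H3K9me3 peaks called in males from 0 to 2 with DESeq2. On simulated data with 200 genes changed at 3 weeks, false calls were 11 with the quasi-likelihood test, 32 with the likelihood ratio test, 30 with the exact test and 37 with DESeq2. The quasi-likelihood calls were largely contained in the others, with 563 of 584, 2,025 of 2,180 and all 9 also called by the likelihood ratio test at 3 weeks.

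Fits on the 2 groups alone called 218 genes for MM against CM at 3 weeks, 1 at 8 weeks and 479 for MM against MF at 8 weeks, and more for CM against CF, with 11 in place of 9 at 3 weeks and 2,031 in place of 1,456 at 8 weeks. Neither these fits nor the exact test give a value for the interaction.

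Under total count scaling the interaction at 3 weeks called 1 gene. The other counts of called genes stayed within 1.5 times, but the direction shifted. Of 734 genes called for MM against CM at 3 weeks, 528 were higher and 206 lower (71.9% higher, 43.0% with TMM), and of 1,982 for MF against CF 1,286 were higher and 696 lower (64.9%, 48.1% with TMM). RLE size factors, no filter, the CPM filter and robust estimation left each count of called genes between groups within 1.5 times.

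With the replicate number of the titles as a replicate block, 17 genes were called for CM against CF at 3 weeks and 0 for the interaction. Over 30 pairs of libraries with the same number in 2 groups, the correlation of their deviations from the group mean ran from -0.49 to 0.54, with 15 above 0.1. Between MM and MF, where it was above 0.1 for each pair, the block called 10 genes at 3 weeks against 9 without it and 779 at 8 weeks against 928. Among the genes named for that comparison *Cidec* at 8 weeks lost its call (1.51, FDR 0.0543), and no other call changed. The interaction, which also sets MM against MF, lost its call for *Sqle* (-1.57, FDR 0.26).

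With the clock index as a covariate, MF against CF at 3 weeks fell from 2,180 to 749, MM against MF rose from 9 to 27 and the interaction fell to 0. Of the lists in females, genes called fell from 57 to 1 for ribosomal proteins, 18 to 10 for cholesterol synthesis, 12 to 6 for oxidation and ketogenesis, 10 to 7 for glutathione detoxification and 6 to 2 for fatty acid synthesis, with medians of -0.31, -1.23, 0.38, -1.16 and 1.06. With the brain level as a covariate, and with the length trend removed, the interaction called 1 gene each.

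Principal components depended on the genes and their scaling. On unscaled values PC2 at 3 weeks separated the diets (exact permutation p = 0.0014, n = 8), and on the 500 most variable genes PC2 separated the sexes (exact permutation p = 0.000155, n = 8). PC1 held 36.9% and 57.7% of the variance at 3 weeks and 51.4% and 77.4% at 8 weeks in these settings, against 21.8% and 33.0%. Of 155 set tests, 74 were called by camera, 22 by fry and 0 with the correlation estimated from the data.

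With genes at least 2-fold different at 8 weeks in place of 4-fold, the differences in mean z score at 3 weeks passed exact permutation at 0.05 for male genes between MF and CF (0.39, 0.30 with the 4-fold list) and for female genes between CM and CF (-0.54, -0.77) and between MF and CF (-0.20, -0.18).

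Leaving out each library in turn gave ranges as follows. Genes called at 3 weeks were 263 (without MM 3) to 797 (without MM 1) for MM against CM, 1,088 (without CF 3) to 1,977 (without MF 3) for MF against CF, 7 (without CF 3) to 23 (without CM 3) for CM against CF and 0 (without CF 3) to 3 (without CM 3) for the interaction. At 8 weeks they were 2 (without MM 3) to 13 (without CM 1) for MM against CM, 943 (without CM 2) to 1,273 (without CF 1) for CM against CF, 583 (without MF 4) to 1,510 (without MF 1) for MM against MF and 0 to 2 (without CM 1) for the interaction. Fits with fewer libraries have less power, and counts that rose point to the library left out. Genes shared between ages were 0, or 1 without CM 1 at 8 weeks. The share of PC1 was 20.7% (without CF 3) to 23.1% (without MM 3) at 3 weeks and 28.8% (without MM 2) to 34.9% (without MF 1) at 8 weeks. Genes at H3K9me3 peaks were 2 (without CF 3) to 4 in females and 0 to 1 (without CM 3) in males, and the share of genes with the same sign in both sexes was 88.4% (without CM 3) to 94.4% (without CF 5).

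Correlations between log2 fold changes moved as well. Between the sexes at 3 weeks rho 0.536 became 0.581 without CF 5, 0.496 without CM 3, 0.478 without MF 4, 0.511 without MF 5, 0.485 without MM 4 and 0.490 without MM 5. Between the ages in males rho 0.045 became 0.014 and 0.081 without MM 4 and MM 5 at 3 weeks, and 0.011, 0.016, 0.083 and 0.018 without CM 1, CM 3, CM 4 and MM 3 at 8 weeks. In females rho 0.132 became 0.090 and 0.024 without CF 2 and MF 3 at 8 weeks. For the sex difference rho 0.246 became 0.191, 0.209, 0.275, 0.191 and 0.217 without CF 5, CF 6, CM 1, CM 4 and CM 5 at 3 weeks, and 0.204 without CF 2 at 8 weeks.

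For the sex genes of 8 weeks in the 3-week libraries, differences without 1 library ran from 0.46 (without CM 4) to 0.91 (without CM 1) for male genes between CM and CF, from 0.24 (without MF 4) to 0.40 (without MF 6) between MF and CF, from -0.95 (without CM 1) to -0.45 (without CM 4) for female genes between CM and CF, and from -0.51 (without CM 4) to 0.11 (without CM 1) between MM and CM, where the sign turned from -0.07. For male genes between CM and CF the exact permutation p was below 0.05 in the repeats without a CM library and not in those without a CF library.

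Of the single genes that reversed, *Gbp2* alone had been called. For MM against CM at 3 weeks *Irf1* went from 0.06 to -0.06 and *Isg15* from 0.08 to -0.06 with the brain covariate, and *Irf3* from -0.02 to 0.08 under total count and 0.01 with the length trend removed. With that trend removed *Gpx1* went from 0.23 to -0.00 and *Cyp27a1* from 0.10 to -0.02 for CM against CF at 8 weeks. Without 1 library, in males at 3 weeks, *Irf1* ran from -0.06 (without CM 1) to 0.14 (without CM 5), *Irf3* from -0.06 (without MM 3) to 0.01 (without MM 4), *Irf7* from -0.01 (without MM 4) to 0.35 (without MM 1), *Isg15* from -0.09 (without CM 4) to 0.32 (without CM 1), *Pnpla3* from -0.09 (without MM 4) to 1.94 (without CM 1) and *Elovl6* from -0.80 (without MM 4) to 0.13 (without CM 1). In females *Gbp2* ran from -3.50 (without CF 3) to 0.14, *Gbp4* from -2.38 (without CF 4) to 0.02 and *Ciita* from -2.53 (without CF 4) to 0.06, each of the latter without CF 5. For CM against CF *Esr1* ran from -0.12 (without CM 1) to 0.26 (without CM 4), *Cidec* from -0.95 (without CF 4) to 0.75 (without CF 3) and *Fitm1* from -0.04 (without CM 5) to 0.31 (without CM 3) at 3 weeks, and *Gpx3* from -0.20 (without CM 4) to 0.08 (without CM 1) at 8 weeks.

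Of 3,739 other values of 310 named genes, apart from libraries left out, 3,370 kept direction and call, 168 lost the call, 195 gained it and 6 reversed. Calls lost and gained were 1 and 45 with the likelihood ratio test, 0 and 49 with DESeq2, 2 and 43 with the exact test, 24 and 12 under total count, 5 and 3 with RLE, 8 and 0 with robust estimation, 25 and 8 with the replicate block, 1 and 0 with no filter, 0 and 9 with the CPM filter, 35 and 9 in the 2 groups alone, 13 and 1 with the brain covariate, 42 and 6 with the clock covariate and 12 and 10 with the length trend removed. Values were obtained for all 310 except with DESeq2 (295), the exact test (308), the CPM filter (305), the 2 groups alone (303) and the 2 covariates, fitted at 3 weeks only (179 each). Among 2,496 values without 1 library, 2,041 kept both, 395 lost the call, 41 gained it and 19 reversed. Mean CPM values stayed within 1 SD in all 328 cases. In the 31 gene set results, 110 of 155 other values kept their call and 45 lost it, and 266 of 280 without 1 library kept it.

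Depth limits the genes near the read filter. *Sult2a3* at 8 weeks, with at most 3 reads in each CM library, lost its call without CF 2, and for genes of this kind only lower bounds of the fold can be given.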

Differences from the paper's values

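No test of an explanation is given in this part, and every value comes from the comparisons and alternatives listed in the processing summary.

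Between CM and CF at 3 weeks 9 genes were called, against the paper's 81. Of the 10 alternatives set before the data were examined, apart from single libraries left out, the likelihood ratio test (81) and the exact test (77) closed the gap. DESeq2 (143), RLE size factors (9), total count (10), no filter (9), the CPM filter (8), robust estimation (8), the replicate block (17) and the 2 groups alone (11) did not, nor did leaving out any 1 library (7 to 23).

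Between MM and CM at 8 weeks 4 genes were called, against the paper's 58. The likelihood ratio test (58), the exact test (53) and DESeq2 (66) closed the gap. None of the other 7 alternatives set before the data were examined did, and leaving out any 1 library gave 2 to 13.

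Between MF and CF at 8 weeks 0 genes were called, with 316 at an unadjusted p below 0.05, against the paper's 2. The likelihood ratio test, the exact test and DESeq2 each called 2, and the other alternatives set before the data were examined did not close the gap.

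Males shared 0 called genes between 3 and 8 weeks, against the paper's 13. The likelihood ratio test gave 13, the exact test 10 and DESeq2 19, each of which closed the gap. RLE size factors and the CPM filter, also set before the data were examined, did not.

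The paper lists *Aldh3a2* among genes lowered by maternal obesity, and it was called higher in both sexes (0.75 in males, 0.82 in females). *Trim35*, listed with interferon genes lowered in females, was higher in MF (0.49, FDR 0.0509), and the settings that called it, given with the genes of that age, called it higher. The paper describes the glutathione genes as lowered more in males, and no interaction of sex and diet was called among them (lowest FDR 0.781).

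In the next 5 paragraphs each gene that the paper lists or plots as different and that was not called here is given with its FDR and, after the semicolon, every setting that called it, where LRT is the likelihood ratio test. The covariates for clock and brain genes and the removed length trend were chosen after seeing the values.

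For CM against CF at 3 weeks the genes on X are *Acsl4* (FDR 0.15; LRT, DESeq2, exact test), *Kdm5c* (FDR 0.183; LRT, DESeq2, exact test) and *Kdm6a* (FDR 0.108; LRT, DESeq2, total count, exact test, the 2 groups alone, the length trend removed). The paper reports multiple cholesterol and fatty acid synthesis genes as higher in males, and among the cholesterol genes it names those not called are *Sqle* (FDR 0.132; LRT, DESeq2, exact test, without CM 4), *Mvd* (FDR 0.14; LRT, DESeq2, exact test, without CM 4), *Idi1* (FDR 0.265; not called by any), *Hsd17b7* (FDR 0.172; LRT, DESeq2, exact test, without CM 4), *Srebf2* (FDR 0.809; not called by any), *Lss* (FDR 0.222; DESeq2) and *Fdft1* (FDR 0.22; LRT, DESeq2, exact test).

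For MM against CM at 3 weeks they are *Irf2bp2* (FDR 0.0536; LRT, DESeq2, the CPM filter, the replicate block, exact test, without CM 4, without MM 1), *Tlr5* (FDR 0.0958; LRT, DESeq2, exact test, without MM 1), *Hadha* (FDR 0.0591; DESeq2, total count, the CPM filter, the clock covariate, without CM 1), *Fgd1* (FDR 0.0513; LRT, DESeq2, the replicate block, exact test, the brain covariate, the clock covariate, without MM 4), *Serpina1a* (FDR 0.136; without CM 1), *Serpina1b* (FDR 0.34; not called by any), *Serpina1d* (FDR 0.0678; DESeq2), *Gstp1* (FDR 0.0654; LRT, DESeq2, the replicate block, exact test, the clock covariate, without CM 1), *Nqo1* (FDR 0.0997; LRT, DESeq2, exact test), *Ank1* (FDR 0.118; DESeq2, without MM 5) and *Casp9* (FDR 0.0603; LRT, DESeq2, exact test, without CM 3), and *Gstm1* (FDR 0.0597; LRT, DESeq2, exact test, the clock covariate, without MM 4, without MM 5). Of plotted genes they are *Rpl10* (FDR 0.0681; DESeq2, without MM 1), *Rpl12* (FDR 0.0862; DESeq2, the replicate block), *Rpl39* (FDR 0.144; the replicate block), *Il18* (FDR 0.291; not called by any) and *Fgfr1* (FDR 0.354; not called by any).

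For MF against CF at 3 weeks they are *Gbp4* (FDR 0.0663; LRT, exact test, without CF 4, without CF 6), *Ciita* (FDR 0.0721; LRT, exact test, without CF 4), *Isg15* (FDR 0.0777; LRT, DESeq2, exact test, without CF 3), *Trim35* (FDR 0.0509; LRT, DESeq2, RLE size factors, total count, the CPM filter, exact test, without MF 5, without MF 6), *Agpat2* (FDR 0.0507; LRT, DESeq2, RLE size factors, total count, the CPM filter, exact test, the 2 groups alone, the length trend removed), *Gstp1* (FDR 0.0548; LRT, DESeq2, the CPM filter, the replicate block, exact test, the 2 groups alone, the clock covariate), *Nqo1* (FDR 0.0511; LRT, DESeq2, the CPM filter, exact test, without CF 5, without MF 3), *Serpina1b* (FDR 0.0598; DESeq2, without CF 5), *Ank3* (FDR 0.288; not called by any), *Casp9* (FDR 0.21; not called by any) and *Max* (FDR 0.0599; DESeq2, the length trend removed, without CF 5, without MF 4), and of plotted genes *Fgfr1* (FDR 0.0523; LRT, DESeq2, RLE size factors, total count, the CPM filter, exact test, without MF 3, without MF 6).

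For CM against CF at 8 weeks they are *Dio1* (FDR 0.0555; LRT, DESeq2, total count, exact test, the 2 groups alone, the length trend removed), *Nod1* (FDR 0.0528; LRT, DESeq2, the CPM filter, exact test, the length trend removed, without CM 3), *Sdc3* (FDR 0.084; LRT, exact test, without CM 4), *Dock2* (FDR 0.057; LRT, DESeq2, exact test, the 2 groups alone), *Vamp3* (FDR 0.0548; LRT, DESeq2, total count, exact test, the 2 groups alone, the length trend removed, without CF 1), *Fzd7* (FDR 0.0545; LRT, DESeq2, total count, the CPM filter, the replicate block, exact test, the 2 groups alone, the length trend removed), *Grb7* (FDR 0.0664; LRT, total count, exact test, the length trend removed, without CM 3), *Pdgfrb* (FDR 0.0599; LRT, DESeq2, total count, exact test, without CM 4), *Foxa2* (FDR 0.215; not called by any) and *Per2* (FDR 0.103; the 2 groups alone).

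For MM against CM at 8 weeks, among the genes the paper reports at both ages, they are *Hspa1b* (FDR 0.0707; LRT, DESeq2, exact test, the length trend removed, without CM 1), *Irf2bp2* (FDR 0.082; LRT, DESeq2, exact test, without CM 1), *Cxcl1* (FDR 0.082; LRT, DESeq2, exact test, without CM 1), *Kyat3* (FDR 0.0949; LRT, DESeq2, exact test), *Slc38a2* (FDR 0.185; LRT, DESeq2, exact test), *Srrm4* (FDR 0.237; LRT, DESeq2, exact test), *Dusp1* (FDR 0.308; LRT, DESeq2, without CM 1), *Slc39a5* (FDR 0.193; LRT, DESeq2, exact test), *2310034O05Rik* (FDR 0.199; LRT, DESeq2, exact test), *A630031M04Rik* (FDR 0.199; LRT, DESeq2, exact test), *Slc35f2* (FDR 0.224; LRT, DESeq2, exact test), *Srebf1* (FDR 0.211; LRT, DESeq2, exact test) and *AI662270* (FDR 0.236; LRT). For MF against CF at 8 weeks they are *Cd36* (FDR 0.533; LRT, DESeq2, exact test) and *Atxn1* (FDR 0.96; LRT, DESeq2, exact test).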

Other observations

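The test on fetal liver genes was set before its values were seen. Alternatives that the processing summary lists as set before the data were examined are also used in this part. Every other test in it was chosen after the result was seen.

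For the counts of genes called, the 35 splits of each 8 libraries into 4 and 4, the true one included, gave as many genes in 1 split for MM against CM at 3 weeks (94 in the next), 1 for MF against CF at 3 weeks, 1 for CM against CF at 3 weeks, 2 for MM against CM at 8 weeks and 1 for CM against CF at 8 weeks. For MF against CF at 8 weeks and the interaction at 8 weeks 0 genes were called, a number that all 35 splits and all 100 regroupings reach whatever the data, so these 2 counts say nothing. The largest counts among the others were 12 and 2. For CM against CF at 3 weeks, 7 of the 9 genes lie on X or Y, so that count says little of the other 2.

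For gene sets at 3 weeks, a camera p as small as the true one arose in 6 of the 35 splits for ribosomal proteins in males (median -0.23) and 6 in females (-0.34), in 1 and 1 for cholesterol synthesis (-2.35 and -1.32), in 2 and 3 for oxidation and ketogenesis (0.39 and 0.27), in 1 and 4 for glutathione detoxification (-0.86 and -0.95), in 6 and 4 for acute phase and complement (-0.38, or -0.10 without CM 4, and -0.21, or -0.13 without CF 5), and in 2 for fatty acid synthesis in females (1.15). Between CM and CF it arose in 3 for cholesterol synthesis (0.56). Over 100 regroupings for the interaction it arose in 1 for cholesterol synthesis (-0.95) and 2 for fatty acid synthesis (-1.54, or -0.96 without CM 1). At 8 weeks between CM and CF it arose in 5 splits for cholesterol synthesis (-0.59), 3 for interferon response (-0.76), 3 for glutathione detoxification (0.38) and 6 for ribosomal proteins (0.40). Genes within a set move together in single livers, so a small camera p alone does not set the true grouping apart where several splits reach it.

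The ribosomal protein genes are short, and a bias over gene length was tested as an explanation of their change. With the length trend removed, the median of MF against CF at 3 weeks went from -0.34 to -0.24 and the difference of mean levels kept an exact permutation p = 0.0286 (n = 4), the smallest possible, which argues against length as the whole cause. With that trend removed 19 genes were called in place of 57, and with the clock index as a covariate 1 (median -0.31), so time of day at collection stays open for this list in females. In males the same difference went from -0.22 to -0.15 (exact permutation p = 0.114, n = 4). At 8 weeks the 77 genes were all higher in CM than CF (median 0.40, 0 called), and a median of 0.21 remained with the trend removed. The difference of mean levels was then 0.24 (exact permutation p = 0.0286, n = 4), which argues the same way there. Between MM and MF at 8 weeks the median was 0.49, or 0.17 without MM 2, and the difference of mean levels did not pass exact permutation before (0.45, p = 0.143, n = 4) or after the trend was removed (0.25, p = 0.171, n = 4).

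CM 4 at 3 weeks held acute phase genes at high levels (*Saa1* 833, *Saa2* 410 and *Lcn2* 86.4 CPM) and genes that are higher in adult males (*Mup20* 345 and *Cyp4a12a* 40.9 CPM), above the other CM libraries. A library of 8 weeks under a 3-week label is argued against by 5 genes of the fetal liver, which had a median log2 difference of -0.29 between CM 4 and the other CM libraries, against -3.03 between the CM libraries of the 2 ages, which differ in library kit as well as in age. An older animal prepared with the 3-week kit and an animal of 3 weeks cannot be told apart, since the share of the -3.03 that comes from age is not known. Those genes had medians of 0.54 in MM against CM and 0.65 in MF against CF at 3 weeks. An inflammatory stimulus in that animal was not tested.

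Genes called between CM and CF at 3 weeks by the likelihood ratio test and not by the quasi-likelihood test number 72. Of them, 20.8% have a library far from the others of its group, against 11.8% of all genes. The same count for MM against CM at 8 weeks is 54 genes, of which 13% have such a library, against 14.7% of all genes. Whether single far libraries are a source of these calls cannot be told, since the genes were chosen on the same libraries. No biological explanation was tested for them.

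The 10 genes of B cells had a median of 1.28 between MM and CM at 8 weeks, or 0.63 without MM 1 (camera FDR 1.33e-10, all 10 higher, 0 called over all genes), and 3 of the 35 splits gave a camera p as small. The mean log2 CPM of the list was 1.52 in MM 1 and -0.25 to 0.34 in the other MM libraries. Their most abundant gene was at 7.5 CPM in the median library. A smaller share of hepatocytes would raise macrophage genes alike, and these had a median of 0.28 (0.09 without CM 2 to 0.51 without CM 4). The difference of the rises was 0.62 (exact permutation p = 0.229, n = 4), so more B cells and fewer hepatocytes cannot be told apart. Between MF and CF the list was at 0.04 (-0.04 without CF 3 to 0.23 without CF 1).

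Heat shock genes were lower in MM than CM at 8 weeks (median -0.50, or -0.26 without CM 2, all 9 genes lower, 1 of the 35 splits with a camera p as small), as were immediate early genes (median -0.69, all 13 lower, 3 of the 35 splits). Neither list had a gene called over all genes in that comparison. At 3 weeks the heat shock list was at 0.38 in males, or 0.18 without MM 1, and 1.17 in females. The immediate early list was at -0.49 (-0.90 without MM 4 to -0.37 without MM 3) in males and -0.47 (-0.84 without MF 4 to -0.20 without CF 3) in females. Handling at collection was not tested as a source.

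Other lists, as medians for MM against CM and MF against CF with the lowest and highest median without 1 library in brackets, were as follows. The circadian clock was at 0.08 (0.03 without MM 5 to 0.21 without MM 1) and 0.38 (0.03 without MF 4 to 0.47 without CF 4) at 3 weeks and at 0.03 (-0.06 without MM 4 to 0.07 without MM 2) and -0.01 (-0.07 without MF 4 to -0.02 without MF 1) at 8 weeks. B cells were at 0.25 (0.09 without MM 1 to 0.41 without CM 3) and -0.31 (-0.56 without MF 3 to -0.16 without CF 5) at 3 weeks. T and NK cells were at 0.10 (0.00 without CM 1 to 0.23 without CM 5) and -0.55 (-0.80 without MF 5 to -0.36 without CF 5) at 3 weeks and at 0.35 (0.15 without MM 3 to 0.60 without MM 4) and -0.01 (-0.14 without MF 1 to 0.11 without MF 4) at 8 weeks. Macrophages were at 0.23 (0.05 without MM 3 to 0.35 without CM 4) and -0.07 (-0.18 without MF 5 to 0.02 without CF 5) at 3 weeks and at 0.28 (0.09 without CM 2 to 0.51 without CM 4) and 0.04 (-0.12 without MF 1 to 0.25 without CF 4) at 8 weeks. Neutrophils were at 1.50 (0.73 without MM 1 to 1.87 without MM 5) and 0.34 (0.00 without MF 5 to 0.75 without CF 5) at 3 weeks. Red cell precursors were at 1.26 (0.92 without MM 1 to 1.45 without MM 5) and 0.95 (0.75 without MF 5 to 1.14 without CF 5) at 3 weeks and at -0.28 (-0.58 without MM 1 to 0.09 without CM 2) and -0.11 (-0.40 without MF 1 to 0.27 without CF 2) at 8 weeks. Brain genes were at 1.30 (0.39 without MM 4 to 3.68 without CM 5) and 3.37 (0.01 without MF 4 to 5.17 without CF 5) at 3 weeks and at 0.04 (-0.14 without MM 1 to 0.18 without CM 3) and -0.10 (-0.27 without CF 3 to -0.00 without CF 2) at 8 weeks. With the length trend removed the macrophage median of females at 3 weeks became 0.00.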
